# RNA_seq_ and quantitative proteomic analysis of *Dictyostelium* knock-out cells lacking the core autophagy proteins ATG9 and/or ATG16

**DOI:** 10.1186/s12864-021-07756-2

**Published:** 2021-06-15

**Authors:** Qiuhong Xiong, Ning Song, Ping Li, Sarah Fischer, Roman Konertz, Prerana Wagle, Gernot Glöckner, Changxin Wu, Ludwig Eichinger

**Keywords:** Autophagy, ATG9, ATG16, RNA_seq_, proteome, tandem mass tag (TMT), parallel reaction monitoring (PRM), *Dictyostelium discoideum*

## Abstract

**Background:**

Autophagy is an evolutionary ancient mechanism that sequesters substrates for degradation within autolysosomes. The process is driven by many autophagy-related (ATG) proteins, including the core members ATG9 and ATG16. However, the functions of these two core ATG proteins still need further elucidation. Here, we applied RNA_seq_ and tandem mass tag (TMT) proteomic approaches to identify differentially expressed genes (DEGs) and proteins (DEPs) in *Dictyostelium discoideum* ATG9‾, ATG16‾ and ATG9‾/16‾ strains in comparison to AX2 wild-type cells.

**Result:**

In total, we identified 332 (279 up and 53 down), 639 (487 up and 152 down) and 260 (114 up and 146 down) DEGs and 124 (83 up and 41 down), 431 (238 up and 193 down) and 677 (347 up and 330 down) DEPs in ATG9‾, ATG16‾ and ATG9‾/16‾ strains, respectively. Thus, in the single knock-out strains, the number of DEGs was higher than the number of DEPs while in the double knock-out strain the number of DEPs was higher. Comparison of RNA_seq_ and proteomic data further revealed, that only a small proportion of the transcriptional changes were reflected on the protein level. Gene ontology (GO) analysis revealed an enrichment of DEPs involved in lipid metabolism and oxidative phosphorylation. Furthermore, we found increased expression of the anti-oxidant enzymes glutathione reductase (gsr) and catalase A (catA) in ATG16‾ and ATG9‾/16‾ cells, respectively, indicating adaptation to excess reactive oxygen species (ROS).

**Conclusions:**

Our study provides the first combined transcriptome and proteome analysis of ATG9‾, ATG16‾ and ATG9‾/16‾ cells. Our results suggest, that most changes in protein abundance were not caused by transcriptional changes, but were rather due to changes in protein homeostasis. In particular, knock-out of *atg9* and/or *atg16* appears to cause dysregulation of lipid metabolism and oxidative phosphorylation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07756-2.

## Background

Autophagy is an evolutionary ancient mechanism for the recycling of cellular material. In this process, portions of the cytosol are engulfed within a newly formed double-membrane vesicle, the autophagosome, and delivered to the lysosome for degradation [1]. Since the identification of the first autophagy-related (*ATG*) gene in yeast by Ohsumi in 1993 [2], significant progress has been made in understanding the molecular mechanisms of autophagy [3, 4]. To date, more than 50 ATG genes have been identified [4] and around 20 of them, including ATG9 and ATG16, constitute the “core” autophagic machinery, as they are required for autophagosome formation in all autophagy subtypes [1, 5, 6]. ATG9, the only transmembrane core autophagy protein, cycles between different organelle compartments via vesicular transport pathways and delivers membrane lipids to the autophagosome formation site in response to induction of autophagy [7]. ATG16 acts in the hetero-tetrameric ATG16/ATG12 ~ 5 complex, which determines the ATG8 lipidation sites and facilitates transfer of ATG8 from ATG3 to phosphatidylethanolamine (PE) [6, 8]. Apart from their autophagic functions, most of the ATGs are also involved in different autophagy-independent processes [9]. For example, ATG9 functions in the transport of lysosomal hydrolases from the trans-Golgi network (TGN) in mammalian cells [10] and regulates the actin cytoskeleton organization through interactions with profilin and Ena in *Drosophila* [11]. Also for ATG16 several autophagy-independent functions, as for example in antigen presentation, in hormone secretion, and in plasma membrane repair have been reported [6].

The social amoeba *Dictyostelium discoideum* is a well-established model organism to study the autophagic process [7]. Under nutrient rich conditions, *Dictyostelium* cells grow as separate, independent cells that divide by binary fission and feed on bacteria by phagocytosis [12]. Upon starvation solitary amoebae aggregate and undergo distinct morphological states, finally giving rise to a mature fruiting body, which is composed of a ball of spores supported by a thin, long stalk made of vacuolized dead cells [13]. Development takes place in the absence of nutrients and *Dictyostelium* cells must mobilize a large fraction of the required energy for morphogenesis and associated biosynthetic pathways by autophagy [7]. As a consequence, knock-out mutants of core autophagy genes generally suffer from developmental defects [14]. We have previously shown that the single and double *atg9* and *atg16* knock-out mutants suffered from pleiotropic defects, which were comparable for some cellular processes in all three mutant strains but for other processes more severe in the double mutant. While defects in macropinocytosis and phagocytosis were comparable in the single and double mutants, we found that, autophagosome formation, multicellular development and proteasomal activity were much more severely impaired in the double knock-out cells [15–17]. We concluded from these results that ATG9 and ATG16 probably function in different pathways in addition to autophagy [16, 17].

In this study, we used RNA_seq_ and Tandem Mass Tag (TMT) proteomic approaches to investigate global transcriptome and proteome changes of ATG9‾, ATG16‾ and ATG9‾/16‾ strains in comparison to AX2 wild-type cells. We found 332 (279 up and 53 down), 639 (487 up and 152 down) and 260 (114 up and 146 down) differentially expressed genes (DEGs) in ATG9‾, ATG16‾ and ATG9‾/16‾ strains, respectively. On the protein level we found 124 (83 up and 41 down), 431 (238 up and 193 down) and 677 (347 up and 330 down) differentially expressed proteins (DEPs) in ATG9‾, ATG16‾ and ATG9‾/16‾ strains, respectively. Comparison of RNA_seq_ and proteomic data showed that only a small proportion of the transcriptional changes were reflected in corresponding changes on the protein level. This suggests that most proteome changes were not caused by transcriptional changes but were rather due to changes in protein homeostasis. Gene Ontology (GO) analysis of DEPs revealed that metabolism, in particular lipid metabolism and oxidative phosphorylation appear disturbed in mutant strains. In conclusion, this study provides the first analysis of global transcriptomic and proteomic changes in ATG9 and/or ATG16 deficient *Dictyostelium* cells and adds to our knowledge of the molecular regulatory network of ATG9 and ATG16.

## Results

### Autophagy mutants display massive transcriptional changes

We performed RNA_seq_ to determine genome-wide transcriptional changes of ATG9‾, ATG16‾ and ATG9‾/16‾ cells in comparison to wild-type AX2. 

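RNA was measured in vegetative AX2, ATG9‾, ATG16‾ and ATG9‾/16‾ cells, with 9 biological replicates of each strain and 36 libraries in all. The values used here are the FPKM values (fragments scaled by transcript length and library size) that the authors deposited for 13729 genes after QuickNGS and alignment to the AX4 genome. They add up to 953009 to 1390700 per library, and 8279 to 9379 genes reach 1 FPKM. Read counts per library are not given in the sources used here. Relative depth, read from the steps between low FPKM values and set to a mean of 1, ranged from 0.472 to 1.25 in AX2, 0.721 to 1.34 in ATG9‾, 0.730 to 1.35 in ATG16‾ and 0.664 to 1.30 in ATG9‾/16‾.

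The 9173 genes with a mean of at least 1 FPKM were compared on the log2 scale, after 0.5 FPKM was added, in 1 limma model of the 4 strains. A gene is called up- or down-regulated here at a fold change of at least 2 and an adjusted p of at most 0.05. Another 1491 genes were at 0 FPKM in every library, and 3065 had some signal but a mean below 1 FPKM and were not tested. Libraries were simulated with the measured spread and with genes drawn independently. In them a 2.5-fold change was called for 86 to 90% of 50 genes and a 1.5-fold change for 2 to 4%. The limma p-values measure the spread between libraries of a strain. Those from Fisher's exact test and from permutation of genes treat genes as independent and hold no such spread.

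The library labels form sets of 3 libraries per strain, named here LE8, LE6 and N1183, with N3364 in place of LE8 in ATG16‾. The labels do not tie N3364 to LE8, and N3364 has no AX2 library of its own. For ATG16‾, settings without the LE8 set leave out N3364 too. In all 4 strains the library lettered b of the N1183 set had the highest median of 25 heat shock genes, among them hspG1, hspG12 and hspM, among the 9 libraries of the strain. This median was 3.40 (AX2), 3.94 (ATG9‾), 3.66 (ATG16‾) and 2.29 (ATG9‾/16‾) log2 units above the strain mean. Shared set and letter pair the AX2 libraries with 9 libraries of ATG9‾, 6 of ATG16‾ and 9 of ATG9‾/16‾, and libraries without a letter were paired within their set. The pairing was accepted where the deviations of every pair correlated above 0.1, which failed in ATG9‾/16‾ (lowest 0.0897). In 3, 4 and 3 of these pairs the correlation was higher than with any other AX2 library. For ATG9‾ and ATG16‾, results with this replicate block are given where they change a call. N3364 holds no other strain. With the block, or with the label set as a term of the model, ATG16‾ values therefore rest on its 6 libraries of LE6 and N1183.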

First, we compared the differential regulation of the entire transcriptome of the different mutant strains to AX2 in dependence of different thresholds for *p*-value. 

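DD7-1, which encodes a galactose-binding domain protein, and rabL, which encodes a Rab GTPase, are examples of genes called at an adjusted p of 0.05 but not at 0.01. DD7-1 rose in ATG16‾ cells with a log2 fold change (log2FC) of 1.49 (SE 0.42, limma adjusted p = 0.0156, n = 9 per strain), and rabL fell with a log2FC of -1.14 (SE 0.33, adjusted p = 0.0199) in ATG16‾ and -1.21 (SE 0.33, adjusted p = 0.023) in ATG9‾/16‾ cells. At a fold change of at least 2 and an adjusted p of at most 0.01, limma called 192 genes up- and 15 down-regulated in ATG9‾, 267 and 64 in ATG16‾, and 100 and 71 in ATG9‾/16‾ cells. With the unadjusted p in place of the adjusted one, tightening 0.05 to 0.01 lowered the up-regulated genes from 289 to 258 in ATG9‾, 343 to 314 in ATG16‾ and 139 to 123 in ATG9‾/16‾, and the down-regulated genes from 48 to 31, 118 to 99 and 154 to 130. The DD7-1 change in ATG16‾ did not pass without the N1183 set (log2FC 1.12), and the rabL changes in ATG16‾ and ATG9‾/16‾ did not pass with 0.1 FPKM added in place of 0.5 (log2FC -1.49 and -1.43).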

The analysis revealed for fold changes (FC) ≥ 2.0 and for *p*-values ≤ 0.01 versus ≤ 0.05 only a marginal decrease for the number of up-regulated genes for the ATG9‾ strain, while no reduction in the number of differentially regulated genes was seen for all other comparisons. Therefore, we performed further analyses for genes with an FC ≥ 2.0 and a p-value ≤ 0.05. The DEGs are listed in Table S1. 

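Genes numbered DDB_G0272600 to DDB_G0273020, which lie side by side on chromosome 2 in the RefSeq assembly dicty_2.7, weigh on the balance of up- and down-regulated genes. They include argS1, cbpI and gsr, and their median log2FC was 0.59 in ATG9‾, 0.87 in ATG16‾ and 0.96 in ATG9‾/16‾ cells (n = 9 libraries per strain). Of 114 tested genes of this range, limma found 60 higher in ATG9‾, 86 in ATG16‾ and 88 in ATG9‾/16‾ (79, 93 and 99 when adjusted over the list alone), and no gene lower by either count. The range was seen in Table S1, which rests on the same samples, so this is not independent evidence. Up-regulated genes outnumbered down-regulated ones 9.56 to 1 in ATG9‾, 3.43 to 1 in ATG16‾ and 1.17 to 1 in ATG9‾/16‾ cells, and made up 90.5, 77.4 and 54.0% of the called genes. In ATG9‾/16‾ cells the balance turns to more down- than up-regulated genes when the range is left out (71 up, 95 down), with median-ratio size factors (105 up, 118 down), at the unadjusted p (139 up, 154 down), in the LE8 set alone (225 up, 346 down) and without the 4 b libraries (135 up, 140 down). The balance of ATG9‾/16‾ also turns with the replicate block (130 up, 143 down), though the pairing was not accepted for this strain. In ATG9‾ cells the numbers were 289 up and 48 down at the unadjusted p and 270 and 43 with the replicate block. With quantile normalization they were 218 and 46, and without the b libraries 211 and 41.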

We observed 3- to 5-fold higher numbers of up- than of down-regulated genes for ATG16‾ and ATG9‾ cells, respectively, while for ATG9‾/16‾ cells the number of down-regulated genes was slightly higher than the number of up-regulated genes. In total, 487 (3.55 %) up- and 152 (1.11 %) down-regulated genes were reported for ATG16‾ cells and 279 (2.03 %) and 53 (0.39 %), respectively, for ATG9‾ cells. 

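DDB_G0276097, which encodes a putative transmembrane protein, rose most in ATG9‾ and in ATG16‾ cells. Its mean was 8.74 ± 6.46 FPKM (SD, n = 9) in AX2, 358 ± 231 in ATG9‾ (log2FC 5.16, SE 0.64, adjusted p = 7.5e-07) and 198 ± 105 in ATG16‾ (log2FC 4.53, adjusted p = 3.3e-06). DDB_G0275487, of unknown function, rose with a log2FC of 4.98 in ATG9‾ and 4.32 in ATG16‾. The largest decrease in ATG9‾ was that of DDB_G0293762, a carbohydrate-binding domain protein, from 118 ± 43.0 to 13.0 ± 5.48 FPKM (log2FC -3.04, SE 0.41, adjusted p = 2.0e-06), and DDB_G0269930 fell in ATG16‾ (log2FC -3.46, SE 0.58, adjusted p = 4.2e-05). The G protein-coupled receptor gene fscJ fell in ATG9‾ (log2FC -1.82, SE 0.34, adjusted p = 2.8e-04) and ATG16‾ (-1.53, adjusted p = 0.00147). In all, limma called 305 genes (2.22% of 13729) up- and 89 (0.648%) down-regulated in ATG16‾, and 239 (1.74%) and 25 (0.182%) in ATG9‾ cells. Without the AX2 b library of the N1183 set 45 genes were down-regulated in ATG9‾ and 135 in ATG16‾, and with the replicate block 43 were in ATG9‾. Without the N1183 set 127 genes were up-regulated in ATG9‾ and 181 down-regulated in ATG16‾, and without the LE8 set 47 were down-regulated in ATG16‾.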

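DDB_G0285917, of unknown function, showed the largest decrease in ATG9‾/16‾ cells, from 26.9 ± 14.1 FPKM in AX2 to 1.59 ± 0.869 (log2FC -3.59, SE 0.44, adjusted p = 3.8e-07, n = 9 per strain), and all 9 libraries lay below every AX2 library. DDB_G0267368 rose from 33.8 ± 7.91 to 182 ± 38.3 FPKM (log2FC 2.42, SE 0.19, adjusted p = 6.8e-12) and DDB_G0277781 from 3.95 ± 0.903 to 22.6 ± 3.06 (log2FC 2.39, SE 0.17, adjusted p = 4.7e-13), both above every AX2 library in all 9 libraries. In total limma called 116 genes (0.845%) up- and 99 (0.721%) down-regulated in ATG9‾/16‾ cells. Of the 116, 43 (37.1%) belong to the chromosome 2 range, among them rapB and gacH. Without the LE8 set 51 genes were down-regulated.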

For ATG9‾/16‾ only 114 (0.83 %) up-, but 146 (1.06 %) down-regulated genes were reported (Fig. 1 A, Table S1). The very low number of up-regulated genes in the ATG9‾/16‾strain suggests independent, and for a subset of genes also opposite, regulation in the ATG9‾ and the ATG16‾ strains. 

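A group of 141 genes was up-regulated in both ATG9‾ and ATG16‾ but not in ATG9‾/16‾ cells. Its members include the lysozyme gene lyT2-4 (log2FC 3.95 in ATG9‾, 3.32 in ATG16‾ and 0.32 in ATG9‾/16‾), the PA14 domain gene psiE (3.97, 3.33 and 0.38), the actin gene act25 (3.30, 2.64 and 0.32) and the argonaute gene agnB (2.73, 2.36 and -0.24). The change in ATG9‾/16‾ minus the changes in the single mutants (limma interaction contrast) was -6.92 for psiE (SE 0.74, adjusted p = 1.1e-08) and -8.02 for trafH (adjusted p = 9.9e-10), but picking genes by their calls sets the sign of this contrast. Over all tested genes, without such a choice, it passed at a 2-fold size for 602 genes below 0 and 201 above 0. Against AX2 of the same set, the median log2FC of the group was 1.63, 1.33 and 2.24 in the LE8, LE6 and N1183 sets of ATG9‾, 1.69 and 2.38 in the LE6 and N1183 sets of ATG16‾, and 0.31, 0.09 and 0.05 in the sets of ATG9‾/16‾. The N3364 set of ATG16‾, compared with the LE8 set of AX2, had 1.14.

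Opposite calls between ATG9‾ and ATG16‾ were found for 1 gene up in ATG9‾ and down in ATG16‾, the DIRS1 gene DDB_G0267238, and 1 gene with the reverse, the endoglucanase family gene iliG. From the low number of up-regulated genes in ATG9‾/16‾, the paper proposes independent regulation in ATG9‾ and ATG16‾, with opposite regulation for part of the genes. The contrast measures how the effects of the losses of atg9 and atg16 combine, and does not by itself tell independent from opposite regulation. Effects that add on the log2 scale, independent or opposite, would put it near 0. It passed at a 2-fold size for 602 genes below 0 and 201 above 0, which argues against such addition for these genes. The opposite calls, 1 each way, stand beside 2.32 and 0.831 for independent lists. Both strains were compared with the same AX2 libraries, which favours changes in the same direction. Independent lists therefore overstate the opposite calls to be expected, and these counts do not argue against opposite regulation.

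**Figure D1:**
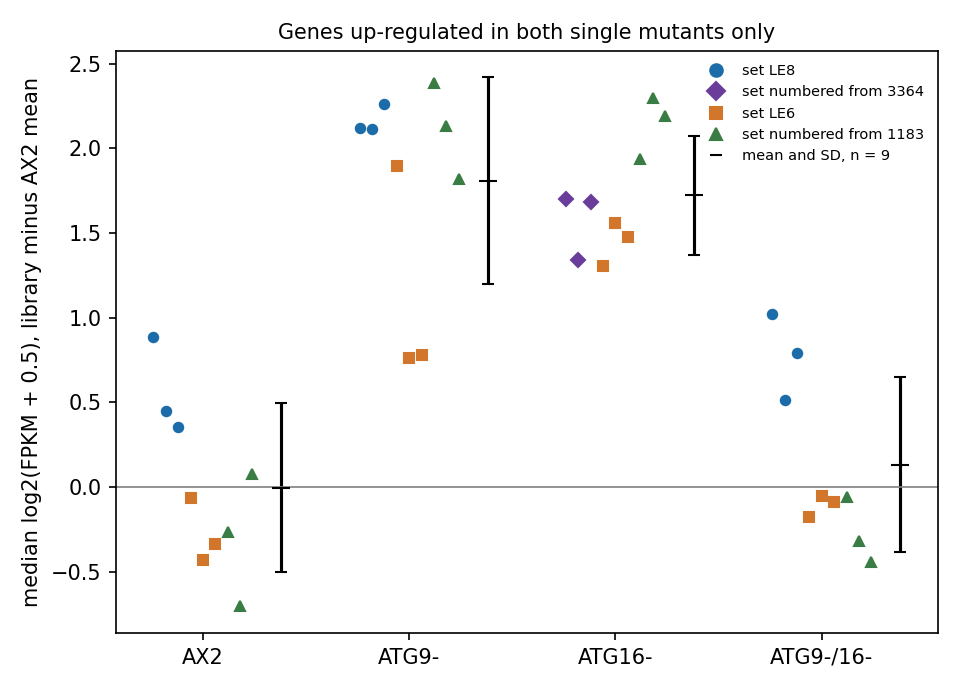
Median log2 deviation from the AX2 mean of the 141 genes up-regulated in both ATG9‾ and ATG16‾ but not in ATG9‾/16‾ cells, one point per library, 9 libraries per strain.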

We further compared the up- and down-regulated genes of all three mutant strains graphically in Venn diagrams. The absolute number of up-regulated genes common to either two strains was very similar for the ATG9‾ and ATG9‾/16‾ and the ATG16‾ and ATG9‾/16‾ strains, while the ATG9‾ and ATG16‾ strains shared considerably more genes (Fig. 1B). 

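The ubiquitin genes ubqD, ubqH and ubqJ are among the genes up-regulated in both ATG9‾ and ATG16‾ cells, with log2FC of 1.68, 1.35 and 1.51 in ATG9‾ and 1.67, 1.46 and 1.29 in ATG16‾ (limma adjusted p of 0.00227 or lower, n = 9 per strain). cinB, a gene of vegetative cells, was up-regulated in ATG9‾ (log2FC 1.46, SE 0.27, adjusted p = 2.4e-04) and ATG9‾/16‾ (1.34, adjusted p = 9.2e-04). In all, ATG9‾ and ATG16‾ shared 162 up-regulated genes, ATG9‾ and ATG9‾/16‾ 34, and ATG16‾ and ATG9‾/16‾ 35. Independent lists of these lengths would share 7.95, 3.02 and 3.86 genes. Each strain was compared with the same AX2 libraries. When these were divided between the comparisons (40 divisions), a median of 116.5, 23 and 25.5 genes were shared, where independent lists would share 5.75, 2.18 and 3.23. Fewer AX2 libraries per comparison also shorten the lists, to medians of 197.5 genes in ATG9‾ and 93.5 in ATG9‾/16‾. Without the chromosome 2 range ATG16‾ and ATG9‾/16‾ shared 21 genes.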

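abcA7, which encodes an ABC transporter, rose in ATG9‾ (log2FC 2.45, SE 0.41, adjusted p = 6.9e-05) and in ATG16‾ cells (3.59, adjusted p = 5.2e-08), as did adprh, for ADP-ribosylarginine hydrolase (2.48, adjusted p = 1.8e-06 and 1.92, adjusted p = 6.0e-05, limma, n = 9 per strain). The genes up-regulated in both strains make up 67.8% of those up-regulated in ATG9‾ and 53.1% of those up-regulated in ATG16‾ cells. Their median log2FC was 1.67 in ATG9‾, 1.65 in ATG16‾ and 0.33 in ATG9‾/16‾. Across all tested genes the log2FC of ATG9‾ and ATG16‾ correlated with 0.747, and with 0.562 when the AX2 libraries were divided between the comparisons.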

If we look at the percentages of common differentially up-regulated genes, we find that ATG9‾ cells share 75 % of the up-regulated genes with ATG16‾ cells, and, vice versa, ATG16‾ cells 43 % of the up-regulated genes with ATG9‾ cells. In contrast, ATG9‾ cells share only 14 % and ATG16‾ cells only 11 % of the up-regulated genes with ATG9‾/16‾ cells. 

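dutA, a non-coding RNA of early aggregation, is one of the genes that ATG9‾/16‾ cells do not share, with a log2FC of 1.63 (SE 0.30, adjusted p = 2.5e-04) in ATG9‾, 1.77 (adjusted p = 5.1e-05) in ATG16‾ and -0.19 (adjusted p = 0.913) in ATG9‾/16‾ cells (limma, n = 9 per strain). The actin gene act24 rose in ATG9‾ (2.84, adjusted p = 1.7e-05) and ATG16‾ (2.13, adjusted p = 5.5e-04) and is not among the genes up-regulated in ATG9‾/16‾ cells. ATG9‾ cells shared 14.2% and ATG16‾ cells 11.5% of their up-regulated genes with ATG9‾/16‾. Of 77 genes up-regulated in ATG9‾ and not in ATG16‾, 13 were up-regulated in ATG9‾/16‾, and of 143 genes up-regulated in ATG16‾ and not in ATG9‾, 14 were. Across all tested genes the log2FC of ATG9‾/16‾ correlated with 0.370 with ATG9‾ and 0.339 with ATG16‾, and with 0.159 and 0.140 when the AX2 libraries were divided between the comparisons.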

For the down-regulated genes the proportion of genes shared with ATG9‾/16‾ cells is much higher. 

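sibB, which encodes an adhesion protein with a von Willebrand factor type A domain, fell in ATG9‾ (log2FC -1.14, SE 0.35, adjusted p = 0.0394), ATG16‾ (-1.86, adjusted p = 2.2e-04) and ATG9‾/16‾ cells (-1.79, adjusted p = 7.4e-04; limma, n = 9 per strain). DDB_G0293762 fell in ATG9‾/16‾ (-2.24, SE 0.41, adjusted p = 2.4e-04) as in ATG9‾ cells, and DDB_G0289629 fell in all 3 strains (-1.72, -2.19 and -2.67). In all, ATG9‾ and ATG9‾/16‾ shared 15 down-regulated genes, ATG16‾ and ATG9‾/16‾ 32, and ATG9‾ and ATG16‾ 13, where independent lists would share 0.270, 0.961 and 0.243. With AX2 libraries divided between the comparisons medians of 6, 13 and 5 genes were shared, where independent lists would share 0.106, 0.522 and 0.126. Fewer AX2 libraries per comparison also shorten the lists, to medians of 14.5 genes in ATG9‾ and 69.5 in ATG9‾/16‾. The fall in shared genes therefore does not measure the effect of shared AX2 libraries alone. At the unadjusted p ATG9‾ shared 29 with ATG9‾/16‾ and 23 with ATG16‾, and without the b libraries 25 and 23.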

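DDB_G0270058 fell in ATG9‾ (log2FC -1.84), ATG16‾ (-2.71) and ATG9‾/16‾ cells (-1.58), and DDB_G0276513 fell with -1.52, -2.24 and -2.25 (limma, adjusted p of at most 0.05, n = 9 per strain). ATG9‾ cells shared 60.0% and ATG16‾ cells 36.0% of their down-regulated genes with ATG9‾/16‾ cells, and 37.8 and 19.1% (medians) with the AX2 libraries divided between the comparisons, where the called lists are shorter.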

Here, ATG9‾ shares 47 % and ATG16‾ 34 % with ATG9‾/16‾ cells (Table S2). In total, 610 genes were up- and 261 were down-regulated in either one, two, or all three strains. Of these genes, the three strains had only 33 (3.8 %) of the up- and 15 (4.3 %) of the down-regulated genes in common (Fig. 1B).

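lmpB, which encodes a lysosomal membrane protein, is a gene called in ATG9‾/16‾ alone (log2FC 1.60, SE 0.18, limma adjusted p = 9.3e-08, n = 9 per strain), and hspC, for a small heat shock protein, was called in ATG16‾ alone (1.07, SE 0.16, adjusted p = 6.2e-06; 0.61 in ATG9‾ and 0.69 in ATG9‾/16‾). Together 450 genes were up- and 161 down-regulated in 1 or more strains. Of the up-regulated genes 64 were called in ATG9‾ alone, 129 in ATG16‾ alone and 68 in ATG9‾/16‾ alone, and of the down-regulated genes 5, 52 and 60. Differences between the strains were not tested for these groups.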

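The 21 genes up-regulated in all 3 strains include DDB_G0288573, of unknown function, which went from 3.17 ± 2.30 FPKM (SD, n = 9) in AX2 to 79.1 ± 20.3 in ATG9‾, 68.8 ± 10.3 in ATG16‾ and 77.4 ± 19.8 in ATG9‾/16‾ (log2FC 4.67, 4.49 and 4.62, SE 0.26, limma adjusted p of 5.5e-15 or lower). They also include ctnC (countin3; 2.99, 2.69 and 1.68), DD7-1, abcA8, argS1, cbpI and cinC. The other members are DDB_G0267580, DDB_G0268142, DDB_G0270212, DDB_G0272666, DDB_G0272769, DDB_G0272955, DDB_G0273011, DDB_G0278613, DDB_G0281345, DDB_G0281817, DDB_G0282919, DDB_G0283553, DDB_G0283979 and DDB_G0290993, and the last did not pass in ATG16‾ with the replicate block (0.93, adjusted p = 0.175), with the label set as a term (adjusted p = 0.2), without a filter (adjusted p = 0.0542) or with 1 FPKM added (adjusted p = 0.0712). In ATG16‾ the block and the label set term use only the libraries of LE6 and N1183. The 8 genes down-regulated in all 3 strains are rabL, sibB, DDB_G0267258, DDB_G0270058, DDB_G0276513, DDB_G0276671, DDB_G0289629 and DDB_G0294246. These are 4.67% of all up- and 4.97% of all down-regulated genes. At the unadjusted p 32 and 15 genes were shared, and without the b libraries 17 genes were down-regulated in all 3 strains.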

**Fig. 1:**
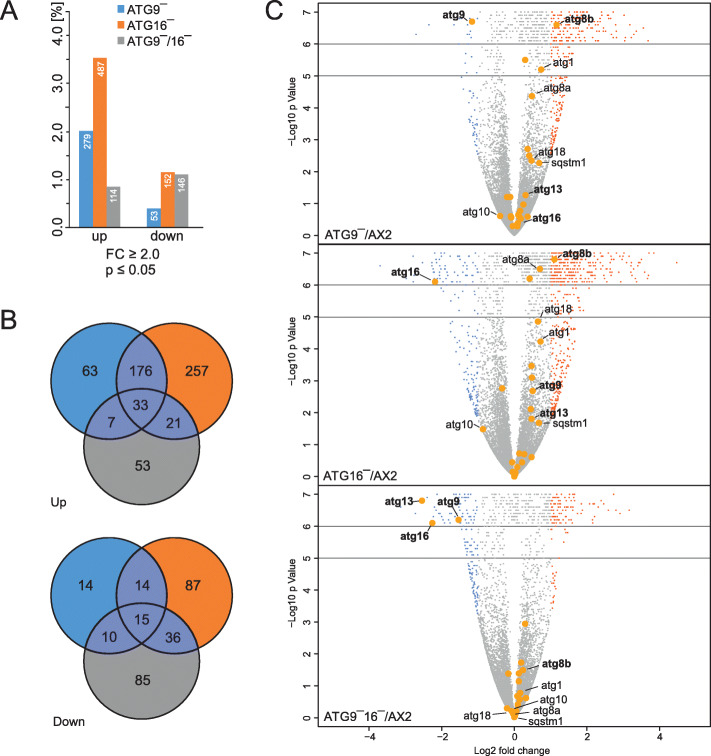
Differentially regulated genes in comparisons of ATG9‾, ATG16‾, and ATG9‾/16‾ strains with AX2. (**A**) Percentage of up- and downregulated genes in dependence of thresholds for fold change (2.0 ≥ FC ≤ 0.5) and *p*value ≤ 0.05 are shown. RNA was isolated from vegetative cells and nine biological replicates of each strain were analyzed. Transcriptome: 13,729 transcription units. (**B**) Venn diagrams of differentially regulated genes of ATG9‾ versus AX2 (left circle, blue), ATG16‾ versus AX2 (right circle, orange), and ATG9‾/16‾ versus AX2 (lower circle, grey). Differentially regulated genes common for two or three comparisons are shown in dark blue. Top, upregulated and bottom, downregulated genes. Only those genes with fold change ≥ 2.0 or ≤ 0.5 and *p* ≤ 0.05 were used as input. (**C**) Presentation of differentially regulated genes in a volcanoplot for each strain comparison. Differentially regulated genes with Log2 fold change ≥ 1 and *p* ≤ 0.05 are labelled red, genes with Log2 fold change ≤ − 1 and *p* ≤ 0.05 are labelled blue, differentially regulated autophagy related genes are highlighted by bigger orange-filled circles. For better visualization, all genes with a *p*-value between 10^− 5^ and 10^− 6^ are randomly distributed in the area from 10^–5^ to 10^–6^ and all genes with a *p-value* = 0 (i.e. values < 10^− 6^) are randomly distributed in the area from 10^–6^ and 10^–7^. Autophagy genes with a fold change ≥ 1.5 or ≤ 0.67 and *p* ≤ 0.05 in at least one of the comparisons are indicated by their Demerec name. The plot was created using the R environment (v. 2.15.0)

To further analyze the differentially regulated genes we used volcano-plots, where statistical significance versus differential regulation of RNA_seq_ data is plotted [18]. In the generated plots for the three knock-out strains, significantly up- and down-regulated genes (FC ≥ 2.0, *p*-value ≤ 0.05) are displayed as red and blue dots, respectively, and un-regulated genes as grey dots (Fig. 1 C). Two findings are obvious: (i) the much higher fraction of up-regulated genes in the ATG9‾ and ATG16‾ cells and (ii) the significantly higher number of up-regulated genes in the ATG9‾ and ATG16‾ strains and the much lower number in the ATG9‾/16‾ strain. 

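The 2 proteasome genes psmA7 and psmD14 rose by less than 2-fold in ATG9‾, ATG16‾ and ATG9‾/16‾ cells (limma, n = 9 per strain). psmA7 had a log2FC of 0.59 (SE 0.18, adjusted p = 0.0308), 0.71 (adjusted p = 0.00474) and 0.93 (adjusted p = 4.4e-04). psmD14 had 0.44 (SE 0.14, adjusted p = 0.0491), 0.83 (adjusted p = 3.9e-05) and 0.95 (adjusted p = 6.8e-06). psmA7 lies in the chromosome 2 range and psmD14 in the same run of higher genes. Of 31 tested proteasome genes 2, 3 and 3 were higher in these strains, and 1 was lower in ATG16‾. As a group they did not move (limma camera, adjusted p = 0.918, 0.253 and 0.482). Without a fold change threshold 532 genes were higher and 72 lower in ATG9‾, 659 and 330 in ATG16‾, and 313 and 139 in ATG9‾/16‾ cells at an adjusted p of at most 0.05.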

We highlighted genes encoding core autophagy proteins (orange circles) and added the gene names for those genes that displayed a 0.67 ≥ FC ≥ 1.5 and a *p*-value ≤ 0.05 in at least one of the knock-out strains (Fig. 1 C). We found that four of these genes, namely *atg1*, *atg8a*, *atg8b*, and *atg18*, were significantly up-regulated in ATG16‾ and *atg1* and *atg8b* in ATG9‾ cells. Of these only *atg8b* was more than 2-fold up-regulated in both strains. However, none of these four genes was up-regulated in ATG9‾/16‾ cells. 

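atg1, for the kinase that starts autophagy, went from 8.15 ± 1.83 FPKM (SD, n = 9) in AX2 to 14.1 ± 4.08 in ATG9‾ (log2FC 0.72, SE 0.15, limma adjusted p = 0.00119) and 12.9 ± 3.49 in ATG16‾ (0.62, adjusted p = 0.00397). atg8a, for a ubiquitin-like protein of the autophagosome membrane, rose from 275 ± 80.2 to 425 ± 83.3 FPKM in ATG16‾ (0.67, SE 0.19, adjusted p = 0.015) and was at 387 ± 106 in ATG9‾ (0.51, adjusted p = 0.122). atg18 rose from 16.1 ± 6.57 to 23.6 ± 3.23 FPKM in ATG16‾ (0.63, SE 0.20, adjusted p = 0.0311) and was at 22.5 ± 7.27 in ATG9‾ (0.50, adjusted p = 0.144). With the replicate block atg8a (adjusted p = 0.00865) and atg18 (adjusted p = 0.0101) also rose in ATG9‾. Without the b libraries atg18 did not pass in ATG16‾ (0.49), and without the N1183 set atg1 did not pass in ATG9‾ or ATG16‾ nor atg8a and atg18 in ATG16‾. atg18 also did not pass when ATG16‾ and AX2 were fitted alone.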

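atg8b was at 63.6 ± 16.2 FPKM (SD, n = 9) in AX2, 156 ± 72.4 in ATG9‾ (log2FC 1.19, SE 0.23, limma adjusted p = 5.5e-04) and 132 ± 25.4 in ATG16‾ cells (1.07, adjusted p = 0.00116). It was above every AX2 library in 7 of 9 ATG9‾ libraries and in 9 of 9 ATG16‾ libraries.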

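In ATG9‾/16‾ cells atg1 was at 9.12 ± 0.930 FPKM (SD, n = 9; log2FC 0.17, limma adjusted p = 0.747), atg8a at 275 ± 60.6 (0.03, adjusted p = 0.992), atg8b at 80.1 ± 26.4 (0.30, adjusted p = 0.675) and atg18 at 15.0 ± 3.02 (-0.02, adjusted p = 0.995). The change in ATG9‾/16‾ was below the sum of the single-mutant changes for atg1 (interaction -1.17, SE 0.21, adjusted p = 1.1e-04), atg8a (-1.15, adjusted p = 0.00224), atg8b (-1.96, adjusted p = 3.1e-05) and atg18 (-1.15, adjusted p = 0.00321). The paper named these genes from the same samples, where they rose in single mutants, and such a choice favours values below 0.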

As expected, *atg9* and *atg16* were down-regulated in the corresponding knock-out strains. In addition, *atg13* was strongly down-regulated in the ATG9‾/16‾ strain, *atg10* in ATG16‾ cells and *sqstm1* (**S**e**Q**ue**ST**oso**M**e-**1** also known as p62) was up-regulated in the ATG9‾ and ATG16‾ strains (Fig. 1 C, Table 1).

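atg9 was at 22.0 ± 4.23 FPKM (SD, n = 9) in AX2, 9.11 ± 2.62 in ATG9‾ (log2FC -1.26, SE 0.15, limma adjusted p = 3.8e-07) and 7.10 ± 1.02 in ATG9‾/16‾ (-1.56, adjusted p = 1.3e-09). atg16 was at 29.2 ± 5.97 FPKM in AX2, 5.93 ± 1.26 in ATG16‾ (-2.20, SE 0.15, adjusted p = 3.1e-13) and 5.95 ± 1.34 in ATG9‾/16‾ (-2.20, adjusted p = 1.6e-13). For each knock-out target, all 9 libraries of each strain that lacks it lay below every AX2 library. In the strain that keeps the gene, atg16 was at 31.0 ± 5.72 in ATG9‾ (0.10, adjusted p = 0.839) and atg9 at 29.8 ± 7.10 in ATG16‾ (0.42, adjusted p = 0.0638), and atg9 passed there with the replicate block and with size factors.

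**Figure D2:**
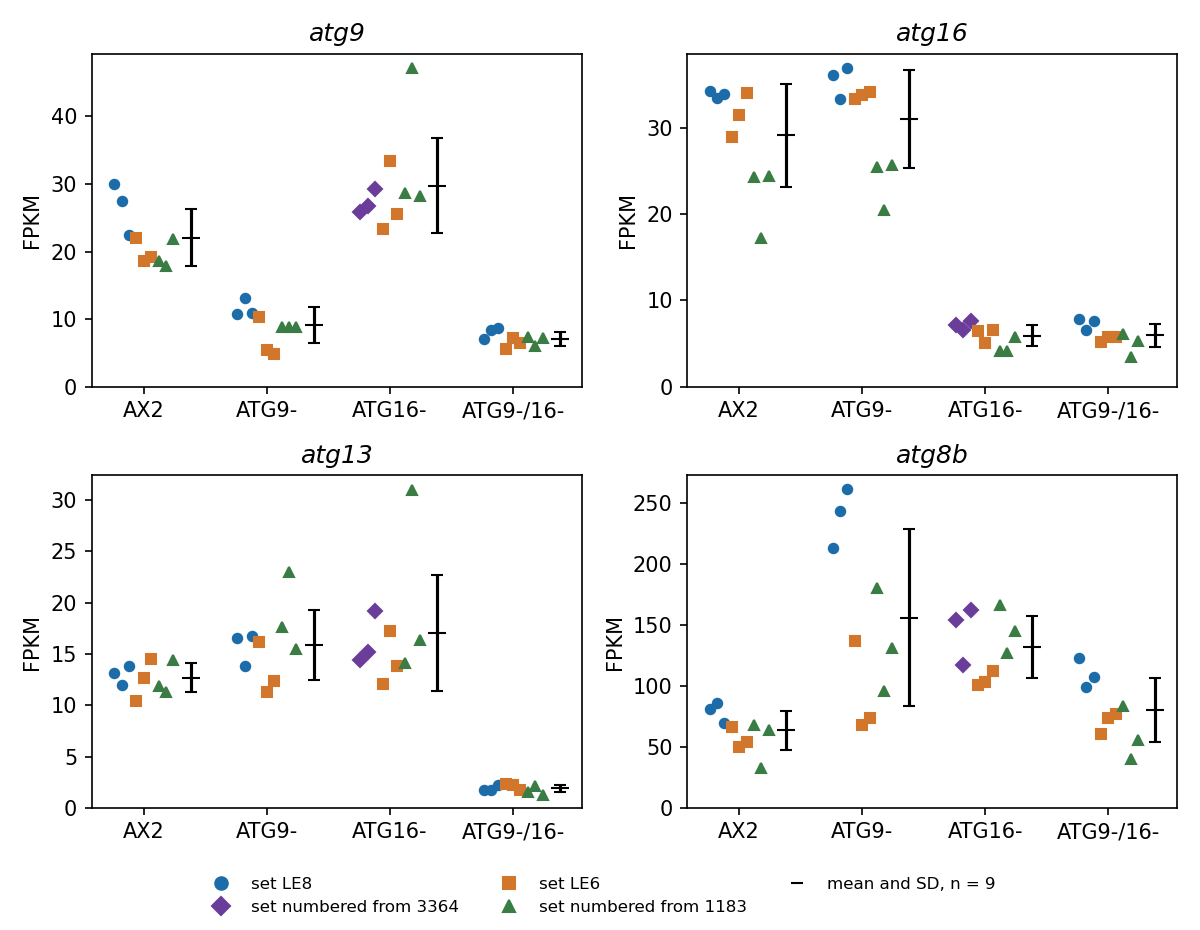
FPKM of atg9, atg16, atg13 and atg8b in each library, 9 libraries per strain.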

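atg13, for a subunit of the kinase complex that starts autophagy, fell from 12.7 ± 1.41 FPKM (SD, n = 9) in AX2 to 1.89 ± 0.368 in ATG9‾/16‾ cells (log2FC -2.47, SE 0.14, limma adjusted p = 1.1e-15), below every AX2 library in all 9 libraries. It was at 15.9 ± 3.40 in ATG9‾ (0.30, adjusted p = 0.262) and 17.0 ± 5.63 in ATG16‾ (0.37, adjusted p = 0.0783). sqstm1 rose from 197 ± 43.3 to 348 ± 157 FPKM in ATG9‾ (0.75, SE 0.22, adjusted p = 0.0278) and was at 310 ± 192 in ATG16‾ (0.53, adjusted p = 0.123), where it passed with the replicate block (adjusted p = 0.00622) and without the b libraries (0.40). In ATG9‾ its log2FC stayed at 0.73 with size factors and with quantile scaling, where the adjusted p was 0.11 and 0.0743. atg10 had a mean below 1 FPKM in every strain and was compared by exact permutation, with means of 0.488 ± 0.366 in AX2, 0.288 ± 0.249 in ATG9‾ (p = 0.257), 0.186 ± 0.225 in ATG16‾ (p = 0.062) and 0.415 ± 0.437 in ATG9‾/16‾ (p = 0.637), and 0 FPKM in 2, 2, 3 and 2 of the 9 libraries.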

**Table 1:** Differentially regulated autophagy genes

Gene ID	Gene Name	ATG9‾		ATG16‾		ATG9‾/16‾	
		**FC**	***p*-value**	**FC**	***p*-value**	**FC**	***p*-value**
DDB_G0292390	*atg1*	1.67	0.000	1.65	0.000	1.12	0.167
DDB_G0286191	*atg8a*	1.40	0.000	1.63	0.000	0.98	0.756
DDB_G0290491	*atg8b*	2.24	0.000	2.15	0.000	1.18	0.032
DDB_G0285375	*atg18*	1.39	0.004	1.57	0.000	0.95	0.621
DDB_G0285323	*atg9*	0.45	0.000	1.42	0.002	0.34	0.000
DDB_G0275323	*atg16*	1.06	0.432	0.22	0.000	0.21	0.000
DDB_G0268840	*atg10*	0.76	0.245	0.55	0.033	0.87	0.505
DDB_G0269162	*atg13*	1.24	0.054	1.39	0.016	0.17	0.000
DDB_G0270098	*sqstm1*	1.60	0.005	1.55	0.024	0.97	0.860

*FC* fold change

The up- and down-regulated genes of each of the three mutant strains were separately analyzed for the enrichment of genes in GO categories of the biological process, molecular function and cellular component ontologies with the program Panther [19]. Given a gene and a reference list, the program calculates the enrichment and statistical significance of every GO term by comparing the observed number of genes or gene products in a specific category with the number of genes or gene products that might appear in the same category if a selection performed from the same reference list were completely random. For the up-regulated genes, there was no enrichment of genes in any category of the three ontologies reported for ATG9‾ and ATG9‾/16‾ cells. 

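Genes for ABC transporters, ubiquitin and markers of vegetative cells were counted among the up-regulated genes with Fisher's exact test against the 9173 tested genes, for lists chosen for this work in place of ontology terms. Values of Table S1, which rests on the same samples, had been seen before the lists were written. Tests of these and the other lists are therefore not independent evidence. Among the genes up-regulated in ATG9‾, 6 encode ABC transporters (4.04-fold enriched, adjusted p = 0.0366), 3 ubiquitin (ubqD, ubqH and ubqJ; 11.5-fold, adjusted p = 0.0256) and 2 are vegetative markers (19.2-fold, adjusted p = 0.0366). Among those of ATG9‾/16‾, 4 encode ABC transporters (5.55-fold, adjusted p = 0.0401) and 2 are vegetative markers (cinB and cinC; 39.5-fold, adjusted p = 0.00749).

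Of 57 tested ABC transporter genes, limma found 7 higher and 0 lower in ATG9‾ (9 and 1 when adjusted over the list alone) and 5 higher and 3 lower in ATG9‾/16‾ (8 and 4), with abcA8 rising in ATG9‾ (log2FC 2.26, SE 0.41, adjusted p = 2.2e-04) and ATG9‾/16‾ (1.46, adjusted p = 0.0283) and abcG21 (-1.52) and abcG12 (-1.45) falling in ATG9‾/16‾. As a group they did not move (limma camera, adjusted p = 0.779 and 0.999). Of 10 tested ubiquitin genes 4 were higher in ATG9‾ (6 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 6.1e-05, or adjusted p = 0.0157 with an estimated correlation. In ATG9‾/16‾ 1 was higher (also 1 when adjusted over the list alone; camera adjusted p = 0.929). Of 4 vegetative markers 2 were higher in ATG9‾ (3 when adjusted over the list alone; camera adjusted p = 0.00424, or 0.0312 with an estimated correlation) and 2 in ATG9‾/16‾ (2 higher and 2 lower when adjusted over the list alone; adjusted p = 0.717). trafL rose in ATG9‾ (1.89, SE 0.27, adjusted p = 5.8e-06) but not ATG9‾/16‾ (0.36, adjusted p = 0.665).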

For ATG16‾ cells genes involved in “pyrimidine ribonucleoside metabolic process” in the biological process ontology were enriched 16-fold and genes linked to “membrane” in the cellular component ontology were 1.3-fold enriched (Table S3). 

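iunH, for a nucleoside hydrolase, and uglB, for a uracil-DNA glycosylase, rose in ATG16‾ cells with a log2FC of 1.11 and 1.16, and both lie in the chromosome 2 range. Among the genes up-regulated in ATG16‾, 3 encode ubiquitin (9.02-fold enriched, Fisher adjusted p = 0.0343). Of 10 tested ubiquitin genes 3 were higher (5 higher and 1 lower when adjusted over the list alone), with limma camera adjusted p = 0.00255, or adjusted p = 0.0661 with an estimated correlation. trafL rose with 1.73 (SE 0.27, adjusted p = 1.3e-05, n = 9 per strain). Of the ABC transporters, which sit in membranes, 7 were higher and 3 lower (8 and 5 when adjusted over the list alone; camera adjusted p = 0.573), with abcB3 at 2.25 (SE 0.22, adjusted p = 2.2e-09). Vegetative markers were higher for 2 of 4 genes (2 when adjusted over the list alone; adjusted p = 0.228).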

Considering the high number of up-regulated genes, in particular in ATG9‾ and ATG16‾ cells, this result was unexpected. For the down-regulated genes, there was no enrichment of genes in any category of the three ontologies reported for ATG9‾ cells. 

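Actin genes went in both directions in ATG9‾ cells, with act24, act25 and act3 up-regulated. Of 31 tested, 3 were higher and 5 lower (3 and 7 when adjusted over the list alone), and the group was lower by limma camera (adjusted p = 0.0302), with adjusted p = 0.63 with an estimated correlation and adjusted p = 0.101 with the replicate block. Of 9 calcium up-regulated (cup) genes, limma called none (0 also when adjusted over the list alone), with cupC at a log2FC of -0.53 (SE 0.21, adjusted p = 0.147) and cupF at -0.39 (adjusted p = 0.488). The cup group was lower with camera adjusted p = 0.0189, with adjusted p = 0.63 with an estimated correlation and adjusted p = 0.0602 with the replicate block. Of 28 lists, 0 were enriched among the genes down-regulated in ATG9‾ by Fisher's exact test at an adjusted p of at most 0.05, and 1, the autophagy genes, at an unadjusted p under 0.05, where the gene counted is the knocked-out atg9 itself.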

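cupC, cupI and cupF of the calcium up-regulated (cup) family fell in ATG16‾ and ATG9‾/16‾ cells, cupC with a log2FC of -1.30 (SE 0.21, adjusted p = 2.1e-05) and -1.19 (adjusted p = 1.5e-04), cupI with -1.11 (SE 0.23, adjusted p = 8.2e-04) and -1.17 (adjusted p = 8.8e-04), and cupF with -1.02 and -1.17 (SE 0.24, adjusted p = 0.00142 in ATG9‾/16‾; limma, n = 9 per strain). Of 9 cup genes 7 were lower in ATG16‾ (8 when adjusted over the list alone) and 5 lower in ATG9‾/16‾, with 1, cupJ, higher at 0.68 (8 lower and 1 higher when adjusted over the list alone). By Fisher's exact test the cup genes were 57.3-fold enriched among the genes down-regulated in ATG16‾ (5 genes, adjusted p = 1.8e-07) and 30.9-fold among those of ATG9‾/16‾ (3 genes, adjusted p = 0.00182). The group was lower by camera in ATG16‾ (adjusted p = 2.9e-06, with adjusted p = 0.0661 with an estimated correlation) and in ATG9‾/16‾ (adjusted p = 1.4e-07, with adjusted p = 0.0854 with an estimated correlation).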

For ATG16‾ and ATG9‾/16‾ cells genes involved in “DNA integration” and “sexual reproduction” in the biological process ontology were enriched more than 10-fold and more than 5-fold, respectively (Table S3). 

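Genes of the retrotransposon DIRS1 fell in ATG16‾ cells, with DDB_G0267238 at a log2FC of -4.03, DDB_G0291223 at -3.12 and DDB_G0267334 at -2.06. Of 24 tested, limma found 16 lower in ATG16‾ (22 when adjusted over the list alone), 7 lower in ATG9‾/16‾ (11) and 2 lower and 1 higher in ATG9‾ (6 and 1), with medians of -1.13, -0.96 and -0.67 (n = 9 per strain). Genes of the retrotransposon Skipper fell in ATG16‾ for 3 of 4 genes (3 when adjusted over the list alone) and rose in ATG9‾/16‾ for 4 of 4 (4), with DDB_G0294360 at -1.52 (adjusted p = 0.0117) in ATG16‾ and 2.83 (adjusted p = 8.7e-06) in ATG9‾/16‾. In ATG9‾ limma called 0 of the 4 Skipper genes (1 higher when adjusted over the list alone). Of 4 other transposon genes 3 were higher and 1 lower in ATG9‾/16‾ (3 and 1 when adjusted over the list alone). These were 1 and 1 in ATG16‾ (1 and 2) and 1 and 1 in ATG9‾ (1 and 1). The Tdd-4 gene DDB_G0282919 was at 1.09 in ATG9‾, 1.71 in ATG16‾ and 2.41 in ATG9‾/16‾. DDB_G0294246, also Tdd-4, was down-regulated in all 3 strains. Reads may be shared between near-identical copies of these elements, which was not tested, so values of single copies are uncertain. The transposon and EGF-like genes were taken from Table S1, which rests on the same samples, so these counts are not independent evidence. Transposon genes were matched by names ending in _RTE or _TE. Table S1 writes some element names in another form, such as that of a DGLT-A gene up-regulated in ATG9‾. Such names were not matched, so the counts may not cover all transposons listed there.

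Of 9 genes with EGF-like domains 5 were higher in ATG16‾ (6 higher and 1 lower when adjusted over the list alone), 4 higher in ATG9‾/16‾ (4) and 2 higher and 1 lower in ATG9‾ (2 and 2). DDB_G0278613 rose in all 3 strains (1.54, 1.97 and 1.49, SE 0.21, adjusted p of 4.0e-06 or lower), DDB_G0284615 in ATG16‾ (2.52, SE 0.45, adjusted p = 1.1e-04), and DDB_G0268352 fell in ATG9‾ (-1.10, SE 0.20, adjusted p = 2.4e-04).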

The former enrichment was due to the down-regulation of mainly *gag* genes from retrotransposons, the latter by the down-regulation of mainly genes encoding proteins with EGF-like domains. Furthermore, the analysis revealed for ATG9‾/16‾ cells in the cellular component ontology an enrichment of genes encoding “anchored components of membrane” (Table S3). 

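Among the genes down-regulated in ATG9‾/16‾ cells, 3 encode ponticulins, which are membrane proteins that bind actin (25.3-fold enriched by Fisher's exact test, adjusted p = 0.00265), and 4 actins (12.0-fold, adjusted p = 0.0036). Of the 3 autophagy genes among them, atg9 and atg16 are the knocked-out genes, so their enrichment was set by the strain. The paper named the ponticulins from the same samples, so their Fisher and camera tests are not independent evidence. Of 11 tested ponticulin genes limma found 3 lower and 1 higher (7 and 2 when adjusted over the list alone), and the group was lower with camera adjusted p = 4.7e-04, with adjusted p = 0.306 with an estimated correlation. In ATG16‾ 2 were lower (2 when adjusted over the list alone; camera adjusted p = 0.897) and in ATG9‾ limma called 0 (0 when adjusted over the list alone; adjusted p = 0.0881). With the replicate block ponB (-1.28, adjusted p = 0.0474) and ponC1 (-1.29, adjusted p = 0.023) fell in ATG9‾ and ponC5 (-1.37, adjusted p = 0.0108) in ATG16‾. In the c library of the N3364 set of ATG16‾, ponC1, ponC3, ponC4 and ponC5 stood far above the other 8 libraries (190.3, 52.89, 431.5 and 85.91 FPKM, with 15.29, 6.84, 41.07 and 7.228 next). Of 31 actin genes 4 were lower in ATG9‾/16‾ (7 when adjusted over the list alone; camera adjusted p = 1.8e-04, with adjusted p = 0.306 with an estimated correlation), with act27 at a log2FC of -1.38 (SE 0.31, adjusted p = 0.00403, n = 9 per strain), act22 at -1.31 and act3 at -1.22 (adjusted p = 0.0209 for each). In ATG16‾ 2 actins were higher and 7 lower (3 and 8 when adjusted over the list alone; camera adjusted p = 0.228), with act22 at -2.22 (SE 0.35, adjusted p = 2.1e-05).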

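ponB fell in ATG9‾/16‾ cells from 68.2 ± 46.7 to 10.8 ± 9.73 FPKM (SD, n = 9; log2FC -2.49, SE 0.57, limma adjusted p = 0.0047), ponC5 from 8.53 ± 5.10 to 1.12 ± 0.670 (-2.40, SE 0.47, adjusted p = 8.6e-04) and ponC1 from 7.06 ± 4.22 to 1.30 ± 1.03 (-2.01, SE 0.61, adjusted p = 0.0468). ponC3 (-1.69, SE 0.55, adjusted p = 0.0725) and ponC4 (-2.13, SE 0.78, adjusted p = 0.135) did not pass, and ponL rose (1.07, SE 0.29, adjusted p = 0.0227). In ATG16‾ cells ponB fell with -2.02 (adjusted p = 0.016) and ponA with -0.73 (adjusted p = 0.00417). ponC1 did not pass with 1 FPKM added or with the filter removed, ponB did not pass when ATG9‾/16‾ and AX2 were fitted alone and ponC5 did not pass without the LE6 set (-2.28). ponC3 and ponC4 passed with the label set as a term and without the b libraries (-2.09 and -2.67). The ponC genes are close relatives, so reads may be shared between them.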

All five down-regulated genes encode ponticulin-like proteins. Ponticulin is a *D. discoideum* membrane protein that links the plasma membrane to the cortical actin cytoskeleton [20].

### A significant number of proteins are increased or diminished in mutant strains

We next performed proteome analyses and identified from a total of 52,106 detected peptides with a FDR ≤ 0.01 49,400 (94.81 %) unique peptides (Table S4). Based on these unique peptides a total of 6,101 protein groups with a FDR ≤ 0.01 were identified of which 4,959 contained at least two unique peptides (Table S5). Proteome coverage was highly reproducible across the three biological replicates as more than 72 % of all identified proteins were detected in all three biological replicates and more than 13 % in two biological replicates. Proteins that were identified in only one biological replicate were excluded from downstream analysis. 5,224 of the identified proteins were found in all four strains.

For the identification of DEPs we used an absolute threshold for FC ≥ 1.2 with a *p*-value ≤ 0.05 and found in comparison to AX2 wild-type cells 124 (83 up and 41 down) DEPs in ATG9‾ cells, 431 (238 up and 193 down) in ATG16‾ cells, and 677 (347 up and 330 down) in ATG9‾/16‾ cells (Table S6). Hierarchical clustering of the DEPs from the three biological replicates of ATG9‾, ATG16‾, and ATG9‾/16‾ cells in comparison to AX2 confirmed the high reproducibility of differential regulation across the biological replicates (Figure S1). The overall number of DEPs was lowest in ATG9‾, intermediate in ATG16‾ cells and highest in ATG9‾/16‾ cells. This result indicates a more severe cellular disbalance in ATG16‾ cells in comparison to ATG9‾ cells and a further escalation in the double mutant. Venn diagrams revealed that ATG9‾ and ATG16‾ strains shared 39 up- and 27 down-regulated proteins and ATG16‾ and ATG9‾/16‾ cells 68 up- and 62 down-regulated proteins, while the ATG9‾ and ATG9‾/16‾ cells only had 15 up- and 23 down-regulated proteins in common. (Fig. 2 A). We generated a heat map using the mean values of the DEPs from ATG9‾, ATG16‾ and ATG9‾/16‾ cells and confirmed their variation (Figure S2). The seven proteins, which were up- and the fourteen proteins, which were down-regulated in all three strains were of particular interest (Table S7). Of these 21 common DEPs, protein information was only available for 13 (four up- and nine down-regulated) proteins. Remarkably, three of the nine common down- and one of the four up-regulated proteins are involved in metabolic processes. Of the down-regulated proteins, thymidylate synthase (thyA) is involved in the *de novo* biosynthesis of pyrimidine deoxyribonucleotides, elongase B (eloB) in the elongation of fatty acids and ATP citrate synthase (acly) in the generation of citrate for the citrate cycle. Thus, nucleotide, lipid and carbohydrate metabolism might be affected in mutant strains. On the other hand the peroxisomal ATP citrate synthase homolog (cshA) was up-regulated in all three strains (Table S7).

**Fig. 2:**
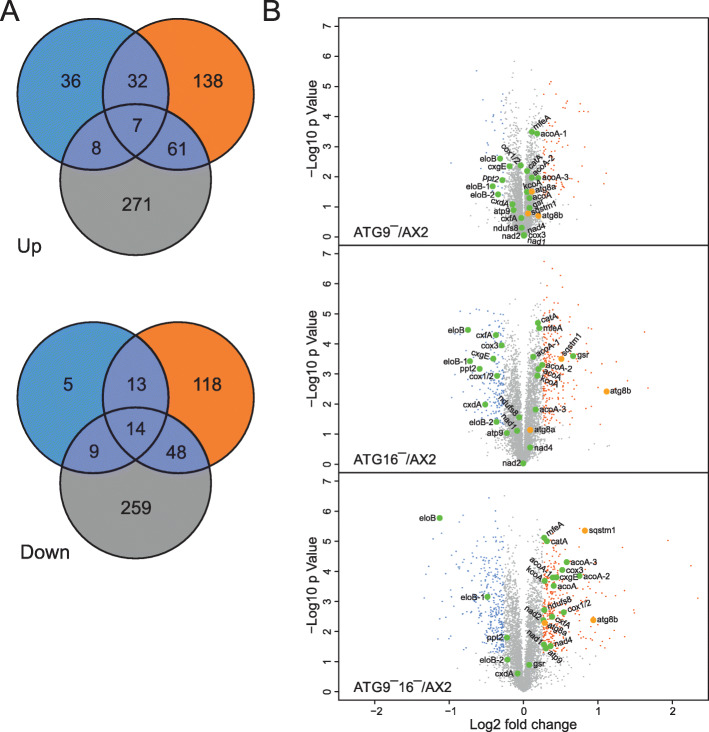
Differentially regulated proteins (DEPs). (**A**) Venn diagrams of identified DEPs in ATG9‾ (blue), ATG16‾ (orange), and ATG9‾/16‾ (grey) cells in comparison to AX2 wild-type. Top, up-regulated and bottom, down-regulated DEPs. (**B**) Presentation of DEPs in a volcano plot for each strain comparison. DEPs with Log2 fold change ≥ 0.262 and p ≤ 0.05 are labelled red, genes with Log2 fold change ≤ − 0.263 and p ≤ 0.05 are labelled blue. The autophagy proteins, ATG8a, ATG8b and Sqstm1, are highlighted by bigger orange-filled circles and DEPs from Table 4, i.e. proteins involved in lipid metabolism, oxidative phosphorylation and ROS clearance, by bigger green-filled circles and labelled with their Demerec names (see Table 4, Gene Product). The plot was created using the R environment (v. 2.15.0)

Next we analysed all detected proteins of each strain comparison by volcano-plots (Fig. 2B). Proteins with a fold change ≥ 1.2 or ≤ 0.83 and p ≤ 0.05 are highlighted by red and blue points, respectively. The plots nicely illustrate the increasing number of DEPs from from ATG9‾, ATG16‾ to ATG9‾/16‾ cells in comparison to AX2 wild-type. GO annotation and manual inspection (see below) revealed specific DEPs involved in lipid metabolism, oxidative phosphorylation and ROS clearance. These are compiled in Table 4 and highlighted by big green circles (Fig. 2B). Furthermore, the increased autophagy proteins, ATG8a in ATG9‾/16‾, ATG8b in ATG16‾ and ATG9‾/16‾ cells are highlighted by big orange circles (Fig. 2B). Deletion of the core autophagy proteins ATG9 and/or ATG16 should impair autophagy flux, which may cause an increase of the autophagy substrate Sqstm1. Indeed, the protein level of Sqstm1 was increased in ATG16‾ and ATG9‾/16‾ but not in ATG9‾ cells (Fig. 2B; orange circles).

We also looked for proteins that were oppositely regulated in mutant strains. We found that 17 DEPs (14 up and 3 down) in ATG9‾ and 59 DEPs (35 up and 24 down) in ATG16‾ cells were oppositely regulated in ATG9‾/16‾ cells (Table S8). Interestingly, 10 of these DEPs (7 up and 3 down) were similarly regulated in the single mutants while they were oppositely regulated in the double mutant (Table S8). Only for 4 of these DEPs, i.e. lmcB, agnB, and alrE (all increased) and p17 (decreased), protein information was available. The cellular functions of *lmcB*, a vegetative specific gene repressed at the onset of development, of *agnB*, encoding an argonaut-like protein, and of *p17* or *sctA*, which encodes a secreted protein, are unknown. The differential expression and/or degradation of the latter suggests imbalances in secretion. *alrE* encodes an aldo-keto reductase and is involved in the detoxification of lipid peroxidation by-products that are produced by oxidative stress [21]. Furthermore, 2 proteins encoding dscA-1 and DDB_G0279397, were similarly dis-regulated in ATG9‾ and ATG9‾/16‾ cells, but oppositely regulated in ATG16‾ cells (Table S8).

### Parallel reaction monitoring (PRM) largely confirms Tandem Mass Tag (TMT) results

We selected six DEPs from all three comparisons for PRM to cross-check the TMT-based proteomics data. The peptide sequences used for PRM are listed in Table S9. For 4 of the 6 DEPs the PRM results showed similar trends for all three comparisons, for the other 2 DEPs there was partial agreement. In summary, this result largely supports the reliability of the TMT data (Table 2).

**Table 2:**
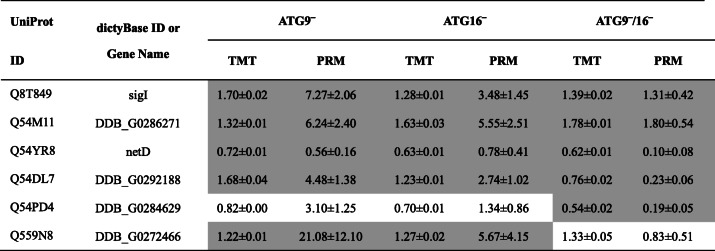
Comparison of quantification results between TMT and PRM

Grey background indicates the quantification results that showed similar trends between TMT and PRM. sig, srfA-induced gene; net, nuclear envelope transmembrane. The mean ratio of the fold change of mutant to AX2 and the standard error is displayed. Fold change and standard error are rounded at two places after the decimal point

### GO annotation reveals enrichment of proteins in distinct functional categories

To identify statistically significant enriched GO terms in our gene lists we used the program Panther [19]. A selection of enriched biological process, molecular function, and cellular component GO terms in the ATG9‾, ATG16‾, and ATG9‾/16‾ strains are listed in Table 3 and the full list of all enriched GO terms is available as supplementary information (Table S10). For the 83 up-regulated proteins of the ATG9‾ strain Panther did not report any GO term enrichment and for the 238 up-regulated proteins of the ATG16‾ strain the only enriched GO term was “phagocytic vesicle” in the cellular component ontology. 20 of the up-regulated proteins were placed by Panther in this category resulting in a 3-fold enrichment. In contrast, a number of enriched GO terms were reported for the 347 up-regulated proteins of the ATG9‾/16‾ cells. In the molecular function ontology, the three strongest enriched categories were acyl-CoA oxidase activity (15-fold), acetyl-CoA L-glutamate acetyltransferase activity (34-fold) and G-protein-β/γ-subunit complex binding (15-fold). This was reflected in the biological process ontology by fatty acid oxidation (9-fold), arginine biosynthetic process (22-fold), and adenylate cyclase-modulating G protein-coupled receptor signaling pathway (8-fold). It is worth mentioning that in the biological process ontology proteins involved in autophagy, actin cytoskeleton organization and regulation of phagocytosis were also enriched. In the cellular component ontology, this is mirrored by autophagosome, actin cytoskeleton, phagocytic cup and heterotrimeric G-protein complex. In addition, proteins of the GO terms peroxisome and mitochondrial inner membrane were enriched. The reporting of the latter category is caused by the up-regulation of 15 proteins of which 12 are classified as subunits of the mitochondrial respiratory chain (Table 3, see also Table 4).

**Table 3:**
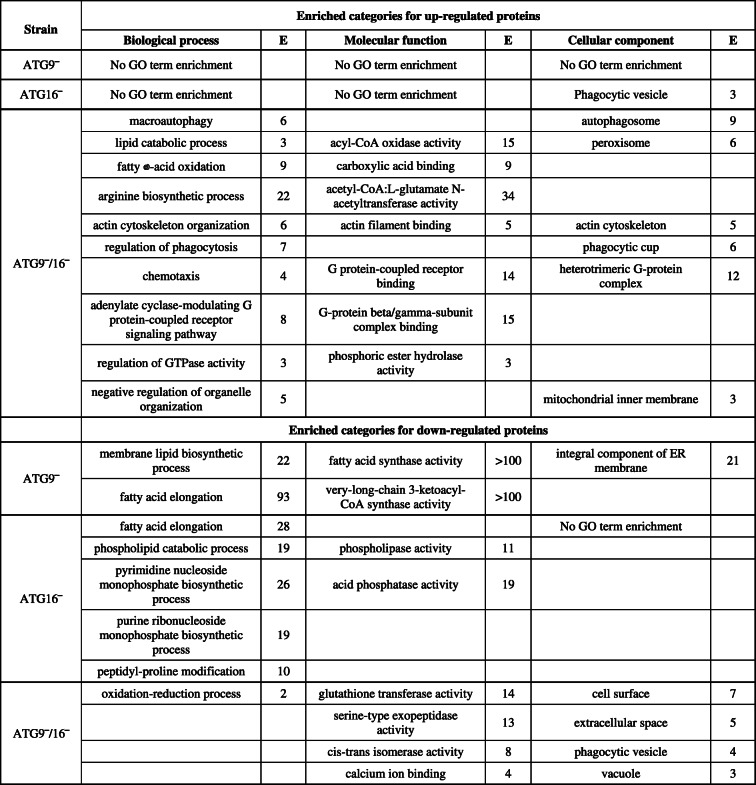
GO term enrichment analysis of DEPs in ATG9‾, ATG16‾ and ATG9‾/16‾

*E* enrichment (rounded integer), *ER* endoplasmic reticulum

**Table 4:**
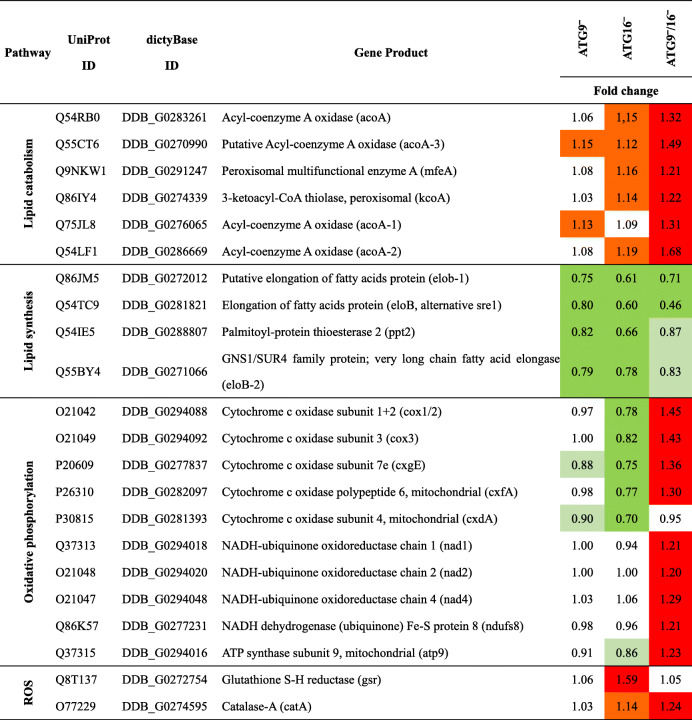
Specific DEPs involved in lipid metabolism, oxidative phosphorylation and ROS clearance (ROS)

Green, diminished; light green, slightly diminished (≤ 0.9 and ≥ 0.83); red, increased; orange, slightly increased (≥ 1.1 and ≤ 1.2). Fold change is rounded at two places after the decimal point

For the 41 down-regulated DEPs of the ATG9‾ strain strong enrichments for proteins involved in membrane lipid biosynthesis (22-fold) and fatty acid elongation (93-fold) in the biological process ontology were reported. Proteins with the corresponding enzymatic activities were more than 100-fold enriched in the molecular function ontology and proteins of the endoplasmic reticulum membrane were 21-fold enriched (Table 3). Three of the four proteins in this category are involved in fatty acid elongation. Interestingly, proteins required for fatty acid elongation were also enriched in the 193 DEPs of the ATG16‾ strain. Here, analysis of the biological process ontology also revealed strong enrichments of proteins involved in phospholipid catabolism, nucleoside monophosphate biosynthesis and peptidyl-proline modification. Proteins with phospholipase activity and with acid phosphatase activity were enriched in the molecular function ontology. No GO term enrichment was reported for the cellular component ontology. Despite the large number of 330 DEPs of the ATG9‾/16‾ strain, only a few enriched GO terms were reported. These were oxidation-reduction process in the biological process ontology, glutathione transferase activity, serine-type exopeptidase activity, cis-trans isomerase activity and calcium binding in the molecular function ontology, and cell surface, extracellular space, phagocytic vesicle and vacuole in the cellular component ontology (Table 3). In summary, we obtained mainly enrichment of GO terms for the ATG9‾/16‾ strain for the up-regulated DEPs and for the ATG9‾ and ATG16‾ strains for the down-regulated DEPs.

### Lipid metabolism and oxidative phosphorylation appear disturbed in mutant strains

GO term enrichment analysis showed that among the down-regulated proteins in the ATG9‾ and ATG16‾ strains, proteins involved in fatty acid elongation were over-represented, indicating that lipid synthesis was impaired in these strains (Table 3). In addition, we found that the cytochrome c oxidase (COX) subunits Cox1/2, Cox3, CxdA, CxfA, and CxgE were more or less unchanged in the ATG9‾ strain, all diminished in the ATG16‾ strain, but, with exception of CxdA, all were increased in the ATG9‾/16‾ strain (Table 4; Fig. 2B). In this strain several subunits of the NADH-ubiquinone oxidoreductase as well as the NADH dehydrogenase Fe-S protein 8 and the ATP synthase subunit 9 were also increased (Table 4; Fig. 2B). These are all proteins involved in oxidative phosphorylation indicating an up-regulation of mitochondrial respiration in the ATG9‾/16‾ strain. Mitochondrial respiration is the primary cellular source of reactive oxygen species (ROS) which need to be detoxified by anti-oxidant enzymes. Interestingly, we found that two enzymes involved in the removal of ROS downstream of the superoxide dismutase (SOD) were increased in our mutants, catalase A in the ATG9‾/16‾ and glutathione reductase in the ATG16‾ strain. Table 4 provides an overview of the differential expression of DEPs in selected enriched categories of the GO analysis in ATG9‾, ATG16‾ and ATG9‾/16‾ strains.

### Comparison of RNA_seq_ and proteomics data

We performed transcriptomic and proteomic analyses with ATG9‾, ATG16‾ and ATG9‾/16‾ strains. Both genome scale analyses delivered large and significant changes on the RNA and protein level in mutant strains in comparison to AX2 wild-type cells. We next addressed the question whether the differential regulation of RNAs was reflected on the protein level and *vice versa*. For up-regulated cellular entities we found that 28 (10 %) of the reported RNAs from ATG9‾ cells were also increased on the protein level (28 or 34 % of 83 proteins in total). Similarly, 46 (9.4 %) of the reported RNAs from ATG16‾ cells were also increased on the protein level (46 or 19 % of 239 proteins in total). 

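adprt4, cnrK, gdcA and cinB are among the genes of ATG9‾ cells that were up-regulated in RNA and whose proteins the paper lists as increased in Table S6. gdcA, for a cysteine-rich protein, rose with a log2FC of 1.33 (SE 0.34, limma adjusted p = 0.00916, n = 9 per strain) and cnrK, for a putative cell number regulator, with 1.06 (SE 0.23, adjusted p = 0.00212). In all 28 genes met both conditions, 11.7% of the up-regulated genes and 35.0% of the 80 increased proteins whose gene was tested, and 0 of these genes lie in the chromosome 2 range. Table S11 has 28 entries with 27 gene numbers (DDB_G0283911 stands there for more than 1 protein), and 26 of the 27 are among them. RNA of the increased proteins had a mean log2FC of 1.02, and RNA of the 37 diminished proteins -0.15 (permutation of genes, p = 3.0e-05).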

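atg8b, hspC, prtB and rigA are among the genes up-regulated in RNA and listed as increased in protein in ATG16‾ cells. There are 39 such genes, 12.8% of the up-regulated genes and 19.8% of the 197 increased proteins whose gene was tested. Of the 39, 10 (25.6%) lie in the chromosome 2 range, among them argS1, cbpI, iunH and uglB. Table S11 has 46 entries with 45 gene numbers (DDB_G0267426 stands there for more than 1 protein), and 37 of the 45 are among them. The proteins of 5 up-regulated genes are listed as diminished. Over all tested proteins, RNA had a mean log2FC of 0.52 for increased and -0.23 for 189 diminished proteins (permutation of genes, p = 1.0e-05, the smallest possible).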

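rapB, for a Rap GTPase, pmmB, for a phosphomannomutase, gacH and ppr2 are among 19 genes that were up-regulated in RNA and listed as increased in protein in ATG9‾/16‾ cells, and their log2FC lay between 1.05 (pmmB) and 1.17 (ppr2). The 19 genes are 16.4% of the up-regulated genes and 6.57% of the 289 increased proteins whose gene was tested. Of these, 12 (63.2%) lie in the chromosome 2 range, including the 4 named above. Of the paper's 17 common genes 16 are among them. RNA had a mean log2FC of 0.20 for increased and -0.09 for 321 diminished proteins (permutation of genes, p = 1.0e-05, the smallest possible). Without the range, 7 genes remain.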

For the ATG9‾/16‾ strain we found that 17 (14.9 %) of the reported RNAs were also increased on the protein level (17 or 4.9 % of 349 proteins in total) (Fig. 3 A, Table S11). 

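lyT2-4, agnB, adprh, iliP, hsp69 and trafH are among 13 genes that met both conditions, up-regulated in RNA and increased in protein, in ATG9‾ and in ATG16‾ cells. The others are DDB_G0268208, DDB_G0276097, DDB_G0279571, DDB_G0284779, DDB_G0289641, DDB_G0289681 and DDB_G0292188. In RNA, iliP rose in ATG9‾ with a log2FC of 1.92 (SE 0.25, limma adjusted p = 1.8e-06, n = 9 per strain) and in ATG16‾ with 1.55 (adjusted p = 2.9e-05). ATG16‾ and ATG9‾/16‾ cells have 5 such genes in common, argS1, cbpI, cinC, DDB_G0272746 and DDB_G0288573, of which 3 lie in the chromosome 2 range.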

We next compared these common entities among all three strains and found that of the 46 DEGs and DEPs of the ATG16‾ strain, 14 were also present in the ATG9‾ strain and 6 in the ATG9‾/16‾ strain (Table S11). Of these 20 entities, there was information for 11 proteins. However, for most of them the cellular function is so far unknown. 

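hsp69 was at 24.2 ± 18.3 FPKM (SD, n = 9) in AX2, 132 ± 59.4 in ATG9‾ (log2FC 2.56, SE 0.44, limma adjusted p = 1.1e-04), 78.6 ± 24.1 in ATG16‾ (1.96, adjusted p = 0.00204) and 14.7 ± 14.9 in ATG9‾/16‾ cells (-0.98, adjusted p = 0.276). trafH was at 25.5 ± 20.9 FPKM in AX2, 598 ± 319 in ATG9‾ (4.61, SE 0.53, adjusted p = 3.8e-07), 417 ± 165 in ATG16‾ (4.25, adjusted p = 3.9e-07) and 64.6 ± 70.6 in ATG9‾/16‾ (0.84, adjusted p = 0.547). In ATG9‾/16‾ hsp69 passed with the label set as a term (-0.98, adjusted p = 0.0056) and trafH in the LE8 set alone (1.62, adjusted p = 0.00105). Without the N1183 set hsp69 did not pass in ATG9‾ (2.08) or ATG16‾ (1.45).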

Of the common up-regulated DEPs in the ATG9‾ and ATG16‾ strains hsp69 (heat shock protein 69) may function in the removal of protein aggregates that are caused by autophagy impairment and trafH (TNF receptor-associated factor H) may play a role in the response to pathogens as its mammalian homologues play pivotal roles in mediating inflammatory responses [22]. Of the common up-regulated DEPs in the ATG16‾ and ATG9‾/16‾ strains argS1 (arginine-tRNA ligase) and cinC (elongation factor 2) are involved in protein synthesis. This could mirror deranged protein synthesis in ATG16‾ and ATG9‾/16‾ cells. 

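argS1 was at 90.5 ± 12.4 FPKM (SD, n = 9) in AX2, 333 ± 119 in ATG9‾ (log2FC 1.81, SE 0.17, limma adjusted p = 3.3e-09), 293 ± 70.6 in ATG16‾ (1.67, adjusted p = 3.6e-09) and 226 ± 46.8 in ATG9‾/16‾ cells (1.30, adjusted p = 7.0e-07), above every AX2 library in 9 of 9 libraries of each strain. argS1 lies in the chromosome 2 range. cinC was at 15.4 ± 7.94 FPKM in AX2, 35.5 ± 22.6 in ATG9‾ (1.11, SE 0.33, adjusted p = 0.0318), 31.6 ± 13.9 in ATG16‾ (1.07, adjusted p = 0.0291) and 49.1 ± 20.0 in ATG9‾/16‾ (1.73, adjusted p = 5.1e-04). Without the b libraries cinC did not pass in ATG9‾ (0.86) or ATG16‾ (0.87).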

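argS1, cbpI, cinC and DDB_G0288573 were up-regulated in RNA in all 3 strains, and their proteins are listed as increased in ATG16‾ and ATG9‾/16‾ cells. By the conditions used here, 0 genes were up-regulated in RNA and increased in protein in all 3 strains, 0 in ATG9‾ and ATG9‾/16‾, and 0 were down-regulated and diminished in all 3. At the unadjusted p of limma (fold change of at least 2) the RNA part of this comparison holds 32 genes up- and 15 down-regulated in all 3 strains.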

There was no up- or down-regulated gene and gene product that was common for all three strains (Fig. 3 C, Table S11). For down-regulated cellular entities we found that only 1 (1.9 %) of the reported RNAs from ATG9‾ cells and 9 (5.9 %) from ATG16‾ cells were also diminished on the protein level (2.4 % of 41 and 4.7 % of 193 proteins, respectively). 

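cupG fell in ATG16‾ cells with a log2FC of -1.14 (SE 0.24, limma adjusted p = 7.9e-04, n = 9 per strain), and 2 genes for putative glutathione S-transferases, which join glutathione to toxic compounds, with -2.33 (DDB_G0274705, adjusted p = 4.1e-06) and -2.35 (DDB_G0280881, adjusted p = 5.6e-05), and their proteins are listed as diminished. With atg16, cupF, DDB_G0284629, DDB_G0285013, DDB_G0295799 and DDB_G0295801 these are 9 genes, 10.1% of the down-regulated genes and 4.76% of the 189 diminished proteins whose gene was tested. The proteins of 2 down-regulated genes are listed as increased. In ATG9‾ cells 0 of the 25 down-regulated genes were among the 37 diminished proteins whose gene was tested. By limma, 1 of those 37 genes was lower at any fold change (1 when adjusted over the list alone).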

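CBP2, for a calcium-binding protein, cupF and atg16 are among 9 genes that were down-regulated in RNA and listed as diminished in protein in ATG9‾/16‾ cells, 9.09% of the down-regulated genes and 2.80% of the 321 diminished proteins whose gene was tested. CBP2 fell with a log2FC of -1.21. The others are DDB_G0268504, DDB_G0279681, DDB_G0284999, DDB_G0285215, DDB_G0289529 and DDB_G0295801, and of the paper's 7 genes 6 are among the 9. The proteins of 2 down-regulated genes are listed as increased. At the unadjusted p of limma 14 genes, and without the b libraries 15 genes, met both conditions.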

For the ATG9‾/16‾ strain we found that 7 (4.8 %) of the reported RNAs were also diminished on the protein level (2.1 % of 332 total proteins) (Fig. 3B, Table S11). 

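DDB_G0295801, for a B-lectin domain protein, met both conditions, down-regulated in RNA and diminished in protein, in ATG16‾ and in ATG9‾/16‾ cells. Its RNA fell from 8.20 ± 2.14 FPKM (SD, n = 9) in AX2 to 2.55 ± 1.14 in ATG16‾ (log2FC -1.57, SE 0.31, limma adjusted p = 3.7e-04) and 2.78 ± 1.53 in ATG9‾/16‾ (-1.51, adjusted p = 0.0012). With cupF and atg16, 3 genes met the conditions in these strains, and no gene did in ATG9‾ and another strain.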

We next compared these common entities among all three strains and found that of the 9 differentially regulated genes and proteins of the ATG16‾ strain, only 2 were also present in the ATG9‾/16‾ strain (Fig. 3D, Table S11). One of the 2 entities was ATG16 and was down-regulated as expected. The other one was a B_lectin domain-containing protein with unknown function. 

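trafH, argS1 and cupF are examples of genes whose RNA and protein changed in the same direction, while the proteins of 1 gene up-regulated in ATG9‾, 5 in ATG16‾ and 3 in ATG9‾/16‾ cells are listed as diminished. Increased proteins had higher RNA than AX2, at any size, for 73.8% of genes in ATG9‾, 71.1% in ATG16‾ and 67.1% in ATG9‾/16‾, and diminished proteins had lower RNA for 73.0, 78.8 and 55.5%. Across genes the RNA log2FC and the listed protein changes had a rank correlation of 0.603 in ATG9‾ (117 genes), 0.507 in ATG16‾ (386) and 0.293 in ATG9‾/16‾ (610), and of 0.472 and 0.267 in ATG16‾ and ATG9‾/16‾ without the chromosome 2 range. Of the increased proteins' genes limma found 32 higher and 0 lower in ATG9‾ (36 and 1 when adjusted over the list alone), 72 and 6 in ATG16‾ (83 and 12) and 39 and 3 in ATG9‾/16‾ (48 and 3). As a group they were higher by camera in ATG9‾ (adjusted p = 2.9e-18), in ATG16‾ (3.2e-15, with adjusted p = 0.0661 with an estimated correlation) and in ATG9‾/16‾ (1.6e-05, with adjusted p = 0.908 with an estimated correlation). Of the diminished proteins' genes 1 was higher and 1 lower in ATG9‾ (1 and 1 when adjusted over the list alone), 8 and 23 in ATG16‾ (8 and 26) and 8 and 13 in ATG9‾/16‾ (14 and 19). These were lower as a group with camera adjusted p = 0.0226, 3.7e-04 and 0.0251, with adjusted p = 0.67, 0.708 and 1.00 with an estimated correlation. The protein lists come from the same study and are not independent evidence.

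From the small share of genes that pass the thresholds in RNA and protein, the paper proposes that most protein changes arise after transcription. The shares count genes past a 2-fold threshold in RNA, while the percentages of same direction and the rank correlations count changes of any size. Proteins outside the listed ones were not at hand, so unchanged proteins do not enter these values.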

In summary and quite unexpected we found that (i) only a small proportion of the transcriptional changes were reflected in corresponding changes on the protein level, and, vice versa, (ii) most proteome changes were not caused by transcriptional changes. Thus, most changes on the protein level in our mutant strains seem to be due to changes in protein translation and/or degradation. This could be due to the fact, that autophagy is the major lysosomal route for the turnover of cytoplasmic components, including damaged organelles and long-lived proteins and protein machineries [23].

**Fig. 3:**
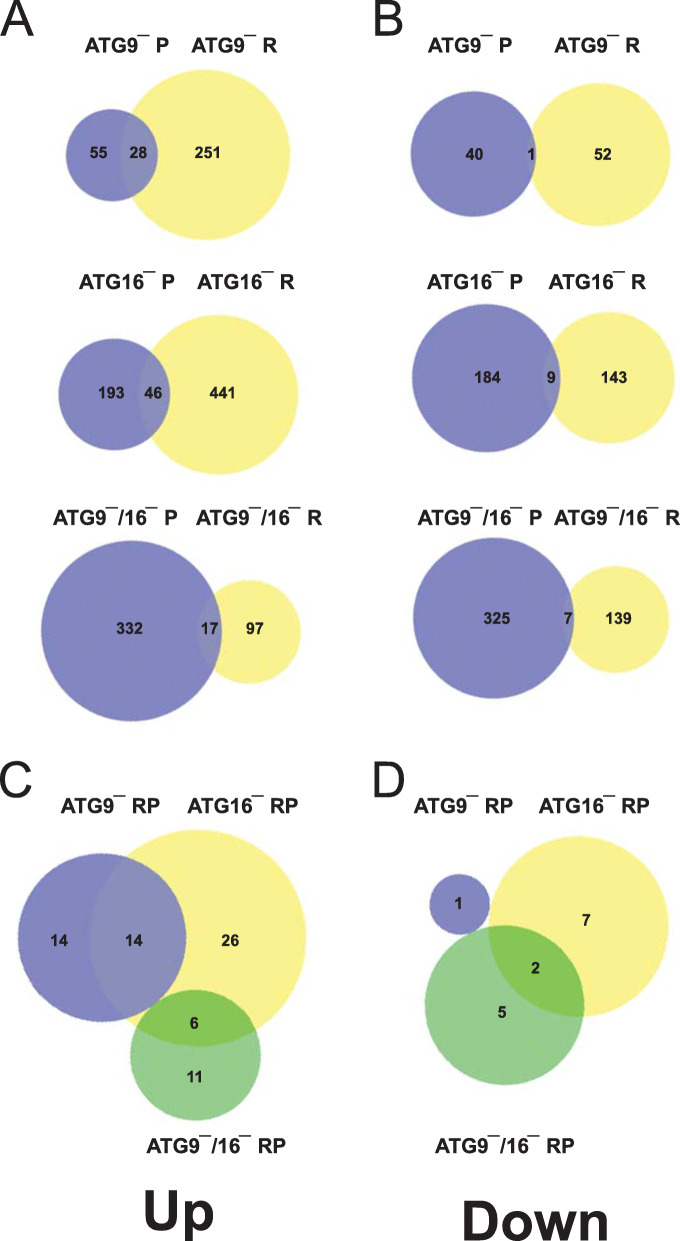
Proportional Venn diagrams of differentially regulated genes and proteins of ATG9‾, ATG16‾, and ATG9‾/16‾ cells versus AX2. (**A**) Up-regulated genes and proteins. (**B**) Down-regulated genes and proteins. (**C, D**) Presence of DEGs and DEPs of one strain, as identified by RNAseq and proteome analysis, in the other two strains. R, RNAseq; P, proteome analysis

## Discussion

We performed RNA_seq_ and TMT proteomics to identify DEGs and DEPs in ATG9‾, ATG16‾ and ATG9‾/16‾ strains in comparison to AX2 wild-type cells. RNA_seq_ delivers global transcriptional changes and TMT coupled with LC-MS/MS can precisely and simultaneously compare multiple samples for protein and peptide quantification [24, 25]. Precise quantitative PRM analysis was used to confirm the validity of a subset of the TMT results (Table 2 and S9) [26]. Furthermore, hierarchical clustering of DEPs from mutant cells in comparison to AX2 displayed high reproducibility across three biological replicates (Figure S1).

Overall, our results showed massive dysregulation of genes and proteins in mutant strains. RNA_seq_ analysis revealed 332 (279 up and 53 down), 639 (487 up and 152 down) and 260 (114 up and 146 down) DEGs in ATG9‾, ATG16‾ and ATG9‾/16‾ strains, respectively (Fig. 1, Table S1). TMT data revealed 124 (83 up and 41 down), 431 (238 up and 193 down) and 677 (347 up and 330 down) DEPs in ATG9‾, ATG16‾ and ATG9‾/16‾ strains, respectively (Fig. 2, Table S6). With 639 DEGs most transcriptional changes were occurring in ATG16‾ cells, while approximately half as many were seen in ATG9‾ and less than half as many in ATG9‾/16‾ cells (Table S2). This suggests that part of the DEGs in ATG9‾ and ATG16‾ cells are oppositely regulated, resulting in non-regulation or regulation below the threshold fold change in the double mutant. In contrast, we detected the lowest number of DEPs in ATG9‾, an intermediate number in ATG16‾ and the highest number in ATG9‾/16‾ cells, indicating an increasing disturbance of protein homeostasis from ATG9‾ to ATG16‾ to ATG9‾/16‾ cells. 

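iliG, of an endoglucanase family, was at 8.39 ± 10.1 FPKM (SD, n = 9) in AX2, fell to 1.50 ± 0.872 in ATG9‾ (log2FC -1.63, limma adjusted p = 0.00463) and rose to 55.0 ± 14.9 in ATG16‾ cells (3.26, adjusted p = 1.1e-07). The DIRS1 gene DDB_G0267238 went from 126 ± 74.7 to 233 ± 76.8 FPKM in ATG9‾ (1.03, adjusted p = 0.0229) and 6.51 ± 2.46 in ATG16‾ (-4.03, adjusted p = 2.1e-12). These are the only 2 genes called in opposite directions in ATG9‾ and ATG16‾, 1 each way, where independent lists would hold 2.32 up in ATG9‾ and down in ATG16‾ and 0.831 the reverse. The shared AX2 libraries favour changes in the same direction, so independent lists overstate the opposite calls to be expected. Both ATG9‾ calls did not pass when ATG9‾ and AX2 were fitted alone. Between a single mutant and ATG9‾/16‾, act3 and DDB_G0285215 were up-regulated in ATG9‾ and down-regulated in ATG9‾/16‾, and the Skipper gene DDB_G0294360 the reverse between ATG16‾ and ATG9‾/16‾.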

We were of course very interested in changes of autophagy components. On the transcriptional level we found that e.g. *atg1, atg8a, atg8b, atg18, atg10*, and *sqstm1* were at least 1.5-fold differentially regulated in *atg16* knock-out cells (Table 1). However, with exception of *atg8b and sqstm1* these changes were not reflected on the protein level (Fig. 2B, Table S6). 

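atg1, atg8a, atg8b and atg18 were the autophagy genes that rose in ATG16‾ cells among 17 tested, and the knocked-out atg16 was the gene that fell. When adjusted over the list alone 8 of the 17 were higher and 1 lower. In ATG9‾ cells 3 were higher and 1 lower (5 and 1 when adjusted over the list alone), and in ATG9‾/16‾ 0 were higher and 3 lower (0 and 3), namely atg9, atg13 and atg16. As a group the autophagy genes did not pass in ATG9‾ (limma camera, adjusted p = 0.0826, with 0.0389 with the replicate block and 0.63 with an estimated correlation). They did not pass in ATG16‾ either (adjusted p = 0.0539, with 0.0246 with the replicate block and 0.689 with an estimated correlation). The direction was up in both, with median log2FC of 0.23 and 0.37. The list holds the knocked-out gene of each strain, which counts against a rise of the others. In ATG9‾/16‾ the list holds the knocked-out atg9 and atg16 and its median log2FC was 0.04, so its group test (adjusted p = 0.0251, and adjusted p = 0.908 with an estimated correlation) cannot be read as a change of the other genes. The change in ATG9‾/16‾ was below the sum of the single-mutant changes for atg13 (interaction -3.14, adjusted p = 3.5e-14) and sqstm1 (-1.30, adjusted p = 0.00261), genes the paper named from the same samples, which favours values below 0.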

Overall, we saw for only 71 (11.6 %) of the 610 up-regulated DEGs of the ATG9‾, ATG16‾ and ATG9‾/16‾ cells also an increase on the protein level. The situation was even worse for the down-regulated DEGs. There, only 15 (5.7 %) of the 261 DEGs were also decreased on the protein level (Figs. 1 and 3, Table S11). Thus, only a minority of the transcriptional changes were reflected on the protein level and *vice versa*. 

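trafH, hsp69, argS1 and cbpI are among 68 genes that were up-regulated in RNA and increased in protein in at least 1 strain, against 15 genes, among them cupG and CBP2, that were down-regulated and diminished.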

Weak correlations between mRNA and protein levels in large scale genomic analyses have also been noted in other studies [27]. It appears that regulatory processes affecting protein translation and/or degradation play a more dominant role which may be responsible for the weak correlation [28]. Autophagy is the major lysosomal route for degradation of damaged organelles and long-lived proteins and plays a pivotal role in protein homeostasis. In addition, we previously found, that the proteasomal activity of ATG9‾, ATG16‾, and ATG9‾/16‾ cells was strongly decreased which probably exacerbates the protein disbalance [15, 17]. Therefore, we speculate that most changes on the protein level in our mutant strains were not caused by transcriptional changes, but are likely due to changes in protein homeostasis. In the following part we will therefore discuss only the changes we detected on the protein level in the mutant strains.

Our further analysis was, however, hampered by the fact that most of the DEPs have so far no assigned cellular function. Approximately 34 % of all DEPs are designated “uncharacterized” and many more are without clear function (Table S6). Furthermore, only a small number of DEPs, 7 increased and 14 decreased, were common in the three mutant strains (Fig. 2 A and S2, Table S7). These common DEPs pointed to a disturbed metabolism in the autophagy mutants. We next carried out GO analysis of the DEPs from ATG9‾, ATG16‾ and ATG9‾/16‾ strains. For ATG9‾ and ATG16‾ cells we found for the down-regulated DEPs in the biological process and molecular function ontologies an enrichment of proteins involved in membrane lipid synthesis and fatty acid elongation (Table 3 and S10). Further analysis showed that four proteins (putative elongation of fatty acids protein, very long chain fatty acid elongase, palmitoyl-protein thioesterase 2 and elongation of fatty acids protein), which are involved in lipid synthesis, were diminished in these strains. Although no enrichment in this category was reported in the ATG9‾/16‾ strain (probably due to the high number of DEPs in this strain) we found that these proteins were also diminished in this strain (Table 4; Fig. 2B). Furthermore, we found that six proteins involved in lipid catabolism were slightly increased in ATG9‾ and ATG16‾ cells and strongly increased in the ATG9‾/16‾ strain (Table 2; Fig. 2B). These results suggest that the fatty acid metabolism is impaired in mutant strains. There is a clear connection between autophagy and lipid metabolism. It was reported that autophagy is required for liquid droplet breakdown and pharmacological inhibition of autophagy significantly increased hepatocyte triacylglycerol content [29]. In contrast, our results indicate that lipid content might be decreased in our autophagy mutants (Table 4; Fig. 2B). In a combined proteomic and genetic analysis the lipid desaturase Desat1 was found to be essential in starvation-induced autophagy in *Drosophila melanogaster* [30]. Furthermore, SCD1, its orthologue in mammalian cells, is important for the translocation of ULK1/ATG1 to the sites of autophagosome formation [31], while its yeast orthologue Ole1 is required for delivery of ATG9 to the autophagosome [32]. Thus, not only autophagy influences lipid metabolism, but there appears to be a regulatory cross-talk between these two essential cellular processes. A possible scenario is, that the dramatically reduced recycling of cellular building blocks in our autophagy mutants results in a shortage of energy. This would then trigger a decrease in lipid synthesis and an increase in lipid catabolism. We will analyze lipid content and lipid metabolism in our knock-out mutants in comparison to AX2 wild-type cells in future experiments.

Recently, it has been found that overexpression of the COX7A1 subunit of COX suppressed the autophagic flux and resulted in the accumulation of autophagosomes in the human non-small cell lung cancer cell line NCI-H838 [33]. Our TMT analysis showed that six COX subunits were decreased in the ATG16‾ strain (Table 4). COX is the primary site of cellular oxygen consumption and is essential for the generation of ATP [34]. A decrease in COX likely impairs the generation of ATP and may lead to the observed reduction in cell proliferation and viability during starvation in this mutant [17]. Furthermore, COX is the terminal oxidase of cell respiration and its deficiency causes an increase in mitochondrial reactive oxygen species (ROS) [35, 36]. This could also be the case in the ATG16‾ strain as the glutathione reductase (gsr) was strongly and the catalase-A (catA) slightly increased (Table 4; Fig. 2B). The latter was also increased in the ATG9‾/16‾ strain. The activity of the anti-oxidant enzyme catA, which converts hydrogen peroxide into water, is often used as an indicator for the level of ROS in cells [35–37]. In further analyses we will quantifiy ROS levels in wild-type and mutant strains and also determine the effect of autophagy inhibitors on ROS levels. This should reveal the function of autophagy in general and of ATG9 and ATG16 in particular in the elimination of ROS in *Dictyostelium*. In contrast to the ATG16‾ strain, five of these six COX subunits were increased in the ATG9‾/16‾ strain (Table 4; Fig. 2B). In addition, four subunits of the NADH dehydrogenase and subunit 9 of the ATP synthase, all involved in oxidative phosphorylation, were also increased (Table 2). This suggests an up-regulation of the respiratory chain in this strain, which fits to the increase of enzymes involved in lipid catabolism. These potential metabolic changes could result in an increased ATP production and may explain the significantly less severe growth defect in this strain in comparison to ATG16‾ cells [17]. We currently do not have an explanation for the opposite regulation of the six COX subunits in ATG16‾ and ATG9‾/16‾ cells. Further analyses of the function of the mitochondria in these mutants need to be addressed in future studies.

Deletion of either one of the two core autophagy-related proteins, ATG9 and ATG16, in *D. discoideum* resulted in pleiotropic cellular phenotypes and severely impaired autophagy [16, 17]. Our proteomics results indicate that in part a disturbance of lipid metabolism in all three mutant strains and of the respiratory chain in the ATG16‾ and ATG9‾/16‾ strains may be responsible for these phenotypes.

## Conclusions

In the current study, we used for the first time a combined approach of RNA_seq_ and TMT-based quantitative proteomics to identify distinct changes on the RNA and protein level in ATG9‾, ATG16‾ and ATG9‾/16‾ cells. RNA_seq_ results revealed that 332 (279 up and 53 down), 639 (487 up and 152 down) and 260 (114 up and 146 down) DEGs and TMT data showed 124 (83 up and 41 down), 431 (238 up and 193 down) and 677 (347 up and 330 down) DEPs in ATG9‾, ATG16‾ and ATG9‾/16‾ strains, respectively. Comparison of DEGs and DEPs showed that only a small proportion of the transcriptional changes were reflected in corresponding changes on the protein level. This suggests that most proteome changes were due to changes in protein translation and/or degradation and were not caused by transcriptional changes. GO analysis of DEPs revealed that lipid metabolism is likely disturbed in mutant strains. Furthermore, several enzymes of oxidative phosphorylation were found to be oppositely regulated in ATG16‾ and ATG9‾/16‾ cells. Despite this, both mutants appear to have an increase in ROS, as the anti-oxidant enzymes were increased in these strains. This study adds to our knowledge of cellular disbalances caused by autophagy dysfunction.

## Methods

### *Dictyostelium* strains and cell culture

*D. discoideum* AX2 was used as wild-type strain. The generation and phenotypes of ATG9‾, ATG16‾ and ATG9‾/16‾ strains are described elsewhere [16, 17]. AX2 and mutant cells were grown at 21 °C in AX2 medium (for 1 L: 14.3 g bacteriological peptone, 7.15 g yeast extract, 18 g maltose, 0.62 g Na_2_HPO_4_ × 2H_2_O, 0.49 g KH_2_PO_4_, pH 6.7) with shaking at 150 rpm in Erlenmeyer flasks. Log phase cells with a cell titer of 2–4 × 10^6^ cells/ml were harvested and washed twice with Soerensen buffer (2.0 mM Na_2_HPO_4_, 14.6 mM KH_2_PO_4_, pH 6.0) [17]. Cell pellets (2 × 10^7^ cells) were frozen in liquid nitrogen and stored at -80 °C until use for proteome analyses.

### RNA_seq_ analysis

Isolation and quality control of total RNA from vegetative *D. discoideum* cells and RNA_seq_ experiments were performed as described [38, 39]. Nine biological replicates of each strain were analyzed. Obtained sequences were filtered and preprocessed as described [40], aligned to the AX4 reference genome [41], and evaluated using QuickNGS version 1.26 [40]. The RNA_seq_ raw data, fragments per kilobase of transcript per million mapped reads (FPKM) values, and experimental information have been submitted to gene expression omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/) and are available under the accession number GSE162070. RNA_seq_ analysis was done as described by using the DESeq2 package [39, 42]. Volcano plots and Venn diagrams were generated by using the statistical software environment R and Venny, respectively [39]. The Gene Ontology statistical overrepresentation tests were performed with PANTHER version 15.0 (released 2020-02-14) with the annotation sets “GO biological process”, “GO molecular function”, “GO cellular component”, and using Fisher’s Exact test with a FDR < 0.05 [43].

### Sample preparation, protein digestion, and TMT labeling

*Dictyostelium* cell pellets were lysed with SDT buffer (4 % SDS, 1 mM DTT, 100 mM Tris-HCl, pH 7.6) and then boiled for 15 min at 100 °C. The cell suspension was centrifuged at 14,000 x*g* for 40 min and the supernatant passed through 0.22 μm filters. The protein concentration of the filtered supernatant was determined using the BCA Protein Assay Kit (Bio-Rad, USA), and purity was determined by SDS-PAGE. 200 µg protein of each sample was digested with 4 µg trypsin (V5280, Promega) at 37 °C for 16 h. The resulting tryptic peptides were labeled using the TMT 6plex Reagent Kit (Thermo Fisher Scientific, USA) according to the manufacturer’s instructions. Three independent biological replicates of each strain were analyzed. TMT analysis was performed by Shanghai Applied Protein Technology Co., Ltd (Shanghai, China).

### Liquid chromatography-tandem mass spectrometry (LC-MS/MS) analysis

The labeled peptides were fractionated using the Pierce High pH Reversed-Phase Peptide Fractionation Kit (84,868, Thermo Scientific) according to the manufacturer’s instructions. Then equal amounts of the peptides were loaded onto a Thermo Fisher Scientific reverse phase trap column (Acclaim PepMap100, ø 100 μm x 2 cm, nanoViper C18) connected to the C18-reversed phase analytical Thermo Fisher Scientific EASY-Column™ (ø 75 μm × 10 cm, 3 μm resin, C18) in solvent A (99.9 % H_2_O, and 0.1 % formic acid), and eluted with solvent B (84 % acetonitrile, 15.9 % H_2_O, and 0.1 % formic acid) with a linear gradient (0–50 % solvent B for 100 min, 50–100 % solvent B for 8 min, and 100 % solvent B for 12 min at 300 nL/min) using the Easy nLC system. MS/MS was carried out with a Q-Exactive mass spectrometer (Thermo Finnigan LLC, San Jose, CA, USA) in the positive ion mode and a data-dependent manner choosing the most abundant precursor ions with a full MS scan from 300 to 1,800 m/z and resolution of 70,000 at m/z of 200. Target value determination was based on automatic gain control and dynamic exclusion duration was 60 s. MS/MS scans were acquired at a resolution of 17,500 at m/z of 200. Normalized collision energy was 30 eV and the underfill ratio was set at 0.1 % [44].

### Proteomic data analysis

The data files produced by 15 fractions MS/MS were processed by Proteome Discoverer 1.4 and searched by Mascot 2.2 (Matrix Science, MA) against 12,746 *D. discoideum* protein-coding sequences deposited in the UniProt database (downloaded on January 16, 2020). The parameters for data analysis were the following: trypsin was used for cleavage with a maximum of two missed cleavages; oxidation (M) and TMT6 plex (Y) were chosen as the variable modifications; carbamidomethyl (C), TMT 6 plex (N-term), and TMT 6 plex (K) were chosen as the fixed modifications; peptide mass tolerance was set at ± 20 ppm; and the fragment mass tolerance was set at 0.1 Da. All reported data were based on a FDR ≤ 0.01 and each identified protein had at least one unique peptide. The protein ratios were calculated as the median of only the unique protein peptides. All the peptide ratios were normalized against the median protein ratios. The median protein ratio should be 1 after the normalization. To determine the DEPs between different strains, a fold change > 1.2 and < 0.83, and a *p*-value < 0.05 were considered to represent up- or down-regulation in two comparable groups, respectively. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://www.proteomexchange.org/) via the PRIDE [45] partner repository with the dataset identifier PXD023730.

### Bioinformatics

Volcano plots and Venn diagrams were generated by using the statistical software environment R and BioVenn (http://www.biovenn.nl/), respectively [39, 46]. The Gene Ontology statistical overrepresentation tests were performed with PANTHER version 15.0 (released 2020-02-14) with the annotation sets “GO biological process”, “GO molecular function”, “GO cellular component”, and using Fisher’s Exact test with a FDR < 0.05 [43]. PANTHER was used to annotate Gene Ontology (GO) and a GO term with *p* < 0.05 after fisher’s exact test was considered significantly enriched [19].

### Parallel reaction monitoring (PRM) validation

The PRM method was applied to validate the accuracy of the TMT results and was done by Shanghai Applied Protein Technology Co., Ltd [47, 48]. Briefly, peptides were prepared according to the TMT protocol, and an AQUA stable isotope peptide was spiked in each sample as internal standard reference. Tryptic peptides were loaded on a home-made 75 μm*200 mm, 3 μm-C18 stage tip column for desalting prior to reversed-phase chromatography on an Easy nLC-1200 system (Thermo Fisher Scientific, CA, USA). Peptides were eluted by a 5 to 35 % acetonitrile gradient for 45 min followed by 5 % acetonitrile for 15 min. PRM analysis was performed on a Q Exactive Plus mass spectrometer (Thermo Fisher Scientific, CA, USA). A unique peptide with high strength and confidence for each target protein was used to optimize the collision energy charge state and retention time of the most significantly regulated peptides. The mass spectrometer was operated in positive ion mode and with the following parameters: The full MS1 scan was acquired with the resolution of 70,000 (at 200 m/z), automatic gain control (AGC) target values 3.0 × 10^− 6^, and 250 ms maximum ion injection times. Full MS scans were followed by 20 PRM scans at 35,000 resolution (at m/z 200) with AGC 3.0 × 10^− 6^ and 200 ms maximum injection times. The targeted peptides were isolated with a 2 thomson (Th) window. Peptides were selected for MS2 scans using HCD operating mode with a normalized collision energy setting of 27 %. The raw data were analyzed using Skyline 3.5.0 [49] where signal intensities for individual peptide sequences for each of the significantly altered proteins were quantified relative to each sample and normalized to standard reference.

## Supplementary Material

**Additional file 1.**

**Additional file 2.**

## Data Availability

The RNA_seq_ raw data, fragments per kilobase of transcript per million mapped reads (FPKM) values, and experimental information have been submitted to gene expression omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/) and are available under the accession number GSE162070 (link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162070). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://www.proteomexchange.org/) with the dataset identifier PXD023730. All other datasets supporting the conclusions of this article are included within the article and its additional files “Supplementary information”.

## Abbreviations

AGC: automatic gain control
ATG: autophagy-related
COX: cytochrome c oxidase
DEG: differentially expressed genes
DEP: differentially expressed proteins
FC: fold change
FPKM: fragments per kilobase of transcript per million mapped reads
GEO: gene expression omnibus
GO: gene ontology
HCD: higher-energy c-trap dissociation
PE: phosphatidylethanolamine
PRM: parallel reaction monitoring
ROS: reactive oxygen species
SOD: superoxide dismutase
TGN: trans-Golgi network
Th: thomson
TMT: tandem mass tag

# Supplementary material for: RNAseq and quantitative proteomic analysis of Dictyostelium knock-out cells lacking the core autophagy proteins ATG9 and/or ATG16
**Source:** BMC Genomics. 2021 Jun 15;22:444. doi: 10.1186/s12864-021-07756-2
**Supplement:** Supplementary file 1 — Additional file 1.

Figure S1

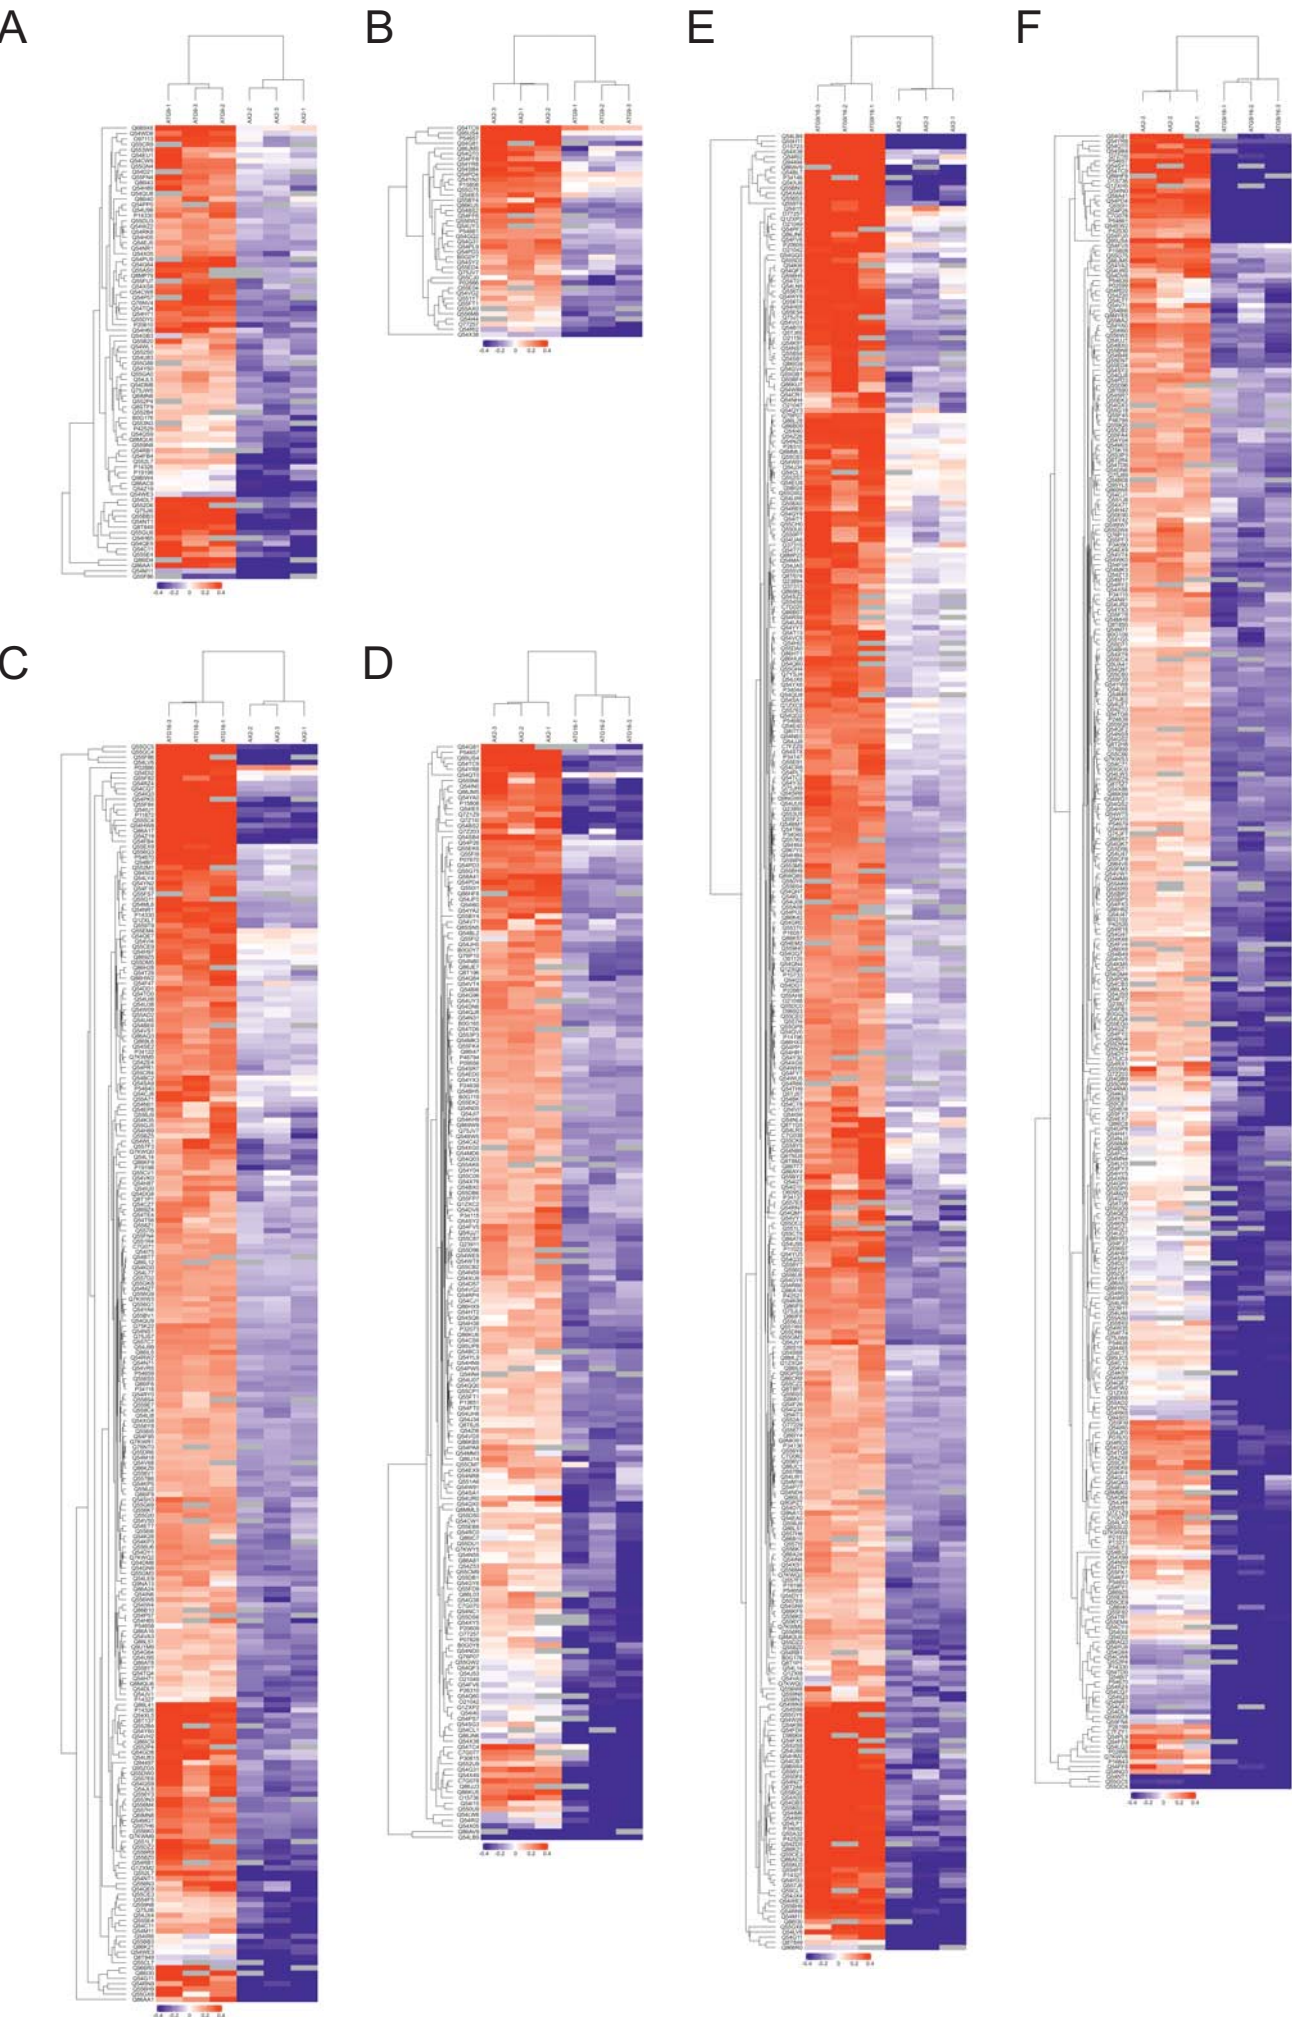

Figure S1: Hierarchical clustering analysis of DEPs of mutant strains versus AX2.

Figure S2

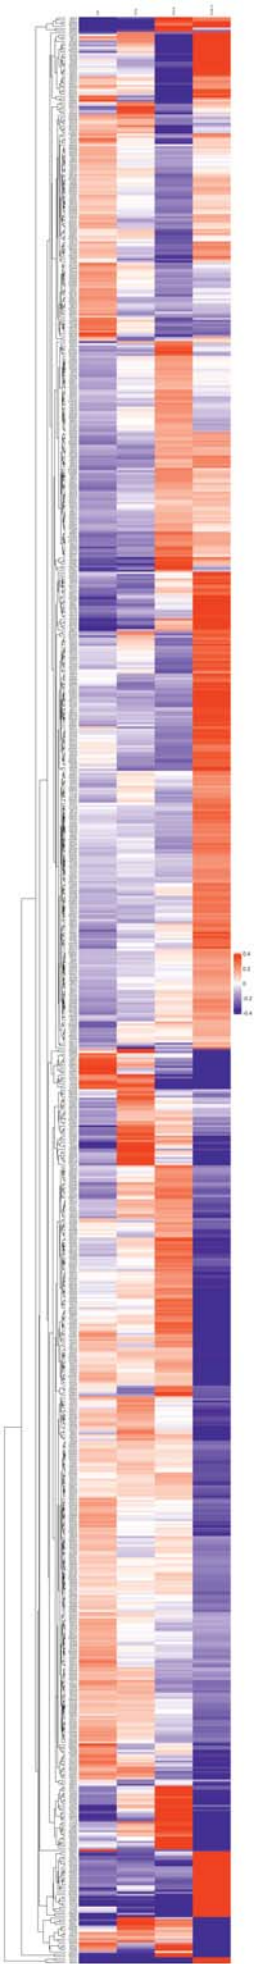

Figure S2: Heat map of DEPs of three mutant strains versus AX2.

# Supplementary material for: RNAseq and quantitative proteomic analysis of Dictyostelium knock-out cells lacking the core autophagy proteins ATG9 and/or ATG16
**Source:** BMC Genomics. 2021 Jun 15;22:444. doi: 10.1186/s12864-021-07756-2
**Supplement:** Supplementary file 2 — Additional file 2.

Table S1. List of DEGs in ATG9⁻, ATG16⁻ and ATG9⁻/16⁻ cells in comparison to AX2. Cells were subjected to RNA_{seq} analysis and fold changes (FC) and p-values of genes from mutant strains versus AX2 were determined. Nine biological replicates were analyzed. For each strain comparison only those genes with a p-value ≤ 0.05 and at least 2-fold differential regulation are depicted. #, number; N/A, not available.

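trafH, atg13 and argS1 are among the genes that Table S1 lists and that are called here in the same direction. Table S1 lists 279 up- and 53 down-regulated genes for ATG9‾, 487 and 152 for ATG16‾, and 114 and 146 for ATG9‾/16‾. Of these, 231 and 37, 374 and 98, and 96 and 106 were tested here. All had the listed direction except 1 up-regulated gene of ATG9‾. At a fold change of at least 2 and a limma adjusted p of at most 0.05, 204 and 22 were called in ATG9‾, 284 and 67 in ATG16‾, and 83 and 80 in ATG9‾/16‾, and at the unadjusted p of 0.05 (any fold change) 230 and 35, 359 and 93, and 95 and 103. Another 35 and 3 genes in ATG9‾, 21 and 22 in ATG16‾, and 33 and 19 in ATG9‾/16‾ were called here and are not in Table S1. The listed and measured fold changes had rank correlations of 0.821 and 0.504 in ATG9‾, 0.846 and 0.785 in ATG16‾, and 0.796 and 0.643 in ATG9‾/16‾.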

Up-regulated genes in ATG9⁻ versus AX2 cells

#	DDB_G ID	UniProt ID	GeneName	GeneProduct	FC	p-value
1	DDB_G0288573	Q54IR6	DDB_G0288573	unknown	12.87	0.000
2	DDB_G0276097	Q75JI6	DDB_G0276097	putative transmembrane protein	11.76	0.000
3	DDB_G0293202	Q54C11	trafH	TNF receptor-associated factor H	10.27	0.000
4	DDB_G0275487	Q86ID4	DDB_G0275487	unknown	9.79	0.000
5	DDB_G0269482	Q55DY0	DDB_G0269482	unknown	9.34	0.000
6	DDB_G0292188	Q54DL7	DDB_G0292188	unknown	9.08	0.000
7	DDB_G0290637	Q54FU4	DDB_G0290637	unknown	8.34	0.000
8	DDB_G0276219	Q552D6	DDB_G0276219	putative transmembrane protein	8.23	0.000
9	DDB_G0289681	Q54H65	DDB_G0289681	unknown	8.14	0.000
10	DDB_G0289787	Q54H60	DDB_G0289787	unknown	7.03	0.000
11	DDB_G0281691	Q54TL1	DDB_G0281691	unknown	7.01	0.000
12	DDB_G0289507	Q54HF0	act25	actin	6.92	0.000
13	DDB_G0292652	Q54CW8	DDB_G0292652	unknown	6.61	0.000
14	DDB_G0284121	Q54Q26	DDB_G0284121	transmembrane protein	6.61	0.000
15	DDB_G0268556	Q55FQ6	psiE	PA14 domain-containing protein	6.39	0.000
16	DDB_G0268874	Q55EI9	DDB_G0268874	unknown	6.29	0.000
17	DDB_G0271920	Q86I91	DDB_G0271920	unknown	6.06	0.000
18	DDB_G0268318	Q55GE7	DDB_G0268318	unknown	6.04	0.000
19	DDB_G0283913	Q54QE8	DDB_G0283913	heat shock protein Hsp20 domain-containing protein	5.93	0.000
20	DDB_G0275033	Q86I68	DDB_G0275033	unknown	5.71	0.000
21	DDB_G0288745	Q1ZXD1	DDB_G0288745	unknown	5.49	0.000
22	DDB_G0274291	Q86AA1	lyT2-4	putative T4-like lysozyme 2	5.47	0.000
23	DDB_G0272506	Q7KWU5	DDB_G0272506	unknown	5.29	0.000
24	DDB_G0284779	Q54P57	DDB_G0284779	unknown	5.15	0.000
25	DDB_G0290377	Q54G64	agnB	argonaut-like protein	5.15	0.000
26	DDB_G0280615	Q54V50	DDB_G0280615	unknown	5.13	0.000
27	DDB_G0282333	Q54SN7	DDB_G0282333	endonuclease/exonuclease/phosphatase domain-containing protein	5.06	0.000
28	DDB_G0290305	Q54G91	DDB_G0290305	unknown	4.98	0.000
29	DDB_G0274831	Q556F2	lyT1-4	putative T4-like lysozyme 1	4.95	0.000
30	DDB_G0289505	Q54HF1	act24	actin	4.93	0.000
31	DDB_G0289675	Q54H71	adprh	ADP-ribosylarginine hydrolase	4.91	0.000
32	DDB_G0280501	Q54V98	DDB_G0280501	unknown	4.83	0.000
33	DDB_G0290993	Q54F96	DDB_G0290993	unknown	4.72	0.000
34	DDB_G0281087	Q54UG8	gtaV	GATA zinc finger domain-containing protein 22	4.71	0.000
35	DDB_G0281817	Q54TF4	DDB_G0281817	unknown	4.61	0.000
36	DDB_G0283197	Q54RC8	DDB_G0283197	C2H2-type zinc finger-containing protein	4.46	0.000
37	DDB_G0278391	Q54Y65	DDB_G0278391	unknown	4.44	0.000

38	DDB_G0271140	Q8T6J0	abcA7	ABC transporter A family protein	4.32	0.000
39	DDB_G0285791	Q54MW2	DDB_G0285791	unknown	4.19	0.000
40	DDB_G0282293	Q6TMI9	rnpA	RNA recognition motif-containing protein RRM, putative RNA binding protein	4.16	0.000
41	DDB_G0276479	Q86HV8	ctnC	countin3	4.08	0.000
42	DDB_G0283979	Q54QA1	DDB_G0283979	unknown	4.03	0.000
43	DDB_G0283553	Q54QX5	DDB_G0283553	patatin family protein	4.03	0.000
44	DDB_G0289411	Q54HJ4	DDB_G0289411	unknown	3.98	0.000
45	DDB_G0288419	Q54IY9	DDB_G0288419	unknown	3.92	0.000
46	DDB_G0268208	Q55F86	DDB_G0268208	unknown	3.87	0.000
47	DDB_G0283911	Q54QE9	hsp69	heat shock protein 69	3.82	0.000
48	DDB_G0291646	Q54EB9	DDB_G0291646	unknown	3.82	0.000
49	DDB_G0290931	Q54FD5	trafL	TNF receptor-associated factor L	3.77	0.000
50	DDB_G0293274	Q54C10	DDB_G0293274	B-box zinc finger-containing protein/FNIP repeat-containing protein	3.75	0.000
51	DDB_G0286153	Q54M68	DDB_G0286153	unknown	3.74	0.000
52	DDB_G0277809	Q54Z64	cfaA	counting factor associated protein	3.70	0.000
53	DDB_G0289487	P07829	act3	actin	3.69	0.000
54	DDB_G0286911	Q54L47	DDB_G0286911	unknown	3.68	0.000
55	DDB_G0288623	Q966Q9	cbpH	calcium-binding protein	3.61	0.000
56	DDB_G0271138	Q55BC0	abcA8	ABC transporter A family protein	3.60	0.000
57	DDB_G0349499	Q558U0	DDB_G0349499	unknown	3.55	0.000
58	DDB_G0288571	Q54IR7	DDB_G0288571	unknown	3.54	0.000
59	DDB_G0279707	Q54WE3	iliP	DUF3430 family protein	3.52	0.000
60	DDB_G0286551	Q54LH9	gerE	germination protein GerE	3.46	0.000
61	DDB_G0288737	Q54IJ4	DDB_G0288737	unknown	3.46	0.000
62	DDB_G0268146	Q55FE9	DDB_G0268146	unknown	3.46	0.000
63	DDB_G0278177	Q54YM0	DDB_G0278177	unknown	3.45	0.000
64	DDB_G0268144	Q6B9X6	vwkA	alpha protein kinase VwkA	3.39	0.000
65	DDB_G0276793	Q7KWW7	DDB_G0276793	unknown	3.39	0.000
66	DDB_G0280919	Q54UN8	DDB_G0280919	unknown	3.38	0.000
67	DDB_G0272867	Q558Z0	argS1	arginyl-tRNA synthetase	3.38	0.000
68	DDB_G0289467	Q58A41	DD8-14	AAA ATPase domain-containing protein	3.34	0.000
69	DDB_G0280425	Q54VE1	DDB_G0280425	unknown	3.34	0.000
70	DDB_G0290959	Q54FB1	chtC	cheater C	3.33	0.000
71	DDB_G0288417	Q54IZ0	DDB_G0288417	unknown	3.30	0.000
72	DDB_G0272919	Q1ZXN2	DDB_G0272919	unknown	3.29	0.000
73	DDB_G0278011	Q1ZXJ6	racQ	Rho GTPase	3.29	0.000
74	DDB_G0272769	Q86L41	DDB_G0272769	unknown	3.25	0.000
75	DDB_G0268850	Q55EK5	DDB_G0268850	putative ATP binding protein	3.23	0.000
76	DDB_G0278647	Q54YE1	tps7	terpene synthase 7	3.16	0.000
77	DDB_G0278173	Q54YM2	DDB_G0278173	unknown	3.15	0.000
78	DDB_G0290381	Q54G62	DDB_G0290381	unknown	3.14	0.000
79	DDB_G0274637	Q554W2	DDB_G0274637	unknown	3.10	0.000
80	DDB_G0275171	Q86I15	DDB_G0275171	unknown	3.09	0.000
81	DDB_G0281753	Q54TH1	DDB_G0281753	unknown	3.06	0.000
82	DDB_G0272714	Q86II9	DDB_G0272714	unknown	3.04	0.000

83	DDB_G0277989	Q54YZ5	DDB_G0277989	putative protein kinase	3.03	0.000
84	DDB_G0285215	Q54NJ3	DDB_G0285215	unknown	2.99	0.000
85	DDB_G0293948	Q54B19	DDB_G0293948	unknown	2.99	0.000
86	DDB_G0276747	Q550Z2	DDB_G0276747	unknown	2.98	0.000
87	DDB_G0283595	Q54QX7	DDB_G0283595	patatin family protein	2.94	0.000
88	DDB_G0288399	Q54J01	DDB_G0288399	unknown	2.93	0.000
89	DDB_G0275161	Q86I43	DDB_G0275161	unknown	2.91	0.000
90	DDB_G0290379	Q54G63	DDB_G0290379	unknown	2.90	0.000
91	DDB_G0276351	Q8SSN4	DDB_G0276351	putative glutathione S-transferase	2.88	0.000
92	DDB_G0291796	Q54E55	araA	putative regulator of adhesion and motility 4	2.88	0.000
93	DDB_G0271916	P54681	rtoA	unknown	2.87	0.000
94	DDB_G0276361	Q86AC9	DDB_G0276361	unknown	2.87	0.000
95	DDB_G0285923	Q54MI4	DDB_G0285923	unknown	2.85	0.000
96	DDB_G0277389	Q75J87	DDB_G0277389	unknown	2.85	0.000
97	DDB_G0276705	Q550Z4	DDB_G0276705	unknown	2.84	0.000
98	DDB_G0267414	Q55G81	repD	transcription factor IIH component	2.84	0.000
99	DDB_G0289549	Q54HC9	DDB_G0289549	unknown	2.81	0.000
100	DDB_G0283429	Q54R22	DDB_G0283429	unknown	2.80	0.000
101	DDB_G0286907	P0CG77	ubqD	ubiquitin D	2.80	0.000
102	DDB_G0281345	Q54U30	DDB_G0281345	unknown	2.80	0.000
103	DDB_G0272829	Q86L54	DDB_G0272829	unknown	2.80	0.000
104	DDB_G0294575	Q1ZXJ5	DDB_G0294575	ankyrin repeat-containing protein	2.79	0.000
105	DDB_G0291592	Q54EB8	DDB_G0291592	unknown	2.78	0.000
106	DDB_G0272827	Q966R0	cbpl	EF-hand domain-containing protein	2.78	0.000
107	DDB_G0268802	Q55EP5	gpaJ	G-protein subunit alpha 10	2.76	0.000
108	DDB_G0269254	Q6TMJ3	sigI	unknown	2.76	0.000
109	DDB_G0290215	Q54GE2	DDB_G0290215	unknown	2.73	0.000
110	DDB_G0268852	Q55EK4	DDB_G0268852	putative ATP binding protein	2.72	0.000
111	DDB_G0285289	Q54NF4	spoB	spore-specific protein B	2.72	0.000
112	DDB_G0273451	Q557Q0	DDB_G0273451	AAA+ ATPase, core domain-containing protein	2.71	0.000
113	DDB_G0267790	Q55G73	DDB_G0267790	unknown	2.69	0.000
114	DDB_G0289917	Q54GU5	DDB_G0289917	unknown	2.69	0.000
115	DDB_G0294515	N/A	dutA	structural RNA	2.69	0.000
116	DDB_G0279995	Q54VZ5	DDB_G0279995	putative glycoside hydrolase	2.69	0.000
117	DDB_G0272182	Q75JW5	DDB_G0272182	putative arginine deiminase	2.68	0.000
118	DDB_G0291714	Q8T9W4	abcB3	ABC transporter B family protein AbcB3	2.66	0.000
119	DDB_G0281607	Q54TR0	DDB_G0281607	unknown	2.63	0.000
120	DDB_G0289915	Q54GU6	DDB_G0289915	Phospholipid scramblase 3	2.61	0.000
121	DDB_G0274611	N/A	DDB_G0274611_ps	pseudogene	2.60	0.000
122	DDB_G0285165	Q54NL1	abcC9	ABC transporter C family protein	2.60	0.000
123	DDB_G0286129	Q54M93	DDB_G0286129	F-box/WD repeat-containing protein	2.59	0.000
124	DDB_G0282919	Q54RU5	DDB_G0282919_TE	Tdd-4	2.59	0.000
125	DDB_G0267612	Q55GM2	DDB_G0267612	unknown	2.58	0.000
126	DDB_G0278765	Q54XT1	DDB_G0278765	unknown	2.57	0.000

127	DDB_G0270212	Q58A40	DDB_G0270212	galactose-binding domain-containing protein	2.56	0.000
128	DDB_G0293794	Q54BA7	DDB_G0293794	unknown	2.55	0.000
129	DDB_G0267578	Q55GP1	DDB_G0267578	unknown	2.53	0.000
130	DDB_G0282737	Q54S05	DDB_G0282737	unknown	2.53	0.000
131	DDB_G0282715	Q54S16	DDB_G0282715	Neutral and basic amino acid transport protein rBAT	2.51	0.000
132	DDB_G0285615	Q54MX8	iliA	unknown	2.50	0.000
133	DDB_G0284619	Q54PE1	DDB_G0284619	unknown	2.50	0.000
134	DDB_G0274121	Q55Z5	abcA4	ABC transporter A family protein	2.49	0.000
135	DDB_G0268142	Q55FF1	DDB_G0268142	unknown	2.49	0.000
136	DDB_G0280703	Q54UZ9	DDB_G0280703	elongation factor 1beta-related protein	2.48	0.000
137	DDB_G0277711	Q54ZA1	DDB_G0277711 RTE	TRE5-B ORF2	2.48	0.000
138	DDB_G0278549	Q54XW7	gacB	RhoGAP domain-containing protein	2.47	0.000
139	DDB_G0276729	Q550X9	DDB_G0276729	unknown	2.47	0.000
140	DDB_G0279483	Q54WR4	pldB	phospholipase D1	2.47	0.000
141	DDB_G0288033	Q54JI3	DDB_G0288033	unknown	2.46	0.000
142	DDB_G0287097	Q54KU2	DDB_G0287097	FNIP repeat-containing protein	2.46	0.000
143	DDB_G0272072	Q86LA5	DDB_G0272072	unknown	2.45	0.000
144	DDB_G0284645	Q54PC5	DDB_G0284645	unknown	2.45	0.000
145	DDB_G0279307	Q54WZ3	vacC	vacuolin C, band 7 family protein	2.44	0.000
146	DDB_G0277379	P54643	pspD	spore coat protein SP87	2.42	0.000
147	DDB_G0280649	N/A	N/A	N/A	2.42	0.000
148	DDB_G0274613	Q554L2	DDB_G0274613	RING zinc finger-containing protein, putative protein serine/threonine kinase, CMGC group	2.42	0.000
149	DDB_G0292334	Q54DC6	DDB_G0292334	unknown	2.40	0.000
150	DDB_G0278667	Q54Y89	DDB_G0278667	unknown	2.40	0.000
151	DDB_G0281135	Q54UD9	DDB_G0281135	unknown	2.40	0.000
152	DDB_G0285685	Q54MS9	DDB_G0285685	unknown	2.40	0.000
153	DDB_G0291952	Q1ZX82	DDB_G0291952	protease pro-fragment	2.39	0.000
154	DDB_G0280977	Q8ST87	abcC10	ABC transporter C family protein	2.39	0.000
155	DDB_G0278613	Q54YP0	DDB_G0278613	EGF-like domain-containing protein, matrilin-like protein	2.39	0.000
156	DDB_G0279899	Q54W64	DDB_G0279899	unknown	2.38	0.000
157	DDB_G0287841	Q54JR1	DDB_G0287841	unknown	2.38	0.000
158	DDB_G0282141	P13231	hatA	actin binding protein, hisactophilin I	2.38	0.000
159	DDB_G0288791	Q54IF5	hlcs1	biotin--[acetyl-CoA-carboxylase] ligase 1	2.37	0.000
160	DDB_G0282991	Q54RQ2	DDB_G0282991	unknown	2.36	0.000
161	DDB_G0285345	Q54ND0	DDB_G0285345	unknown	2.36	0.000
162	DDB_G0277791	Q54Z85	racO	Rho GTPase RacO	2.35	0.000
163	DDB_G0294338	Q54AM7	DDB_G0294338 RTE	DGLT-A	2.35	0.000
164	DDB_G0288519	Q54IU1	DDB_G0288519	unknown	2.35	0.000
165	DDB_G0270214	Q55C60	DD7-1	galactose-binding domain-containing protein	2.35	0.000
166	DDB_G0287581	Q54K61	DDB_G0287581	unknown	2.34	0.000
167	DDB_G0272773	Q86L36	DDB_G0272773	DUF3430 family protein	2.34	0.000
168	DDB_G0276731	Q550Y0	DDB_G0276731	Zinc finger protein 717	2.33	0.000
169	DDB_G0282567	Q54SA8	DDB_G0282567	unknown	2.33	0.000

170	DDB_G0281075	Q54UH6	DDB_G0281075	unknown	2.32	0.000
171	DDB_G0268446	Q55FE6	cbhA	cellobiohydrolase A	2.31	0.000
172	DDB_G0289641	Q54H89	DDB_G0289641	unknown	2.31	0.000
173	DDB_G0279119	Q54X91	DDB_G0279119	unknown	2.31	0.000
174	DDB_G0272999	Q558Y3	pkd2	polycystin-2	2.31	0.000
175	DDB_G0276905	Q86JA8	DDB_G0276905	unknown	2.31	0.000
176	DDB_G0286983	Q54L10	DDB_G0286983	unknown	2.30	0.000
177	DDB_G0289683	Q54H64	DDB_G0289683	unknown	2.30	0.000
178	DDB_G0272666	Q86JC1	DDB_G0272666	putative ankyrin repeat protein	2.30	0.000
179	DDB_G0276745	Q550Y9	DDB_G0276745	unknown	2.29	0.000
180	DDB_G0291758	Q54E82	DDB_G0291758	unknown	2.29	0.000
181	DDB_G0288713	Q54IJ5	DDB_G0288713	unknown	2.28	0.000
182	DDB_G0277793	Q54Z79	DDB_G0277793	unknown	2.28	0.000
183	DDB_G0274477	Q86HQ5	DDB_G0274477	unknown	2.27	0.000
184	DDB_G0282059	Q54T10	DDB_G0282059	unknown	2.26	0.000
185	DDB_G0285237	Q54NJ0	DDB_G0285237	unknown	2.25	0.000
186	DDB_G0270306	Q55BY9	DDB_G0270306	putative transcriptional regulator	2.25	0.000
187	DDB_G0291083	Q54F65	DDB_G0291083	unknown	2.25	0.000
188	DDB_G0290491	Q54G11	atg8b	autophagy protein 8b	2.24	0.000
189	DDB_G0273021	Q7KWN4	sigN5	SrfA-induced protein N5	2.24	0.001
190	DDB_G0270750	Q55C86	DDB_G0270750	Kelch repeat-containing protein	2.23	0.000
191	DDB_G0283833	Q54QH1	DDB_G0283833	unknown	2.23	0.000
192	DDB_G0270700	Q55CM2	DDB_G0270700	calcium-binding EGF domain-containing protein	2.22	0.000
193	DDB_G0268600	Q55F82	uduB	unknown	2.22	0.000
194	DDB_G0272280	Q559T9	DDB_G0272280	AhpC/TSA family protein	2.21	0.000
195	DDB_G0277783	Q54Z46	DDB_G0277783_TE	DDT-A	2.21	0.001
196	DDB_G0279721	P0CG81	ubqH	ubiquitin H	2.21	0.000
197	DDB_G0282867	Q54RW8	DDB_G0282867	unknown	2.21	0.000
198	DDB_G0291121	P14326	cinB	esterase/lipase/thioesterase domain-containing protein, vegetative specific protein H5	2.21	0.000
199	DDB_G0280813	Q54UU9	DDB_G0280813	phosphatidylinositol 3-kinase, FYVE-type zinc finger-containing protein	2.20	0.000
200	DDB_G0285983	Q54MG0	lsr2	long serine homopolymer repeat protein 2	2.20	0.001
201	DDB_G0274165	Q86KD2	DDB_G0274165	unknown	2.20	0.000
202	DDB_G0281679	Q54TL7	DDB_G0281679	RING zinc finger-containing protein	2.20	0.000
203	DDB_G0291658	Q54ES2	DDB_G0291658	unknown	2.19	0.001
204	DDB_G0269112	P22698	celB	cellulose-binding protein	2.19	0.001
205	DDB_G0273615	Q557E4	fpaB-2	ubiquitin ligase subunit SKP1	2.19	0.001
206	DDB_G0278231	Q54YH8	DDB_G0278231	unknown	2.19	0.000
207	DDB_G0284781	Q54P56	DDB_G0284781	unknown	2.17	0.001
208	DDB_G0280921	Q54UN7	DDB_G0280921	Phox domain-containing protein	2.16	0.000
209	DDB_G0294577	Q1ZXG2	DDB_G0294577	Rab GTPase	2.16	0.001
210	DDB_G0272955	Q559E7	DDB_G0272955	putative phytanoyl-CoA dioxygenase	2.16	0.000
211	DDB_G0274707	Q555N8	gpt5	putative glycoposphotransferase	2.15	0.001
212	DDB_G0280513	Q54V91	DDB_G0280513	unknown	2.15	0.000

213	DDB_G0281555	Q54TL0	kif7	kinesin family member 7	2.15	0.000
214	DDB_G0286287	Q54LZ7	DDB_G0286287	unknown	2.15	0.000
215	DDB_G0272218	Q75JX5	DDB_G0272218	unknown	2.14	0.000
216	DDB_G0286169	Q1ZXE7	rabZ	Rab GTPase	2.14	0.001
217	DDB_G0277531	Q54ZQ4	DDB_G0277531	EGF-like domain-containing protein	2.13	0.001
218	DDB_G0285485	Q54N59	DDB_G0285485	P-loop containing nucleoside triphosphate hydrolase family protein	2.12	0.000
219	DDB_G0276697	Q550Z8	DDB_G0276697	unknown	2.12	0.001
220	DDB_G0279571	Q54WL1	DDB_G0279571	polymorphic membrane protein repeat-containing protein	2.12	0.000
221	DDB_G0272562	P16643	csbB	contact site B protein B	2.12	0.000
222	DDB_G0281571	Q54TS2	comE	ankyrin repeat-containing protein, FNIP repeat-containing protein	2.12	0.000
223	DDB_G0285299	Q54NF0	DDB_G0285299	xanthine/uracil permease family protein	2.12	0.001
224	DDB_G0276817	Q7KWL4	DDB_G0276817	unknown	2.11	0.001
225	DDB_G0275117	Q8T2T4	DDB_G0275117	unknown	2.11	0.001
226	DDB_G0289029	Q54I39	DDB_G0289029	IST1-like protein	2.11	0.000
227	DDB_G0281781	Q54TF3	DDB_G0281781	unknown	2.11	0.000
228	DDB_G0290975	Q54FB4	DDB_G0290975	alpha/beta hydrolase fold-3 domain-containing protein	2.11	0.000
229	DDB_G0290065	Q54GM1	DDB_G0290065	unknown	2.10	0.000
230	DDB_G0277153	Q76P13	DDB_G0277153	unknown	2.10	0.000
231	DDB_G0276601	Q86HE9	DDB_G0276601	unknown	2.10	0.001
232	DDB_G0274163	Q86KD3	DDB_G0274163	unknown	2.09	0.000
233	DDB_G0274517	Q86HL8	osbE	oxysterol binding family protein, member 5	2.09	0.001
234	DDB_G0272720	Q86IJ6	DDB_G0272720	unknown	2.09	0.000
235	DDB_G0275521	Q86IB2	DDB_G0275521	unknown	2.09	0.000
236	DDB_G0272560	P19198	capA-1	cAMP-binding protein	2.09	0.000
237	DDB_G0284843	Q54P36	DDB_G0284843	transmembrane protein	2.08	0.001
238	DDB_G0279191	Q54WZ2	vacB	vacuolin B, prohibitin domain-containing protein	2.08	0.000
239	DDB_G0268886	Q55EI3	vps13E	vacuolar protein sorting-associated protein 13 family protein	2.07	0.000
240	DDB_G0270490	Q55E76	DDB_G0270490	unknown	2.07	0.001
241	DDB_G0284765	Q54P66	DDB_G0284765	DUF3430 family protein	2.07	0.001
242	DDB_G0269202	Q8STF9	gdcA	gp64 and disintegrin-like, cysteine-rich protein	2.06	0.000
243	DDB_G0270914	Q55DD9	DDB_G0270914	unknown	2.06	0.001
244	DDB_G0269462	Q55DZ2	DDB_G0269462	ubiquitin domain-containing protein	2.06	0.000
245	DDB_G0272767	Q86L42	DDB_G0272767	unknown	2.06	0.000
246	DDB_G0271104	Q55BJ7	DDB_G0271104	unknown	2.05	0.002
247	DDB_G0290109	Q54GJ9	DDB_G0290109	unknown	2.05	0.000
248	DDB_G0289227	Q54HU0	DDB_G0289227	unknown	2.05	0.001
249	DDB_G0282639	Q54S71	DDB_G0282639	unknown	2.04	0.000
250	DDB_G0277811	Q1ZXJ7	cfaB	counting factor associated protein	2.04	0.000
251	DDB_G0287879	Q54JX4	DDB_G0287879	unknown	2.04	0.000
252	DDB_G0272833	P16642	csbA	contact site B protein A	2.04	0.000
253	DDB_G0269458	P0CG88	ubqJ	ubiquitin J	2.04	0.001
254	DDB_G0291518	Q54EG8	DDB_G0291518	putative transmembrane protein	2.04	0.000

255	DDB_G0293056	Q54CC3	DDB_G0293056	Glucose-repressible alcohol dehydrogenase transcriptional effector	2.03	0.001
256	DDB_G0281515	Q54TT2	DDB_G0281515	equilibrative nucleoside transporter (ENT) family protein	2.03	0.002
257	DDB_G0293910	Q54B50	DDB_G0293910	unknown	2.03	0.002
258	DDB_G0290969	Q54FC2	DDB_G0290969	unknown	2.03	0.000
259	DDB_G0276347	Q8T127	DDB_G0276347	microtubule interacting and transport domain-containing protein (MIT)	2.03	0.000
260	DDB_G0292120	Q54DM8	cnrK	RING zinc finger-containing protein, putative cell number regulator	2.03	0.000
261	DDB_G0284345	Q54PT3	cyp556A1	cytochrome P450 family protein	2.03	0.002
262	DDB_G0281793	Q54TE4	DDB_G0281793	unknown	2.03	0.000
263	DDB_G0281395	Q54U11	DDB_G0281395	unknown	2.03	0.002
264	DDB_G0293720	Q54BJ0	DDB_G0293720	unknown	2.03	0.000
265	DDB_G0286887	Q54L57	DDB_G0286887	unknown	2.02	0.002
266	DDB_G0283113	Q54RJ2	eriA	putative RNase III, RNA exonuclease	2.02	0.000
267	DDB_G0287593	Q8T6H3	abcC6	ABC transporter C family protein	2.02	0.001
268	DDB_G0272843	Q558S9	DDB_G0272843	unknown	2.02	0.001
269	DDB_G0279705	Q54WE4	aplE	amoebapore-like protein E	2.01	0.003
270	DDB_G0282329	Q54SN9	DDB_G0282329	unknown	2.01	0.003
271	DDB_G0275799	Q553I2	DDB_G0275799	unknown	2.01	0.000
272	DDB_G0288489	Q54IV8	spoA	spore-specific protein A	2.01	0.003
273	DDB_G0276383	Q551R4	DDB_G0276383	putative guanylate cyclase	2.01	0.000
274	DDB_G0272704	Q86A22	cyp515A1	cytochrome P450 family protein	2.01	0.002
275	DDB_G0273009	Q86L39	DDB_G0273009	unknown	2.01	0.000
276	DDB_G0278649	Q54YD3	iliK	TatD-related deoxyribonuclease	2.00	0.000
277	DDB_G0272929	Q86II1	isg12	unknown	2.00	0.000
278	DDB_G0269450	Q55E02	DDB_G0269450	unknown	2.00	0.000
279	DDB_G0279817	Q54W93	DDB_G0279817	unknown	2.00	0.001

Down-regulated genes in ATG9⁻ versus AX2 cells

#	DDB_G ID	UniProt ID	GeneName	GeneProduct	FC	p-value
1	DDB_G0293762	Q54BC0	DDB_G0293762	carbohydrate-binding domain-containing protein	-6.52	0.000
2	DDB_G0292102	Q54DP2	fscJ	GPCR family protein, frizzled and smoothened-like sans CRD protein	-5.10	0.000
3	DDB_G0267252	Q55H30	DDB_G0267252	unknown	-3.16	0.000
4	DDB_G0270058	Q55CG8	DDB_G0270058	unknown	-2.88	0.000
5	DDB_G0283727	Q54QN6	DDB_G0283727	short-chain dehydrogenase/reductase (SDR) family protein	-2.85	0.000
6	DDB_G0290779	Q54FK7	rabL	GTP binding protein RARE7L, Rab GTPase	-2.74	0.000
7	DDB_G0268838	Q55EL6	DDB_G0268838	unknown	-2.74	0.000
8	DDB_G0292098	Q54DP4	DDB_G0292098	unknown	-2.64	0.000
9	DDB_G0271624	Q55AX3	DDB_G0271624	unknown	-2.55	0.000
10	DDB_G0291616	Q54EC4	DDB_G0291616	unknown	-2.53	0.000
11	DDB_G0267258	Q55H27	DDB_G0267258_RTE	DIRS1 ORF2 fragment	-2.48	0.000
12	DDB_G0284295	Q54PU0	iliG	Endo-1,4-beta-glucanase family protein, glycoside hydrolase family 9 protein	-2.45	0.000
13	DDB_G0292094	Q54DP8	DDB_G0292094	unknown	-2.44	0.000
14	DDB_G0270922	Q55DB9	DDB_G0270922	unknown	-2.41	0.000

15	DDB_G0274177	Q86AS3	DDB_G0274177	EGF-like domain-containing protein	-2.38	0.000
16	DDB_G0278289	Q1ZXI9	fsIO	frizzled and smoothened-like protein O	-2.37	0.000
17	DDB_G0276513	Q551I0	DDB_G0276513	unknown	-2.36	0.000
18	DDB_G0276037	Q8MNM6	DDB_G0276037	zinc-containing alcohol dehydrogenase (ADH)	-2.35	0.000
19	DDB_G0291123	P34114	glpD	glycogen phosphorylase 2	-2.34	0.000
20	DDB_G0274161	Q86KD5	DDB_G0274161	nmrA-like family protein	-2.34	0.000
21	DDB_G0290887	Q54FF6	DDB_G0290887	unknown	-2.32	0.000
22	DDB_G0289629	Q54H83	DDB_G0289629	unknown	-2.31	0.000
23	DDB_G0268352	Q55G63	DDB_G0268352	EGF-like domain-containing protein	-2.31	0.000
24	DDB_G0272026	Q86JM1	DDB_G0272026	unknown	-2.28	0.000
25	DDB_G0272466	Q559N8	DDB_G0272466	short-chain dehydrogenase/reductase (SDR) family protein, glucose/ribitol dehydrogenase family protein	-2.27	0.000
26	DDB_G0288219	Q54J86	DDB_G0288219	unknown	-2.26	0.000
27	DDB_G0275077	Q869X2	pks17	fatty acid synthase Pks17	-2.25	0.000
28	DDB_G0285323	Q54NA3	atg9	autophagy protein 9	-2.24	0.000
29	DDB_G0282039	Q54T21	DDB_G0282039	unknown	-2.21	0.000
30	DDB_G0276671	Q551B6	DDB_G0276671	unknown	-2.21	0.000
31	DDB_G0289765	Q54H11	DDB_G0289765	unknown	-2.20	0.001
32	DDB_G0286717	Q54LC2	ponC1	putative actin binding protein, ponticulin-related protein	-2.19	0.000
33	DDB_G0285687	Q54MS8	DDB_G0285687	unknown	-2.18	0.001
34	DDB_G0267244	Q55H34	DDB_G0267244_RTE	DIRS1 ORF2 fragment	-2.18	0.000
35	DDB_G0288103	Q54JE1	sibB	type A von Willebrand factor (VWFA) domain-containing protein	-2.16	0.000
36	DDB_G0289649	Q54H78	DDB_G0289649	unknown	-2.13	0.001
37	DDB_G0279383	Q54WV1	DDB_G0279383	unknown	-2.13	0.001
38	DDB_G0274499	B0G109	DDB_G0274499	patatin family protein	-2.13	0.000
39	DDB_G0278681	Q54Y58	DDB_G0278681	unknown	-2.11	0.000
40	DDB_G0279455	Q54WT2	DDB_G0279455	unknown	-2.10	0.001
41	DDB_G0269206	Q8T673	abcG21	ABC transporter G family protein	-2.06	0.001
42	DDB_G0287665	Q54K31	DDB_G0287665	unknown	-2.05	0.001
43	DDB_G0291354	Q54ET1	DDB_G0291354	unknown	-2.05	0.000
44	DDB_G0293456	Q54BS6	DDB_G0293456	unknown	-2.04	0.002
45	DDB_G0267322	Q55GZ6	DDB_G0267322_RTE	DIRS1 ORF2 fragment	-2.04	0.001
46	DDB_G0283559	Q54QW9	DDB_G0283559	unknown	-2.04	0.002
47	DDB_G0283143	Q54RJ9	DDB_G0283143	unknown	-2.04	0.000
48	DDB_G0280881	Q54UR0	DDB_G0280881	putative glutathione S-transferase	-2.04	0.000
49	DDB_G0286723	Q54LB9	ponC5	putative actin binding protein, ponticulin-related protein	-2.03	0.000
50	DDB_G0294246	Q54AS3	DDB_G0294246_TE	Tdd-4	-2.03	0.000
51	DDB_G0290423	Q54G39	DDB_G0290423	major facilitator superfamily protein	-2.02	0.000
52	DDB_G0290349	Q54GB7	DDB_G0290349	unknown	-2.01	0.003
53	DDB_G0279953	Q54W29	DDB_G0279953	unknown	-2.00	0.003

Up-regulated genes in ATG16⁻ versus AX2 cells

#	DDB_G ID	UniProt ID	GeneName	GeneProduct	FC	p-value
1	DDB_G0278391	Q54Y65	DDB_G0278391	unknown	22.21	0.000
2	DDB_G0288573	Q54IR6	DDB_G0288573	unknown	14.34	0.000
3	DDB_G0275487	Q86ID4	DDB_G0275487	unknown	13.07	0.000
4	DDB_G0279995	Q54VZ5	DDB_G0279995	putative glycoside hydrolase	12.96	0.000
5	DDB_G0276097	Q75JI6	DDB_G0276097	putative transmembrane protein	12.72	0.000
6	DDB_G0293202	Q54C11	trafH	TNF receptor-associated factor H	12.03	0.000
7	DDB_G0271140	Q8T6J0	abcA7	ABC transporter A family protein	11.33	0.000
8	DDB_G0281817	Q54TF4	DDB_G0281817	unknown	11.00	0.000
9	DDB_G0288571	Q54IR7	DDB_G0288571	unknown	10.73	0.000
10	DDB_G0271920	Q86I91	DDB_G0271920	unknown	10.32	0.000
11	DDB_G0281345	Q54U30	DDB_G0281345	unknown	10.09	0.000
12	DDB_G0291714	Q8T9W4	abcB3	ABC transporter B family protein AbcB3	9.76	0.000
13	DDB_G0276219	Q552D6	DDB_G0276219	putative transmembrane protein	9.46	0.000
14	DDB_G0269482	Q55DY0	DDB_G0269482	unknown	9.35	0.000
15	DDB_G0289411	Q54HJ4	DDB_G0289411	unknown	9.27	0.000
16	DDB_G0284121	Q54Q26	DDB_G0284121	transmembrane protein	9.26	0.000
17	DDB_G0268208	Q55F86	DDB_G0268208	unknown	8.95	0.000
18	DDB_G0271138	Q55BC0	abcA8	ABC transporter A family protein	8.53	0.000
19	DDB_G0286551	Q54LH9	gerE	germination protein GerE	8.12	0.000
20	DDB_G0281691	Q54TL1	DDB_G0281691	unknown	7.96	0.000
21	DDB_G0290637	Q54FU4	DDB_G0290637	unknown	7.83	0.000
22	DDB_G0289787	Q54H60	DDB_G0289787	unknown	7.63	0.000
23	DDB_G0289681	Q54H65	DDB_G0289681	unknown	7.62	0.000
24	DDB_G0292188	Q54DL7	DDB_G0292188	unknown	7.50	0.000
25	DDB_G0279817	Q54W93	DDB_G0279817	unknown	7.35	0.000
26	DDB_G0288745	Q1ZXD1	DDB_G0288745	unknown	7.03	0.000
27	DDB_G0268318	Q55GE7	DDB_G0268318	unknown	6.68	0.000
28	DDB_G0268556	Q55FQ6	psiE	PA14 domain-containing protein	6.45	0.000
29	DDB_G0286911	Q54L47	DDB_G0286911	unknown	6.40	0.000
30	DDB_G0282333	Q54SN7	DDB_G0282333	endonuclease/exonuclease/phosphatase domain-containing protein	6.35	0.000
31	DDB_G0281753	Q54TH1	DDB_G0281753	unknown	6.34	0.000
32	DDB_G0283913	Q54QE8	DDB_G0283913	heat shock protein Hsp20 domain-containing protein	6.24	0.000
33	DDB_G0289507	Q54HF0	act25	actin	6.24	0.000
34	DDB_G0268874	Q55EI9	DDB_G0268874	unknown	6.22	0.000
35	DDB_G0285791	Q54MW2	DDB_G0285791	unknown	6.02	0.000
36	DDB_G0280615	Q54V50	DDB_G0280615	unknown	5.86	0.000
37	DDB_G0294577	Q1ZXG2	DDB_G0294577	Rab GTPase	5.78	0.000
38	DDB_G0274291	Q86AA1	lyT2-4	putative T4-like lysozyme 2	5.60	0.000
39	DDB_G0282175	Q54SW3	grlF	GPCR family 3 protein 6	5.53	0.000
40	DDB_G0280501	Q54V98	DDB_G0280501	unknown	5.42	0.000
41	DDB_G0275033	Q86I68	DDB_G0275033	unknown	5.41	0.000
42	DDB_G0277215	Q86K86	iptA	adenylate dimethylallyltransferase	5.33	0.000

43	DDB_G0274831	Q556F2	lyT1-4	putative T4-like lysozyme 1	5.27	0.000
44	DDB_G0284779	Q54P57	DDB_G0284779	unknown	5.22	0.000
45	DDB_G0282919	Q54RU5	DDB_G0282919_TE	Tdd-4	5.18	0.000
46	DDB_G0276603	Q86HE8	DDB_G0276603	unknown	5.17	0.000
47	DDB_G0286239	Q54M29	DDB_G0286239	alpha/beta hydrolase fold-1 domain-containing protein, serine hydrolase-like protein	4.91	0.000
48	DDB_G0272827	Q966R0	cbpl	EF-hand domain-containing protein	4.74	0.000
49	DDB_G0283553	Q54QX5	DDB_G0283553	patatin family protein	4.72	0.000
50	DDB_G0283979	Q54QA1	DDB_G0283979	unknown	4.68	0.000
51	DDB_G0292652	Q54CW8	DDB_G0292652	unknown	4.67	0.000
52	DDB_G0290377	Q54G64	agnB	argonaut-like protein	4.66	0.000
53	DDB_G0283197	Q54RC8	DDB_G0283197	C2H2-type zinc finger-containing protein	4.61	0.000
54	DDB_G0349499	Q558U0	DDB_G0349499	unknown	4.59	0.000
55	DDB_G0267426	Q8MQU6	cshA	citrate synthase	4.54	0.000
56	DDB_G0290305	Q54G91	DDB_G0290305	unknown	4.49	0.000
57	DDB_G0276793	Q7KWW7	DDB_G0276793	unknown	4.48	0.000
58	DDB_G0276601	Q86HE9	DDB_G0276601	unknown	4.41	0.000
59	DDB_G0288419	Q54IY9	DDB_G0288419	unknown	4.41	0.000
60	DDB_G0287097	Q54KU2	DDB_G0287097	FNIP repeat-containing protein	4.39	0.000
61	DDB_G0282353	Q54SN0	cyp513E1	cytochrome P450 family protein	4.38	0.000
62	DDB_G0282171	Q54SW5	DDB_G0282171	unknown	4.35	0.000
63	DDB_G0290931	Q54FD5	trafL	TNF receptor-associated factor L	4.32	0.000
64	DDB_G0267896	Q55FZ1	DDB_G0267896	unknown	4.29	0.000
65	DDB_G0281135	Q54UD9	DDB_G0281135	unknown	4.28	0.000
66	DDB_G0282293	Q6TMI9	rnpA	RNA recognition motif-containing protein RRM, putative RNA binding protein	4.26	0.000
67	DDB_G0290841	Q54FI2	DDB_G0290841	unknown	4.22	0.000
68	DDB_G0272720	Q86IJ6	DDB_G0272720	unknown	4.19	0.000
69	DDB_G0276479	Q86HV8	ctnC	countin3	4.19	0.000
70	DDB_G0267612	Q55GM2	DDB_G0267612	unknown	4.18	0.000
71	DDB_G0272714	Q86II9	DDB_G0272714	unknown	4.17	0.000
72	DDB_G0272506	Q7KWU5	DDB_G0272506	unknown	4.13	0.000
73	DDB_G0279307	Q54WZ3	vacC	vacuolin C, band 7 family protein	4.10	0.000
74	DDB_G0289505	Q54HF1	act24	actin	4.03	0.000
75	DDB_G0283595	Q54QX7	DDB_G0283595	patatin family protein	4.02	0.000
76	DDB_G0278679	Q1ZXI7	cyp513F1	cytochrome P450 family protein	4.00	0.000
77	DDB_G0278647	Q54YE1	tps7	terpene synthase 7	3.97	0.000
78	DDB_G0278177	Q54YM0	DDB_G0278177	unknown	3.90	0.000
79	DDB_G0281087	Q54UG8	gtaV	GATA zinc finger domain-containing protein 22	3.88	0.000
80	DDB_G0291197	Q54F11	hbx3	homeobox transcription factor Hbx3	3.80	0.000
81	DDB_G0270990	Q55CT6	DDB_G0270990	putative acyl-CoA oxidase	3.78	0.000
82	DDB_G0289675	Q54H71	adprh	ADP-ribosylarginine hydrolase	3.76	0.000
83	DDB_G0273051	Q95ZG5	drnA-1	putative RNase III DrnA	3.74	0.000
84	DDB_G0268142	Q55FF1	DDB_G0268142	unknown	3.66	0.000
85	DDB_G0272769	Q86L41	DDB_G0272769	unknown	3.64	0.000

86	DDB_G0291760	Q54E80	DDB_G0291760	unknown	3.57	0.000
87	DDB_G0281781	Q54TF3	DDB_G0281781	unknown	3.57	0.000
88	DDB_G0291758	Q54E82	DDB_G0291758	unknown	3.56	0.000
89	DDB_G0289723	Q54H38	abhd	alpha/beta hydrolase fold-1 domain-containing protein	3.52	0.000
90	DDB_G0280425	Q54VE1	DDB_G0280425	unknown	3.52	0.000
91	DDB_G0271134	P22699	celA	cellulase 270-6	3.51	0.000
92	DDB_G0288489	Q54IV8	spoA	spore-specific protein A	3.51	0.000
93	DDB_G0290221	Q54GD9	arv1	arv1-like family protein	3.50	0.000
94	DDB_G0275481	Q86ID7	DDB_G0275481	unknown	3.50	0.000
95	DDB_G0278613	Q54YP0	DDB_G0278613	EGF-like domain-containing protein, matrilin-like protein	3.46	0.000
96	DDB_G0275171	Q86I15	DDB_G0275171	unknown	3.44	0.000
97	DDB_G0289467	Q58A41	DD8-14	AAA ATPase domain-containing protein	3.43	0.000
98	DDB_G0286169	Q1ZXE7	rabZ	Rab GTPase	3.42	0.000
99	DDB_G0272829	Q86L54	DDB_G0272829	unknown	3.41	0.000
100	DDB_G0284925	Q54NY1	DDB_G0284925	unknown	3.36	0.000
101	DDB_G0291592	Q54EB8	DDB_G0291592	unknown	3.35	0.000
102	DDB_G0280375	Q54VR7	DDB_G0280375	unknown	3.34	0.000
103	DDB_G0277809	Q54Z64	cfaA	counting factor associated protein	3.32	0.000
104	DDB_G0282021	Q54T40	DDB_G0282021	unknown	3.31	0.000
105	DDB_G0271666	P11872	prrB	proteosomal alpha-subunit 7-1	3.30	0.000
106	DDB_G0272867	Q558Z0	argS1	arginyl-tRNA synthetase	3.28	0.000
107	DDB_G0293274	Q54C10	DDB_G0293274	B-box zinc finger-containing protein/FNIP repeat-containing protein	3.28	0.000
108	DDB_G0271914	Q8T1Z7	DDB_G0271914	CMP/dCMP deaminase, zinc-binding domain-containing protein	3.25	0.000
109	DDB_G0286129	Q54M93	DDB_G0286129	F-box/WD repeat-containing protein	3.25	0.000
110	DDB_G0289171	Q54HW8	DDB_G0289171	unknown	3.24	0.000
111	DDB_G0286983	Q54L10	DDB_G0286983	unknown	3.23	0.000
112	DDB_G0286637	Q54LH3	DDB_G0286637	3-methyl-2-oxobutanoate hydroxyl-methyltransferase, 2-dehydropantoate 2-reductase	3.20	0.000
113	DDB_G0284931	Q54NX8	DDB_G0284931	unknown	3.20	0.000
114	DDB_G0282737	Q54S05	DDB_G0282737	unknown	3.19	0.000
115	DDB_G0283911	Q54QE9	hsp69	heat shock protein 69	3.19	0.000
116	DDB_G0288417	Q54IZ0	DDB_G0288417	unknown	3.18	0.000
117	DDB_G0285539	Q54N32	DDB_G0285539	NUDIX hydrolase family protein	3.17	0.000
118	DDB_G0282441	Q54SI8	DDB_G0282441	unknown	3.17	0.000
119	DDB_G0270700	Q55CM2	DDB_G0270700	calcium-binding EGF domain-containing protein	3.17	0.000
120	DDB_G0274637	Q554W2	DDB_G0274637	unknown	3.17	0.000
121	DDB_G0284295	Q54PU0	iliG	Endo-1,4-beta-glucanase family protein, glycoside hydrolase family 9 protein	3.16	0.000
122	DDB_G0284615	Q54PE3	DDB_G0284615	EGF-like domain-containing protein	3.16	0.000
123	DDB_G0272194	Q86IM3	DDB_G0272194	unknown	3.16	0.000
124	DDB_G0280503	Q54V97	DDB_G0280503	unknown	3.16	0.000
125	DDB_G0294515	N/A	dutA	structural RNA	3.16	0.000
126	DDB_G0293720	Q54BJ0	DDB_G0293720	unknown	3.15	0.000
127	DDB_G0272724	Q86IK1	DDB_G0272724	unknown	3.14	0.000

128	DDB_G0285299	Q54NF0	DDB_G0285299	xanthine/uracil permease family protein	3.12	0.000
129	DDB_G0278011	Q1ZXJ6	racQ	Rho GTPase	3.12	0.000
130	DDB_G0293208	Q54C15	DDB_G0293208	unknown	3.10	0.000
131	DDB_G0274477	Q86HQ5	DDB_G0274477	unknown	3.10	0.000
132	DDB_G0277265	Q86AP3	DDB_G0277265	unknown	3.09	0.000
133	DDB_G0278115	Q54YR8	netD	nuclear envelope transmembrane protein 4	3.06	0.000
134	DDB_G0271472	Q55B19	DDB_G0271472	unknown	3.06	0.000
135	DDB_G0284619	Q54PE1	DDB_G0284619	unknown	3.06	0.000
136	DDB_G0285289	Q54NF4	spoB	spore-specific protein B	3.06	0.000
137	DDB_G0270138	Q55CB0	rasU	Ras GTPase RasU	3.04	0.000
138	DDB_G0270140	Q55CA9	rasZ	Ras GTPase RasZ	3.04	0.000
139	DDB_G0286907	P0CG77	ubqD	ubiquitin D	3.04	0.000
140	DDB_G0269474	Q1ZXQ4	fcsB	fatty acyl-CoA synthetase	3.03	0.000
141	DDB_G0273451	Q557Q0	DDB_G0273451	AAA+ ATPase, core domain-containing protein	3.03	0.000
142	DDB_G0281853	Q54TD1	iliL	putative cell surface glycoprotein	3.02	0.000
143	DDB_G0288033	Q54JI3	DDB_G0288033	unknown	3.02	0.000
144	DDB_G0279707	Q54WE3	iliP	DUF3430 family protein	3.01	0.000
145	DDB_G0291646	Q54EB9	DDB_G0291646	unknown	3.01	0.000
146	DDB_G0291748	Q54E87	DDB_G0291748	unknown	3.00	0.000
147	DDB_G0268144	Q6B9X6	vwkA	alpha protein kinase VwkA	2.99	0.000
148	DDB_G0286153	Q54M68	DDB_G0286153	unknown	2.99	0.000
149	DDB_G0271576	Q55AV5	DDB_G0271576 RTE	TRE3-B ORF2	2.98	0.000
150	DDB_G0284921	Q54NY4	DDB_G0284921	unknown	2.97	0.000
151	DDB_G0272150	Q75JT4	grlJ	GPCR family 3 protein 9	2.96	0.000
152	DDB_G0267578	Q55GP1	DDB_G0267578	unknown	2.96	0.000
153	DDB_G0272947	Q86IJ4	DDB_G0272947	unknown	2.95	0.000
154	DDB_G0282991	Q54RQ2	DDB_G0282991	unknown	2.95	0.000
155	DDB_G0289915	Q54GU6	DDB_G0289915	Phospholipid scramblase 3	2.95	0.000
156	DDB_G0272666	Q86JC1	DDB_G0272666	putative ankyrin repeat protein	2.94	0.000
157	DDB_G0286887	Q54L57	DDB_G0286887	unknown	2.92	0.000
158	DDB_G0289029	Q54I39	DDB_G0289029	IST1-like protein	2.92	0.000
159	DDB_G0275689	Q9NGP5	abcG2	ABC transporter G family protein	2.90	0.000
160	DDB_G0292506	Q54D31	DDB_G0292506	unknown	2.90	0.000
161	DDB_G0269202	Q8STF9	gdcA	gp64 and disintegrin-like, cysteine-rich protein	2.88	0.000
162	DDB_G0278173	Q54YM2	DDB_G0278173	unknown	2.88	0.000
163	DDB_G0288623	Q966Q9	cbpH	calcium-binding protein	2.88	0.000
164	DDB_G0290885	Q54FF8	DDB_G0290885	unknown	2.87	0.000
165	DDB_G0272949	Q559F5	bcas3	putative proppin	2.86	0.000
166	DDB_G0272442	Q559S7	DDB_G0272442	unknown	2.86	0.000
167	DDB_G0285833	Q54MP6	DDB_G0285833	unknown	2.84	0.000
168	DDB_G0288219	Q54J86	DDB_G0288219	unknown	2.83	0.000
169	DDB_G0268892	Q55EH9	DDB_G0268892	unknown	2.83	0.000
170	DDB_G0280919	Q54UN8	DDB_G0280919	unknown	2.83	0.000
171	DDB_G0288887	Q54IB0	DDB_G0288887	unknown	2.82	0.000

172	DDB_G0284781	Q54P56	DDB_G0284781	unknown	2.82	0.000
173	DDB_G0289917	Q54GU5	DDB_G0289917	unknown	2.82	0.000
174	DDB_G0281395	Q54U11	DDB_G0281395	unknown	2.81	0.000
175	DDB_G0276361	Q86AC9	DDB_G0276361	unknown	2.81	0.000
176	DDB_G0272955	Q559E7	DDB_G0272955	putative phytanoyl-CoA dioxygenase	2.80	0.000
177	DDB_G0274335	Q86IY2	DDB_G0274335	unknown	2.79	0.000
178	DDB_G0277863	P22549	pdiA	cAMP phosphodiesterase inhibitor	2.79	0.000
179	DDB_G0279571	Q54WL1	DDB_G0279571	polymorphic membrane protein repeat-containing protein	2.79	0.000
180	DDB_G0290381	Q54G62	DDB_G0290381	unknown	2.79	0.000
181	DDB_G0274337	Q86IY3	DDB_G0274337	unknown	2.78	0.000
182	DDB_G0279119	Q54X91	DDB_G0279119	unknown	2.78	0.000
183	DDB_G0288791	Q54IF5	hlcs1	biotin--[acetyl-CoA-carboxylase] ligase 1	2.78	0.000
184	DDB_G0282141	P13231	hatA	actin binding protein, hisactophilin I	2.78	0.000
185	DDB_G0285225	Q54NI0	DDB_G0285225	unknown	2.77	0.000
186	DDB_G0291772	Q54E81	DDB_G0291772	unknown	2.77	0.000
187	DDB_G0270306	Q55BY9	DDB_G0270306	putative transcriptional regulator	2.77	0.000
188	DDB_G0285215	Q54NJ3	DDB_G0285215	unknown	2.77	0.000
189	DDB_G0287047	Q54KX8	DDB_G0287047	unknown	2.76	0.000
190	DDB_G0270490	Q55E76	DDB_G0270490	unknown	2.76	0.000
191	DDB_G0277989	Q54YZ5	DDB_G0277989	putative protein kinase	2.75	0.000
192	DDB_G0272919	Q1ZXN2	DDB_G0272919	unknown	2.75	0.000
193	DDB_G0292518	Q54DB0	DDB_G0292518	hssA/2C/7E family protein	2.73	0.000
194	DDB_G0282209	Q54SU8	DDB_G0282209	type A von Willebrand factor (VWFA) domain-containing protein	2.73	0.000
195	DDB_G0290993	Q54F96	DDB_G0290993	unknown	2.73	0.000
196	DDB_G0285775	Q54MW7	DDB_G0285775	putative transmembrane protein	2.72	0.000
197	DDB_G0272787	Q86B06	sds	L-serine ammonia-lyase, L-serine dehydratase, serine deaminase	2.72	0.000
198	DDB_G0275253	Q8T2U1	DDB_G0275253	unknown	2.72	0.000
199	DDB_G0290959	Q54FB1	chtC	cheater C	2.72	0.000
200	DDB_G0284917	Q54NY6	DDB_G0284917	unknown	2.71	0.000
201	DDB_G0272508	Q7KWU2	DDB_G0272508	unknown	2.70	0.001
202	DDB_G0272744	Q7KWP9	DDB_G0272744	hssA/2C/7E family protein	2.70	0.000
203	DDB_G0274023	P19198	capA-2	cAMP-binding protein	2.69	0.000
204	DDB_G0274613	Q554L2	DDB_G0274613	RING zinc finger-containing protein, putative protein serine/threonine kinase, CMGC group	2.69	0.000
205	DDB_G0285165	Q54NL1	abcC9	ABC transporter C family protein	2.68	0.000
206	DDB_G0285627	Q54MW9	DDB_G0285627	unknown	2.67	0.000
207	DDB_G0272993	Q558Z4	DDB_G0272993	unknown	2.64	0.000
208	DDB_G0273017	Q558S7	DDB_G0273017	isocitrate lyase	2.64	0.000
209	DDB_G0272718	Q86IJ5	DDB_G0272718	unknown	2.64	0.000
210	DDB_G0272560	P19198	capA-1	cAMP-binding protein	2.64	0.000
211	DDB_G0288713	Q54IJ5	DDB_G0288713	unknown	2.64	0.001
212	DDB_G0292858	Q54CM2	DDB_G0292858	patatin family protein	2.63	0.000
213	DDB_G0277791	Q54Z85	racO	Rho GTPase RacO	2.63	0.000
214	DDB_G0283429	Q54R22	DDB_G0283429	unknown	2.63	0.000

215	DDB_G0283281	Q54RB1	DDB_G0283281	strictosidine synthase family protein	2.62	0.000
216	DDB_G0285923	Q54MI4	DDB_G0285923	unknown	2.62	0.000
217	DDB_G0275799	Q553I2	DDB_G0275799	unknown	2.61	0.000
218	DDB_G0271802	Q75JD9	DDB_G0271802	unknown	2.60	0.000
219	DDB_G0289677	Q54H69	hbx14	homeobox transcription factor Hbx14	2.60	0.000
220	DDB_G0276905	Q86JA8	DDB_G0276905	unknown	2.60	0.000
221	DDB_G0267894	Q55FZ2	DDB_G0267894	unknown	2.59	0.000
222	DDB_G0272558	Q559H7	DDB_G0272558	unknown	2.59	0.000
223	DDB_G0277389	Q75J87	DDB_G0277389	unknown	2.59	0.000
224	DDB_G0275521	Q86IB2	DDB_G0275521	unknown	2.58	0.000
225	DDB_G0275161	Q86I43	DDB_G0275161	unknown	2.58	0.000
226	DDB_G0287793	Q54JU2	DDB_G0287793	glutathione S-transferase, glutathione transferase	2.57	0.000
227	DDB_G0279191	Q54WZ2	vacB	vacuolin B, prohibitin domain-containing protein	2.57	0.000
228	DDB_G0291796	Q54E55	araA	putative regulator of adhesion and motility 4	2.57	0.000
229	DDB_G0292996	P03967	rasD	Ras GTPase RasD	2.56	0.001
230	DDB_G0289043	Q54I29	DDB_G0289043	unknown	2.56	0.000
231	DDB_G0286287	Q54LZ7	DDB_G0286287	unknown	2.56	0.000
232	DDB_G0270750	Q55C86	DDB_G0270750	Kelch repeat-containing protein	2.56	0.000
233	DDB_G0282059	Q54T10	DDB_G0282059	unknown	2.56	0.000
234	DDB_G0286673	Q54LE9	DDB_G0286673	unknown	2.55	0.000
235	DDB_G0281079	Q54UH2	DDB_G0281079	unknown	2.55	0.000
236	DDB_G0279721	P0CG81	ubqH	ubiquitin H	2.55	0.000
237	DDB_G0271852	Q86HF8	rtaA	lipid-translocating exporter family protein RtaA	2.54	0.000
238	DDB_G0269112	P22698	celB	cellulose-binding protein	2.54	0.000
239	DDB_G0286227	Q54M37	DDB_G0286227	unknown	2.53	0.000
240	DDB_G0268802	Q55EP5	gpaJ	G-protein subunit alpha 10	2.52	0.000
241	DDB_G0288935	Q54I80	panC	pantoate-beta-alanine ligase	2.51	0.000
242	DDB_G0274339	Q86IY4	DDB_G0274339	acetyl-CoA C-acyltransferase, beta-ketothiolase, 3-ketoacyl-CoA thiolase	2.51	0.000
243	DDB_G0289395	Q6UUW5	crlB	cAMP receptor-like protein, G-protein-coupled receptor (GPCR) family protein	2.50	0.000
244	DDB_G0274655	Q555C4	rigA	unknown	2.50	0.000
245	DDB_G0267702	Q55GE8	DDB_G0267702	unknown	2.50	0.001
246	DDB_G0272262	Q559Z7	DDB_G0272262	unknown	2.49	0.001
247	DDB_G0291430	Q54EN6	DDB_G0291430	unknown	2.49	0.000
248	DDB_G0272742	Q7KWP5	DDB_G0272742	unknown	2.49	0.000
249	DDB_G0269664	Q55DG8	DDB_G0269664	unknown	2.48	0.000
250	DDB_G0275117	Q8T2T4	DDB_G0275117	unknown	2.48	0.000
251	DDB_G0291716	Q54E65	DDB_G0291716	unknown	2.47	0.000
252	DDB_G0286485	Q54LQ8	DDB_G0286485	PHO85 cyclin-2	2.47	0.000
253	DDB_G0274391	P10901	alfA	alpha-L-fucosidase	2.47	0.000
254	DDB_G0287765	Q54JW3	DDB_G0287765	NADH:flavin oxidoreductase/NADH oxidase domain-containing protein	2.46	0.001
255	DDB_G0292016	Q54DV3	DDB_G0292016	von Willebrand factor A domain-containing protein 5A	2.46	0.000
256	DDB_G0276177	N/A	N/A	N/A	2.46	0.000

257	DDB_G0282341	Q54SN3	DDB_G0282341	enoyl-CoA hydratase/isomerase family protein	2.45	0.000
258	DDB_G0277709	Q54ZA2	DDB_G0277709	unknown	2.45	0.001
259	DDB_G0272957	Q559E6	DDB_G0272957	Protein FRA10AC1	2.45	0.000
260	DDB_G0290177	Q54GG6	DDB_G0290177	putative transmembrane protein	2.44	0.000
261	DDB_G0287583	P15521	gerC	spore germination protein C	2.44	0.000
262	DDB_G0267640	Q55GK0	gtaE	GATA zinc finger domain-containing protein 5	2.44	0.000
263	DDB_G0272809	Q7KWN1	DDB_G0272809	unknown	2.44	0.000
264	DDB_G0289497	Q54HF8	DDB_G0289497	unknown	2.44	0.000
265	DDB_G0270652	Q55D22	DDB_G0270652	molybdenum cofactor sulfurase domain-containing protein	2.44	0.001
266	DDB_G0270212	Q58A40	DDB_G0270212	galactose-binding domain-containing protein	2.44	0.000
267	DDB_G0293948	Q54B19	DDB_G0293948	unknown	2.44	0.000
268	DDB_G0288737	Q54IJ4	DDB_G0288737	unknown	2.44	0.000
269	DDB_G0267476	Q6TMJ6	sigK	EGF-like domain-containing protein	2.43	0.000
270	DDB_G0277137	Q550E0	DDB_G0277137	SUR2-type hydroxylase/desaturase catalytic region-containing protein	2.43	0.000
271	DDB_G0272182	Q75JW5	DDB_G0272182	putative arginine deiminase	2.43	0.000
272	DDB_G0279023	Q54XE0	DDB_G0279023	unknown	2.41	0.000
273	DDB_G0269700	Q55DD2	DDB_G0269700	RCC1 and BTB domain-containing protein 1	2.41	0.000
274	DDB_G0287809	Q54JT1	DDB_G0287809	unknown	2.41	0.000
275	DDB_G0277921	Q54YR6	sigE	transmembrane protein	2.41	0.002
276	DDB_G0282567	Q54SA8	DDB_G0282567	unknown	2.41	0.001
277	DDB_G0277379	P54643	pspD	spore coat protein SP87	2.41	0.000
278	DDB_G0289113	Q54HZ6	DDB_G0289113	unknown	2.40	0.000
279	DDB_G0273013	Q1ZXM2	uglB	uracil glycosylase, uracil-DNA glycosylase	2.40	0.000
280	DDB_G0267790	Q55G73	DDB_G0267790	unknown	2.40	0.000
281	DDB_G0272835	Q86IG3	plip	phosphatidylinositol phosphatase, phosphoinositide phosphatase	2.39	0.000
282	DDB_G0275951	Q553A0	DDB_G0275951	putative transmembrane protein	2.39	0.001
283	DDB_G0289683	Q54H64	DDB_G0289683	unknown	2.39	0.001
284	DDB_G0280703	Q54UZ9	DDB_G0280703	elongation factor 1beta-related protein	2.39	0.000
285	DDB_G0274121	Q555Z5	abcA4	ABC transporter A family protein	2.39	0.000
286	DDB_G0291576	Q54EC9	DDB_G0291576	DUF781 family protein	2.38	0.002
287	DDB_G0278503	Q54XZ8	DDB_G0278503	unknown	2.38	0.000
288	DDB_G0276347	Q8T127	DDB_G0276347	microtubule interacting and transport domain-containing protein (MIT)	2.38	0.000
289	DDB_G0284345	Q54PT3	cyp556A1	cytochrome P450 family protein	2.38	0.000
290	DDB_G0293060	Q54CC1	DDB_G0293060	unknown	2.37	0.000
291	DDB_G0271722	Q75JE6	DDB_G0271722	putative extracellular matrix protein	2.37	0.000
292	DDB_G0295493	N/A	srpB	SRP RNA, signal recognition particle RNA	2.37	0.000
293	DDB_G0289473	Q54HG6	DDB_G0289473	P-type ATPase, Ca ²⁺ -ATPase	2.37	0.000
294	DDB_G0288877	Q54I71	aarA	beta-catenin related protein	2.37	0.000
295	DDB_G0279483	Q54WR4	pldB	phospholipase D1	2.37	0.000
296	DDB_G0295797	C7G076	DDB_G0295797	EGF-like domain-containing protein	2.36	0.003
297	DDB_G0274303	Q86J03	DDB_G0274303	CDGSH iron-sulfur domain-containing protein	2.36	0.000
298	DDB_G0267414	Q55G81	repD	transcription factor IIH component	2.36	0.000

299	DDB_G0292116	Q54DN0	DDB_G0292116	glucose/ribitol dehydrogenase family protein	2.35	0.000
300	DDB_G0272811	Q7KWP7	wasB	WASP-related protein B	2.35	0.002
301	DDB_G0290379	Q54G63	DDB_G0290379	unknown	2.35	0.000
302	DDB_G0281727	Q54TI5	DDB_G0281727	unknown	2.34	0.000
303	DDB_G0272736	Q7KWM8	tgrN1	immunoglobulin E-set domain-containing protein	2.34	0.000
304	DDB_G0272252	Q55A13	DDB_G0272252	unknown	2.34	0.000
305	DDB_G0272935	Q559G8	mocos	molybdenum cofactor sulfurase	2.33	0.000
306	DDB_G0273475	Q86AT9	dhkl-1	histidine kinase I	2.33	0.000
307	DDB_G0271916	P54681	rtoA	unknown	2.33	0.001
308	DDB_G0295485	B0G154	DDB_G0295485	EGF-like domain-containing protein	2.32	0.000
309	DDB_G0283465	Q54QZ9	DDB_G0283465	unknown	2.32	0.000
310	DDB_G0272823	Q86A15	DDB_G0272823	unknown	2.32	0.000
311	DDB_G0273383	Q557T0	cwc15-1	putative pre-mRNA-splicing factor CWC15	2.32	0.000
312	DDB_G0281387	Q54TY7	srfA	MADS-box transcription factor, SRF-related protein	2.32	0.000
313	DDB_G0282715	Q54S16	DDB_G0282715	Neutral and basic amino acid transport protein rBAT	2.32	0.000
314	DDB_G0288399	Q54J01	DDB_G0288399	unknown	2.32	0.002
315	DDB_G0285447	Q54N85	DDB_G0285447	putative transmembrane protein, DUF829 family protein	2.31	0.000
316	DDB_G0283077	Q54RL7	DDB_G0283077	putative glycoside hydrolase	2.31	0.003
317	DDB_G0294575	Q1ZXJ5	DDB_G0294575	ankyrin repeat-containing protein	2.31	0.000
318	DDB_G0276967	Q9GPS3	racF2	Rho GTPase RacF2	2.30	0.000
319	DDB_G0272728	Q86A30	DDB_G0272728	unknown	2.30	0.004
320	DDB_G0283505	Q54R32	DDB_G0283505	transmembrane protein	2.30	0.002
321	DDB_G0272841	Q558S4	DDB_G0272841	acid phosphatase	2.30	0.000
322	DDB_G0272674	Q86IF3	DDB_G0272674	unknown	2.30	0.000
323	DDB_G0290087	Q54GK9	vps2A	SNF7 family protein	2.30	0.000
324	DDB_G0286363	Q54LX4	DDB_G0286363	unknown	2.30	0.000
325	DDB_G0273615	Q557E4	fpaB-2	ubiquitin ligase subunit SKP1	2.30	0.004
326	DDB_G0272716	Q86IJ0	DDB_G0272716	putative transmembrane protein	2.29	0.004
327	DDB_G0269270	Q55EE4	DDB_G0269270	AhpC/TSA family protein	2.29	0.000
328	DDB_G0268784	Q55EQ7	DDB_G0268784	major facilitator superfamily 1 transporter (MFS-1)	2.28	0.003
329	DDB_G0280211	Q54VP7	DDB_G0280211	unknown	2.28	0.000
330	DDB_G0269018	Q55EK1	DDB_G0269018	unknown	2.27	0.000
331	DDB_G0281607	Q54TR0	DDB_G0281607	unknown	2.27	0.000
332	DDB_G0290215	Q54GE2	DDB_G0290215	unknown	2.27	0.000
333	DDB_G0268850	Q55EK5	DDB_G0268850	putative ATP binding protein	2.27	0.000
334	DDB_G0272682	Q86IG2	DDB_G0272682	endonuclease/exonuclease/phosphatase domain-containing protein, cry34 related protein	2.26	0.000
335	DDB_G0271936	Q55AE5	DDB_G0271936	unknown	2.26	0.000
336	DDB_G0286305	Q54LY4	DDB_G0286305	zinc-containing alcohol dehydrogenase (ADH)	2.25	0.000
337	DDB_G0284927	Q54NY0	DDB_G0284927	unknown	2.25	0.001
338	DDB_G0279493	Q54WQ8	DDB_G0279493	unknown	2.25	0.000
339	DDB_G0286537	Q54LN1	DDB_G0286537	unknown	2.25	0.000

340	DDB_G0272650	Q556H7	DDB_G0272650	unknown	2.25	0.002
341	DDB_G0282329	Q54SN9	DDB_G0282329	unknown	2.25	0.004
342	DDB_G0290969	Q54FC2	DDB_G0290969	unknown	2.25	0.000
343	DDB_G0268852	Q55EK4	DDB_G0268852	putative ATP binding protein	2.25	0.000
344	DDB_G0282995	Q54RQ0	DDB_G0282995	unknown	2.24	0.000
345	DDB_G0280621	Q54V47	arrJ	ADP-ribosylation factor-related, ARF-related	2.24	0.002
346	DDB_G0272925	Q559A0	gacU	RhoGAP domain-containing protein	2.24	0.000
347	DDB_G0282647	Q54S65	DDB_G0282647	unknown	2.24	0.000
348	DDB_G0273537	Q557I5	DDB_G0273537	unknown	2.24	0.005
349	DDB_G0270214	Q55C60	DD7-1	galactose-binding domain-containing protein	2.24	0.000
350	DDB_G0279791	Q54WC4	plnA	perilipin	2.23	0.000
351	DDB_G0270126	Q55CB7	rasY	Ras GTPase RasY	2.23	0.000
352	DDB_G0273009	Q86L39	DDB_G0273009	unknown	2.23	0.000
353	DDB_G0289733	Q54H33	DDB_G0289733	DUF962 family protein	2.22	0.000
354	DDB_G0272738	Q7KWM9	iunH	N-D-ribosylpurine ribohydrolase, inosine-uridine nucleoside N-ribohydrolase	2.22	0.000
355	DDB_G0272514	Q7KWT8	DDB_G0272514	unknown	2.21	0.000
356	DDB_G0287671	Q54K28	DDB_G0287671	unknown	2.21	0.004
357	DDB_G0272997	Q558Y5	DDB_G0272997	unknown	2.21	0.000
358	DDB_G0289641	Q54H89	DDB_G0289641	unknown	2.21	0.000
359	DDB_G0289487	P07829	act3	actin	2.21	0.000
360	DDB_G0292772	Q54CT6	tgrG1	immunoglobulin E-set domain-containing protein	2.20	0.006
361	DDB_G0281973	Q54T67	DDB_G0281973	unknown	2.20	0.006
362	DDB_G0286715	Q54LC3	ponC2	putative actin binding protein, ponticulin-related protein	2.20	0.002
363	DDB_G0275217	Q554H9	DDB_G0275217 RTE	TRE3-B ORF1	2.20	0.006
364	DDB_G0272855	Q558X8	DDB_G0272855	unknown	2.20	0.006
365	DDB_G0267580	Q55GP0	DDB_G0267580	unknown	2.20	0.001
366	DDB_G0272995	Q558Z1	DDB_G0272995	unknown	2.20	0.000
367	DDB_G0280513	Q54V91	DDB_G0280513	unknown	2.20	0.000
368	DDB_G0287133	Q54KT6	DDB_G0287133	unknown	2.19	0.000
369	DDB_G0272746	Q7KWQ0	DDB_G0272746	unknown	2.19	0.000
370	DDB_G0278765	Q54XT1	DDB_G0278765	unknown	2.19	0.000
371	DDB_G0282759	Q54SI2	DDB_G0282759	unknown	2.18	0.000
372	DDB_G0282121	Q54SZ0	DDB_G0282121	unknown	2.18	0.001
373	DDB_G0280217	Q54VP3	DDB_G0280217	unknown	2.17	0.007
374	DDB_G0291348	Q54ET4	DDB_G0291348	fungus transcriptional regulatory protein, putative zinc cluster transcription factor	2.17	0.007
375	DDB_G0272658	Q7KWN7	sigN1	SrfA-induced protein N1	2.17	0.007
376	DDB_G0270522	Q55E12	DDB_G0270522	unknown	2.17	0.000
377	DDB_G0276475	Q86HB8	cfaC	counting factor associated protein	2.17	0.000
378	DDB_G0284645	Q54PC5	DDB_G0284645	unknown	2.17	0.000
379	DDB_G0291706	Q54EA2	DDB_G0291706	unknown	2.16	0.008
380	DDB_G0281767	B0G136	DDB_G0281767	ankyrin repeat-containing protein, regulator of chromosome condensation (RCC1) domain-containing protein, BTB/POZ domain-containing protein	2.16	0.000

How the deposited data were processed for this re-analysis (not part of the article)

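RNA was measured by sequencing in vegetative cells of the wild-type AX2 and of the ATG9‾, ATG16‾ and ATG9‾/16‾ knock-out strains, with 9 biological replicates per strain and 36 libraries in all. According to the paper, the authors ran QuickNGS with the AX4 reference genome and DESeq2 for their list of genes. The deposited FPKM values, scaled by the authors to transcript length and to the mapped fragments of each library, were taken as they are. The processing notes of the submitters name CASAVA and Cufflinks without versions. No genome build is stated, so no coordinates are given here. Gene order was read from the RefSeq assembly dicty_2.7 by name, to which 13729 of 13729 identifiers matched, and 4134 of these have a symbol. Strains and label sets were read from the library labels. The proteins are those of Table S6 of the paper.

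The summed FPKM of a library ranged from 953009 to 1340070 in AX2, 1037930 to 1390470 in ATG9‾, 1079110 to 1390700 in ATG16‾ and 1074440 to 1259140 in ATG9‾/16‾, with 8279 to 9379, 8811 to 9236, 8737 to 9327 and 8320 to 9107 genes at 1 FPKM or more. The 10 genes with the highest values held 14.0 to 22.9%, 15.4 to 31.8%, 17.7 to 34.2% and 14.9 to 26.8% of the sum. Read counts per library are not given in the sources used here, so relative depth was estimated from the smallest step among low values of long genes. The fit was tested on simulated data, drawn independently for each gene and library with the measured spread. Depth did not enter these data. They also lack the deviations shared between genes in the real libraries (35.9% of the spread within strains on a first principal component). Over the 3 strains, a 1.5-fold change was called for 2 to 4% of 50 genes, a 2.5-fold change for 86 to 90%, a 4-fold change for 92 to 100% and an 8-fold change for 94 to 98%. Among 8973 unchanged genes 3 (ATG9‾), 0 (ATG16‾) and 2 (ATG9‾/16‾) were called, and 1 of 20 unchanged lists fell below the threshold of camera.

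Genes with a mean of at least 1 FPKM over all libraries (9173) were compared on log2(FPKM + 0.5) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, and eBayes with trend and robust), with all 36 libraries in 1 fit and no further term. A gene counts as up- or down-regulated at a fold change of at least 2 and a Benjamini-Hochberg adjusted p of at most 0.05, and as higher or lower at that adjusted p alone. How the effects of the losses of atg9 and atg16 combine was tested with the interaction contrast, the change in ATG9‾/16‾ minus the changes in ATG9‾ and ATG16‾. Tables and permutation tests (100000 permutations) used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Lists were tested with limma camera at a preset correlation of 0.01, and with Fisher's exact test among the called genes, adjusted over the lists of a strain and direction. Overlaps between strains were set beside comparisons with the AX2 libraries divided between them (40 divisions). This leaves fewer AX2 libraries per comparison, so the called lists are shorter. Libraries without strain differences were also simulated (50 simulations), but almost no gene is called in them, so they do not measure the effect of shared AX2 libraries on the overlaps.

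The genes named are those the paper names in its text on RNA, in Table 1, Table 4 and the text on RNA and protein, the ponticulin genes, and per strain the 10 largest increases and 10 largest decreases among called genes that moved the same way in every label set. This rule was written before the data were examined, although values in the paper's own tables had been seen. Other genes named as members of lists or of shared groups were picked as examples after their values were seen. The lists are autophagy, lipid catabolism, lipid synthesis and oxidative phosphorylation (all 3 from Table 4), antioxidant enzymes, proteasome, ubiquitin, cytosolic ribosomal proteins, heat shock proteins, actins, ABC transporters, lysozymes, lysosomal proteins, aggregation, prespore, prestalk and vegetative markers, discoidins, ponticulins, cup genes, TRAF proteins, calcium-binding proteins, glutathione S-transferases, cytochrome P450, polyketide synthases, DNA replication, RNA silencing, DIRS1, Skipper and other transposable elements, EGF-like domain proteins, mitochondrial genome genes, the chromosome 2 range DDB_G0272600 to DDB_G0273020, and the increased and diminished proteins of Table S6. The transposable element and EGF-like lists came from Table S1 and were counted without camera or Fisher's test. Transposable elements were matched by names ending in _RTE or _TE, so elements whose names are written otherwise there may be missing. The lists of glutathione S-transferase names and mitochondrial genome genes hold no gene of the deposited table, and 1 discoidin gene was tested, so these 3 lists give no result. The TRAF list holds only trafH and trafL, which Table S1 lists as up-regulated in the same samples, so its camera and Fisher's tests are not used. Values of Table S1 had been seen before the lists were written, so tests of the other lists are not independent evidence either.

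Libraries with the same label set and letter were taken as pairs where the correlation of their deviations from the strain means was above 0.1 in every pair. This held for ATG9‾ and AX2 (9 pairs, 0.261 to 0.657) and for ATG16‾ and AX2 (6 pairs, 0.208 to 0.691), but not for ATG9‾/16‾ and AX2 (9 pairs, 0.0897 to 0.755). The pairing comes from the labels, and the sources used here do not state what they mean. The atg8b change with this replicate block kept its call in ATG9‾ and ATG16‾ cells. N3364 holds no other strain, so with the block or the label set term the ATG16‾ values rest on its LE6 and N1183 libraries alone. Alternatives were other added values (0.1 or 1 FPKM), no filter or a mean of at least 5 FPKM, the unadjusted p, an adjusted p of 0.01, median-ratio size factors, quantile normalization, only the strains compared, a term for the label set, the replicate block, single label sets and sets left out, ratios of arithmetic means, the chromosome 2 range left out, AX2 libraries divided, and an estimated correlation in camera. Leaving out each library in turn, leaving out the 4 b libraries of the N1183 set, and applying 4 of these settings to the overlaps were added after the data were seen.

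The ontology enrichment of the paper was not repeated, since no ontology was at hand. The peptide-level protein data and the full list of detected proteins were not at hand. DNA copy number was not measured. Genes below the filter were not tested, apart from atg10.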

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

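Of the tests in this part, the one on normalization between libraries was chosen before its result was seen, and all others were chosen only afterwards.

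Genes of the chromosome 2 range, such as argS1, gsr, rapB and psmA7, were higher in all 3 mutants, a signal the paper does not analyse. Their median log2FC was 0.59 in ATG9‾, 0.87 in ATG16‾ and 0.96 in ATG9‾/16‾ cells (114 tested genes, quartiles 0.43 to 0.79, 0.64 to 1.06 and 0.80 to 1.06; limma camera adjusted p = 3.5e-41, 6.1e-63 and 1.2e-93, and 0.0157, 0.00474 and 2.9e-04 with an estimated correlation). These camera tests are not independent evidence, because the range was picked from Table S1, which rests on the same samples. For the range, the difference of library means was -0.27 for ATG9‾ minus ATG16‾ and -0.37 for ATG9‾ minus ATG9‾/16‾ (exact permutation adjusted p = 0.0122 for both). For ATG16‾ minus ATG9‾/16‾ it was -0.094 (adjusted p = 0.465). Among 888 windows of 50 neighbouring tested genes the highest medians were 0.69, 0.92 and 0.98, all in this run, and the highest outside it were 0.28, 0.15 and 0.15. The longest run of higher genes goes from DDB_G0272514 to DDB_G0272809.

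For this run, normalization between libraries is excluded, since the lowest median under size factors and quantile scaling was 0.52. Library batches are excluded as the whole cause, since the lowest median within a label set was 0.27. Shared reads between copies cannot be told apart, because only 1 of 114 genes is named as a copy and the lowest median without it was 0.59. More copies of the run predict that its proteins are mostly increased, which was met in ATG16‾ and ATG9‾/16‾. Proteins of the run are increased in 33 and diminished in 0 cases (205 and 192 elsewhere) in ATG16‾. In ATG9‾/16‾ these are 28 and 1 (317 and 328 elsewhere, and the higher Fisher p was 7.9e-08). Higher RNA of the run from any other cause would give the same, so the test cannot decide for more copies. For ATG9‾ 0 proteins of the run are listed, so the test cannot tell, and DNA was not measured, so a gain in the mutants could not be told from a loss in AX2. The reads were aligned to AX4, and whether AX4 and AX2 differ in the copies of this range was not examined.

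The 141 genes higher in both ATG9‾ and ATG16‾ and not in ATG9‾/16‾, such as lyT2-4, trafH and act25, were picked by their calls. Over all tested genes the change on loss of atg9 differed with the state of atg16 for 803 (interaction contrast, fold of at least 2). Library batches are excluded, since 45 genes picked on the LE6 set alone were higher in ATG9‾ than in ATG9‾/16‾ by a median of 2.15 in the LE8 set and 4.14 in the N1183 set, and in ATG16‾ by 3.59 in the N1183 set. Mislabelled ATG9‾/16‾ libraries are excluded, since in 9 of 9 both atg9 and atg16 lay below every AX2 library. A biological cause within the cells remains possible and was not tested.

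The b library of the N1183 set had the highest heat shock median of the 9 libraries in each strain, and by Dixon's test it stood apart in AX2 and ATG16‾. hspG1, hspG12 and hspM stood 5.79, 5.76 and 5.20 log2 units above the strain mean over these 4 libraries, and the small nucleolar RNA sno6 at -9.95. Handling shared by these libraries fits, since their deviations correlated with at least 0.593 in all 6 combinations. Low depth also fits in AX2, ATG9‾ and ATG16‾, since in these 3 strains the b library had the lowest relative depth (0.472, 0.721 and 0.730). In ATG9‾/16‾ low depth alone is excluded, because 2 libraries had a lower relative depth (0.664 and 0.731) and a heat shock median less than 1 above the strain mean (0.95 and -0.73). These depths lie near or below those of the ATG9‾ and ATG16‾ b libraries, which argues against low depth alone in these strains too. No other library was as low as the AX2 b library, so in AX2 it stays open. A heat stress of the cells and a different RNA preparation could not be told apart.

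Values of single libraries far from the other 8 of their strain (Dixon's test at 1 in 20) were found in 36 of 156 groups, where 7.8 would be found by chance. In the AX2 b library these were the FPKM sum 953009, the share of the 10 highest genes 22.9%, the heat shock median 3.40, the run median -0.76, argS1 59.0, catA 327.9, mfeA 95.87, DDB_G0276065 36.37, DDB_G0286669 77.68 and DDB_G0293762 17.25 FPKM. In the ATG9‾ b library they were the share of the 10 highest genes 31.8%, sqstm1 730.3 and mfeA 98.88 FPKM. In the ATG16‾ b library they were the heat shock median 3.66, the run median 0.45, atg1 21.67, atg9 47.14, atg13 30.94, sqstm1 809.2, gsr 418.2 and DDB_G0285917 9.116 FPKM. In the ATG9‾/16‾ b library they were the FPKM sum 1074440, the share of the 10 highest genes 26.8%, the run median 0.19, atg8a 138.3, sqstm1 317.4, gsr 422.6, mfeA 108.6, DDB_G0276065 34.09 and iliG 26.72 FPKM. Outside the b libraries, the Skipper gene DDB_G0294360 was at 9.661 FPKM in the AX2 library a of the LE8 set, DDB_G0274339 at 161.6 in the ATG9‾ library without a letter, and ponC1 at 190.3, ponC3 at 52.89, ponC4 at 431.5 and ponC5 at 85.91 FPKM in the ATG16‾ library c of the N3364 set.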

How the results depend on the processing

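The settings that left out the 4 b libraries or each library in turn were chosen only after the first results were seen. So were those applied to the overlaps, apart from the divided AX2 libraries, which were planned.

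Of 234 changes of named genes, most kept direction and side of the threshold. Those that lost their call numbered 3 with 0.1 FPKM added, 2 with 1 FPKM added, 6 with size factors, 2 with quantile normalization, 15 with only the strains compared, 8 with the label set as a term, 28 at an adjusted p of 0.01, 25 without the LE8 set, 39 without the LE6 set, 18 without the N1183 set and 3 without the b libraries. In the LE8, LE6 and N1183 sets alone, where 3 libraries per strain remain, 10, 36 and 84 were lost. The replicate block lost 3 (DDB_G0286669, DDB_G0276421 and DDB_G0290993 in ATG16‾) and added 24, among them hsp69 lower (-0.98) and trafH higher (0.84) in ATG9‾/16‾ and atg18 higher in ATG9‾ (0.50). In ATG16‾ the block and the label set term use only its LE6 and N1183 libraries. There the effect of pairing cannot be told from that of fewer libraries. Counting only changes that passed in 1 of the compared settings or in both, direction reversed 3 times, and changes that passed in neither, such as DDB_G0282039 in ATG16‾, also changed sign. DDB_G0286669 in ATG16‾ went to -0.051 in the N1183 set alone, and the DIRS1 genes DDB_G0267238 and DDB_G0291223 in ATG9‾/16‾ to -0.77 and -1.12 in the LE8 set alone. The cause was not tested.

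Up-regulated genes of ATG9‾ (239) were 85 in the LE6 set alone and 127 without the N1183 set, and stayed between 166 and 289 elsewhere. Those of ATG16‾ (305) were 180 in the N1183 set alone and between 231 and 374 elsewhere. Those of ATG9‾/16‾ (116) were 225 in the LE8 set alone, 4 in the N1183 set alone and 71 without the chromosome 2 range, whose 43 genes are then not counted. Leaving out 1 library gave 205 to 260, 270 to 354 and 93 to 159.

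Down-regulated genes moved more. Those of ATG9‾ (25) were 13 at a mean of at least 5 FPKM, where fewer genes are tested, 48 at the unadjusted p, 15 at an adjusted p of 0.01, 46 with quantile normalization, 43 with the replicate block, 86 in the LE8 set alone, 0 in the N1183 set alone, 14 without the LE6 set, 41 without the b libraries, and 18 to 45 with 1 library left out (45 without the AX2 b library). Those of ATG16‾ (89) were 56 at a mean of at least 5 FPKM, 2 in the N1183 set alone, 47 without the LE8 set, 181 without the N1183 set, and 77 to 135 with 1 library left out (135 without the AX2 b library). Those of ATG9‾/16‾ (99) were 53 at a mean of at least 5 FPKM, 154 at the unadjusted p, 346 in the LE8 set alone, 3 in the N1183 set alone, 51 without the LE8 set, and 76 to 138 with 1 library left out. Apart from the number of genes or libraries, the cause was not tested.

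Genes changed in RNA and protein in ATG9‾/16‾ were 7 increased without the chromosome 2 range (19), and 14 diminished at the unadjusted p, 14 with the replicate block and 15 without the b libraries (9). Of the shared genes, ATG16‾ and ATG9‾/16‾ had 21 up-regulated without the range (35), and all 3 strains 32 up-regulated at the unadjusted p (21). Shared down-regulated genes of ATG9‾ and ATG16‾ (13) were 23 at the unadjusted p, 23 without the b libraries and 5 with AX2 divided. Those of ATG9‾ and ATG9‾/16‾ (15) were 29 at the unadjusted p, 26 with the replicate block, 25 without the b libraries and 6 with AX2 divided. Those of ATG16‾ and ATG9‾/16‾ (32) were 13 with AX2 divided, and those of all 3 strains (8) were 15 at the unadjusted p and 17 without the b libraries. Dividing AX2 also shortens the called lists. Genes with opposite calls were 4 in ATG9‾ and ATG16‾ at the unadjusted p (2), 10, 9 and 6 in ATG9‾ and ATG9‾/16‾ at the unadjusted p, with the replicate block and without the b libraries (3), and 9, 15 and 5 in ATG16‾ and ATG9‾/16‾ (3). The cause was not tested.

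Of 84 tests of lists, 18 lost their call with an estimated correlation, and the replicate block ended 5 and added 5. Those ended were the aggregation markers (adjusted p = 0.219) and antioxidant enzymes (0.188) in ATG16‾, the actins (0.101) and cup genes (0.0602) in ATG9‾, and the autophagy genes in ATG9‾/16‾ (0.345). Those added were the autophagy genes in ATG9‾ (0.0389) and ATG16‾ (0.0246), oxidative phosphorylation in ATG9‾ (0.0389) and ATG16‾ (0.0112), and lipid synthesis in ATG9‾ (0.0492). Median-ratio and quantile scaling moved the median of all genes by less than 0.1, with -0.07 (ATG9‾, quantile) as the largest shift. At the depth of these libraries 3065 genes with some signal stayed below the filter, so changes of weakly expressed genes such as atg10 are not resolved.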

Differences from the paper's values

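The planned settings set beside the paper's values were fixed before the data were examined, and those without the b libraries were chosen only after the values were seen. Counts of called genes stand at the thresholds the paper states (fold change of at least 2, p of at most 0.05), and the paper does not say whether its p is adjusted. Model and gene set are unlike, since the paper used DESeq2 and limma was run here on FPKM values of 9173 genes. Of the paper's 487 up- and 152 down-regulated genes in ATG16‾, 374 and 98 were tested here. Of its 53 down-regulated genes in ATG9‾, 37 were tested. A count is taken to differ when it lies more than 1.5-fold from the paper's, and a fold change when it lies more than 1.5-fold and more than the spread between libraries from it. A setting named below brings the value within that distance, and does not reach the paper's value unless this is said.

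The paper reports 53 genes down-regulated in ATG9‾, and 25 were found here. The value comes within this distance at the unadjusted p (48), with quantile normalization (46) and with the replicate block (43), and not under the other settings of 19. Without the b libraries, added after the values were seen, 41 were found. The paper reports 487 up-regulated in ATG16‾, and 305 were found here. The value comes within this distance with 0.1 FPKM added (328), at the unadjusted p (343), with size factors (344), with the label set as a term (359), with the replicate block (374), without the LE8 set (349) and with ratios of arithmetic means (331), of 18 settings. The paper reports 152 down-regulated in ATG16‾, and 89 were found here. The value comes within this distance with 0.1 FPKM added (108), at the unadjusted p (118), with quantile normalization (104), in the LE6 set alone (110), without the N1183 set (181) and with ratios of arithmetic means (107), of 18.

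The paper reports 261 genes down-regulated in any strain, and 161 were found here. The value comes within this distance in 10 of 18 settings, with 0.1 FPKM added, without a filter, at the unadjusted p, with size factors, with quantile normalization, with the label set as a term, with the replicate block, in the LE6 set alone, without the N1183 set and with ratios of arithmetic means, and the highest value was 242. The paper reports 33 up-regulated in all strains, and 21 were found here. The value comes within this distance in 9 of 18, with 0.1 FPKM added, at the unadjusted p (32), with size factors, with quantile normalization, with the label set as a term, with the replicate block, in the LE6 set alone, without the LE8 set and with ratios of arithmetic means. The paper reports 15 down-regulated in all strains, and 8 were found here. The value comes within this distance in 5 of 18, at the unadjusted p (15, the paper's value), with quantile normalization, with the replicate block, without the N1183 set and with ratios of arithmetic means. The paper reports 1 gene diminished in RNA and protein in ATG9‾, and 0 were found here under the main settings and under all 19 others.

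Of 27 fold changes in Table 1 none differs, and of 100 compared fold changes in the supplement 10 differ. In ATG9‾, the paper gives 10.27 for trafH and 24.4 was found here (within this distance in the LE8 or LE6 set alone and without the N1183 set), 11.76 for DDB_G0276097 and 35.8 here (in the LE6 set alone), 9.79 for DDB_G0275487 and 31.5 here (with 1 FPKM added, in the LE6 set alone, and without the LE8 or N1183 set), 12.87 for DDB_G0288573 and 25.4 here (with 1 FPKM added, in the LE6 or N1183 set alone, and without the LE8 set), 6.04 for DDB_G0268318 and 19.3 here (in the LE8 set alone), and 9.08 for DDB_G0292188 and 18.1 here (in the LE8 or LE6 set alone, and without the N1183 set). In ATG9‾/16‾ the paper gives 8.98 for DDB_G0288573, and 24.6 was found here (within this distance in the N1183 set alone and without the LE8 set). In ATG16‾ the paper gives 3.16 for iliG and 9.57 was found here (within this distance with the label set as a term, with the replicate block, in the N1183 set alone, without the LE8 or LE6 set and with ratios of arithmetic means), 2.09 for DDB_G0285383 and 16.9 here (with ratios of arithmetic means), and 5.18 for DDB_G0282919 and 3.28 here (with 0.1 FPKM added, with the label set as a term, with the replicate block, in the LE6 set alone, without the N1183 set and with ratios of arithmetic means). All other planned settings leave these differences.

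On genes and directions, the paper finds almost no loss of genes between p of 0.05 and 0.01, and here up- and down-regulated genes became fewer in all strains. The paper finds more down- than up-regulated genes in ATG9‾/16‾ (146 and 114), and here 99 and 116 were found, with the paper's order at the unadjusted p (154 and 139), with size factors (118 and 105), with the replicate block (143 and 130), in the LE8 set alone (346 and 225) and without the chromosome 2 range (95 and 71), and also without the b libraries (140 and 135; chosen after the values were seen). The paper's text reports genes with EGF-like domains as down-regulated in ATG16‾ and ATG9‾/16‾, while its Table S1 lists genes named so as up-regulated only in these strains. Here, as in that table, 5 of the 9 tested were higher in ATG16‾ and 4 in ATG9‾/16‾ and 0 were lower in either (1 lower in ATG16‾ when adjusted over the list alone), and 3 of the 12 genes named so were not tested. The paper lists 5 ponticulin genes as down-regulated in ATG9‾/16‾, and here 3 passed, while ponC3 and ponC4 passed at the unadjusted p, with the label set as a term, without the b libraries (chosen after the values were seen) and with the replicate block (adjusted p = 0.00483 and 0.00581). The paper reports atg10 lower and sqstm1 higher in ATG16‾, and here atg10 did not pass (exact permutation adjusted p = 0.186) and sqstm1 passed at the unadjusted p (0.0206) and with the replicate block. Of the gene numbers in Table S11 (27 in its 28 entries for ATG9‾, 45 in its 46 for ATG16‾ and 17 for ATG9‾/16‾), 1, 8 and 1 were not found increased in RNA and protein here, and of the diminished ones 1 of 1, 1 of 9 and 1 of 7.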

Other observations

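The lists and the regrouping of libraries were planned, and the predictions of all tests in this part were written only after their patterns were seen.

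Genes of lipid catabolism from Table 4 rose in ATG16‾ cells. DDB_G0270990 went from 28.2 ± 7.39 FPKM (SD, n = 9) to 123 ± 86.0 (log2FC 1.85, limma adjusted p = 5.0e-06), DDB_G0274339 from 210.3 ± 39.4 to 533 ± 240.1 (1.23, adjusted p = 7.2e-06), and mfeA, for a peroxisomal enzyme of fatty acid oxidation, and acoA, for an acyl-CoA oxidase, rose with 0.76 (adjusted p = 0.00151) and 0.72 (adjusted p = 1.9e-04). All 6 tested were higher in ATG16‾ (6 when adjusted over the list alone; camera adjusted p = 3.8e-08), of which DDB_G0286669 (0.66) lost its call with the replicate block (0.45, adjusted p = 0.1), with the label set as a term (0.45, adjusted p = 0.122), with size factors (0.69, adjusted p = 0.058) and with quantile scaling (0.63, adjusted p = 0.0656), and limma called 0 in ATG9‾ (0 when adjusted over the list alone; adjusted p = 0.879) and 0 in ATG9‾/16‾ (0; adjusted p = 0.929). Of 4 genes of lipid synthesis limma called 0 in each strain (0 when adjusted over the list alone; adjusted p = 0.17, 0.573 and 0.999, and 0.0492 in ATG9‾ with the replicate block or 0.63 with an estimated correlation), and with the replicate block DDB_G0272012 (-0.44, adjusted p = 0.0402) and DDB_G0271066 (-0.24, adjusted p = 0.0359) were lower in ATG9‾. Of the 10 genes of oxidative phosphorylation in Table 4, only 4 are in the deposited values, so the results do not cover the others. Of these 4, cxdA (-0.27, adjusted p = 0.0132) and cxfA (-0.28, adjusted p = 0.0485) were lower in ATG16‾ (2 when adjusted over the list alone; camera adjusted p = 0.0824), and 0 passed in ATG9‾ (0.137) or ATG9‾/16‾ (0.717). With the replicate block the group was lower in ATG16‾ (adjusted p = 0.0112) and ATG9‾ (adjusted p = 0.0389), and with an estimated correlation the adjusted p was 0.527 and 0.63. With the block cxdA (-0.15, adjusted p = 0.0263) and ndufs8 (-0.15, adjusted p = 0.0276) were also lower in ATG9‾. In ATG16‾ cxdA and cxfA lost their calls with size factors (-0.23, adjusted p = 0.122 and -0.24, adjusted p = 0.109) and when ATG16‾ and AX2 were fitted alone (adjusted p = 0.0618 and 0.0999), and cxfA also without a filter (adjusted p = 0.0518) and without the chromosome 2 range (adjusted p = 0.0523). The study chose these lists on proteins of the same strains, so they are not independent evidence. Glutathione reductase, gsr, rose from 289 ± 36.4 FPKM to 499.5 ± 113 in ATG9‾ (0.77, adjusted p = 6.0e-06), 527 ± 46.0 in ATG16‾ (0.87, adjusted p = 3.6e-07) and 569 ± 59.3 in ATG9‾/16‾ (0.98, adjusted p = 4.7e-08), and lies in the chromosome 2 range. Catalase, catA, rose in ATG16‾ (0.40, adjusted p = 0.0148). Of 7 antioxidant genes 1, 2 and 1 were higher in ATG9‾, ATG16‾ and ATG9‾/16‾ (1, 2 and 1 when adjusted over the list alone; camera adjusted p = 0.293, 0.0406 and 0.227, with adjusted p = 0.485 with an estimated correlation in ATG16‾). The gene for the spore protein spoB rose in ATG9‾ (1.84, adjusted p = 0.0018) and ATG16‾ (1.61, adjusted p = 0.00513), as did pspD (1.50 and 1.37), and of 7 prespore genes 2, 2 and 0 were higher (2, 3 and 0 when adjusted over the list alone; camera adjusted p = 0.188, 0.0685 and 0.718). pdiA, the phosphodiesterase inhibitor gene, rose in ATG16‾ (1.52, adjusted p = 7.7e-04), and of 7 aggregation markers 1, 2 and 0 were higher (1, 3 and 0 when adjusted over the list alone; adjusted p = 0.181, 0.0406 and 0.947, with adjusted p = 0.485 with an estimated correlation in ATG16‾). Of 4 prestalk markers limma called 0 in each strain (0, 2 higher and 1 lower when adjusted over the list alone; adjusted p = 0.561, 0.0539 and 0.2).

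The lysozyme gene lyT1-4 rose in ATG9‾ (3.04, limma adjusted p = 2.3e-05) and ATG16‾ (2.51, adjusted p = 2.2e-04), and of 8 lysozyme genes 2 were higher in ATG9‾, 2 higher and 1 lower in ATG16‾ and 0 in ATG9‾/16‾ (2, 3 and 1, and 0 when adjusted over the list alone; camera adjusted p = 0.0881, 0.203 and 0.885). The lysosomal thioesterase gene ppt3 fell in ATG9‾ (-0.94, adjusted p = 0.00245) and ATG16‾ (-1.25, adjusted p = 4.2e-05), and of 20 lysosomal genes 0 were higher and 1 lower in ATG9‾, 1 and 1 in ATG16‾ and 1 and 0 in ATG9‾/16‾ (1 and 1, 1 and 1, and 1 and 0 when adjusted over the list alone; adjusted p = 0.173, 0.684 and 0.482). Cytosolic ribosomal protein genes (79) had medians of -0.16, -0.14 and -0.10, with 0, 5 and 0 lower (0, 5 and 0 when adjusted over the list alone), and camera adjusted p = 2.4e-09, 0.00123 and 4.4e-06, with adjusted p = 0.63, 0.773 and 0.966 with an estimated correlation. Of 25 heat shock genes 2, 2 and 1 were higher (2, 2 and 1 when adjusted over the list alone; adjusted p = 0.779, 0.668 and 0.717). Of 31 proteasome genes 2 were higher in ATG9‾, 3 higher and 1 lower in ATG16‾ and 3 higher in ATG9‾/16‾ (2, 3 and 2, and 3 when adjusted over the list alone; adjusted p = 0.918, 0.253 and 0.482), and the higher ones, psmA7 and psmD14 in all strains and psmB1 in ATG16‾ and ATG9‾/16‾, lie in the run of higher chromosome 2 genes. Of 16 genes for calcium-binding proteins 2 were higher in ATG9‾, 1 in ATG16‾, and 1 higher and 3 lower in ATG9‾/16‾ (2, 1 and 2 lower, and 1 and 3 when adjusted over the list alone; adjusted p = 0.867, 0.253 and 0.0563), with cbpH at 1.95 in ATG9‾ and cbpI at 1.62, 2.30 and 1.58. Of 18 cytochrome P450 genes 0, 2 and 2 were higher and 2 lower in ATG9‾/16‾ (0, 2 and 3 higher and 2 lower when adjusted over the list alone; adjusted p = 0.892, 0.577 and 0.929), with CYP508A4 at -1.93 in ATG9‾/16‾. Of 20 polyketide synthase genes 1 was higher and 1 lower in ATG9‾ and in ATG9‾/16‾ and 0 in ATG16‾ (1 and 1, 2 and 1, and 0 when adjusted over the list alone; adjusted p = 0.393, 0.999 and 0.0539). Of 9 DNA replication genes 1, mcm6 of the chromosome 2 range, was higher in ATG9‾/16‾ (1.06, adjusted p = 0.0047; 1 when adjusted over the list alone), and camera gave adjusted p = 0.867, 0.577 and 0.482. Of 11 RNA silencing genes 4 were higher in ATG9‾, 2 higher and 1 lower in ATG16‾ and 1 and 1 in ATG9‾/16‾ (4, 2 and 1, and 1 and 1 when adjusted over the list alone; adjusted p = 0.148, 0.294 and 0.991), with agnE at -1.26 in ATG16‾ and -1.63 in ATG9‾/16‾. The lists of glutathione S-transferase names, mitochondrial genome genes and discoidins gave no result.

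Loss of the whole stretch of 5 tested genes on each side of atg13 in ATG9‾/16‾ is excluded, since their median log2FC was 0.0062. They include rpsA, med27 and nup54, with DDB_G0271068 at -1.03 (limma adjusted p = 0.276) and DDB_G0270774 at 0.79 (adjusted p = 0.00532). The median does not speak to a shorter loss. Genes of the chromosome 2 range, such as argS1 and cbpI, were more frequent among genes common to RNA and protein than among the other up-regulated genes, with Fisher's exact p = 0.0132 in ATG16‾ and 0.0176 in ATG9‾/16‾. When the 18 libraries of a comparison were dealt into other groups of 9, 1 of 100 groupings, the real one, called as many genes in each strain. The real groupings called 240 genes in ATG9‾, 392 in ATG16‾ and 192 in ATG9‾/16‾ in fits of these libraries alone, and the highest others 2, 199 and 168. The highest other grouping of ATG16‾ had 8 of 9 libraries in place and that of ATG9‾/16‾ 5 of 9, and the next of ATG9‾/16‾ called 43.

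In all 3 strains the lowest window of neighbouring genes lay on chromosome 1 from DDB_G0267178 to DDB_G0267492, with medians of -0.41 in ATG9‾, -0.74 in ATG16‾ and -0.20 in ATG9‾/16‾. Libraries of the same strain correlated with 0.856 to 0.987 (144 combinations) and libraries of different strains with 0.827 to 0.976 (486). The spread within strains fell to 35.9% on a first and 15.3% on a second principal component. By limma, label sets of a strain differed in 0 to 77 genes at an adjusted p of at most 0.05, the most between the LE8 and LE6 sets of ATG9‾/16‾, with DDB_G0267728 and DDB_G0268212 among them.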
